# An integrated transcriptome mapping the regulatory network of coding and long non-coding RNAs provides a genomics resource in chickpea

**DOI:** 10.1038/s42003-022-04083-4

**Published:** 2022-10-19

**Authors:** Mukesh Jain, Juhi Bansal, Mohan Singh Rajkumar, Rohini Garg

**Keywords:** Plant development, Drought, Gene regulatory networks

## Abstract

Large-scale transcriptome analysis can provide a systems-level understanding of biological processes. To accelerate functional genomic studies in chickpea, we perform a comprehensive transcriptome analysis to generate full-length transcriptome and expression atlas of protein-coding genes (PCGs) and long non-coding RNAs (lncRNAs) from 32 different tissues/organs via deep sequencing. The high-depth RNA-seq dataset reveal expression dynamics and tissue-specificity along with associated biological functions of PCGs and lncRNAs during development. The coexpression network analysis reveal modules associated with a particular tissue or a set of related tissues. The components of transcriptional regulatory networks (TRNs), including transcription factors, their cognate *cis*-regulatory motifs, and target PCGs/lncRNAs that determine developmental programs of different tissues/organs, are identified. Several candidate tissue-specific and abiotic stress-responsive transcripts associated with quantitative trait loci that determine important agronomic traits are also identified. These results provide an important resource to advance functional/translational genomic and genetic studies during chickpea development and environmental conditions.

## Abstract (web summary)

A full-length transcriptome and expression atlas of protein-coding genes and long non-coding RNAs is generated in chickpea. Components of transcriptional regulatory networks and candidate tissue-specific transcripts associated with quantitative trait loci are identified.

## Introduction

Chickpea is one of the most important food grain legumes worldwide and is a major source of proteins, carbohydrates and minerals. Despite several efforts via molecular and breeding approaches, chickpea yield has been below its actual potential due to several developmental and environmental constraints^1^. The availability of draft genome sequences of both desi- and kabuli-type chickpeas and pan-genome provides a genetic blueprint for various genomics research in chickpea to enable crop improvement^2–4^.

The expression profiles of protein-coding genes (PCGs) and non-coding RNAs in different tissues/organs during plant development can provide important insights into their function and regulation. With the availability of next-generation sequencing technologies, it has been possible to discover novel coding and non-coding genes, and study their gene expression programs with high sensitivity and over a broad range of expression levels^5–8^. Further, transcriptome data can be used to generate co-expression and regulatory networks that can facilitate the prediction of functional roles of an individual or a set of genes and systems-level understanding of biological processes^9–13^. Several large-scale transcriptome analysis studies in different tissues/organs/developmental stages have been undertaken in different legumes via high-throughput sequencing technologies^14–23^. Based on these studies, insights into growth and developmental processes in general or specific processes, such as root nodulation, pollen fertility and seed development in legumes have been obtained^12,14,19,21^. Several RNA-sequencing (RNA-seq) based studies have been performed to measure expression profiles of PCGs in different biological contexts including specific tissues/organs, developmental process and/or environmental stimuli in chickpea^12,13,22,24–28^.

Long non-coding RNAs (lncRNAs) represent an emerging regulatory component of the genome that are involved in regulation at transcriptional, post-transcriptional and epigenetic levels. LncRNAs have been implicated in diverse biological processes, such as flowering time, reproductive processes, nutrient response and stress responses^29–32^. A few studies on lncRNAs focused on a particular developmental process and stress conditions have been conducted in chickpea by our group^7,33^. However, a comprehensive analysis of lncRNAs throughout chickpea development is still lacking. Further, transcriptional regulatory network (TRN) analysis including both PCGs and lncRNAs during various developmental processes is also not available. Thus, there is a need for construction of a high-quality full-length transcriptome and generation of a systematic and unified expression atlas of PCGs and lncRNAs to accelerate functional genomic research in chickpea.

To generate a compendium of full-length transcripts and gain insights into the transcriptional regulatory programs underlying different tissues/organs during chickpea development, we generated a comprehensive expression atlas of PCGs and lncRNAs in chickpea. Although short-read sequencing using Illumina is widely used for RNA-seq and is an excellent low-cost technology for quantification of wide-range of gene expression, long-read sequencing can provide more accurate full-length transcripts and their isoforms^27,34^. Thus, we constructed the full-length transcriptome of chickpea using long-read Iso-seq technology of Pacific Biosciences (PacBio) and complemented it with high-depth RNA-seq from Illumina sequencing. We described dynamic transcriptional profiles, tissue-specific expression and co-expressed modules of PCGs and lncRNAs along with their functional relevance. In addition, we elucidated the putative TRNs operative in different tissues/organs during development in chickpea. Further, we revealed the candidate tissue-specific and abiotic stress-responsive transcripts associated with quantitative trait loci (QTLs) for important agronomic traits. The high-resolution transcriptional map reported here provides a comprehensive resource for prioritization of candidate PCGs and lncRNAs for functional analysis and crop improvement.

## Results

### Generation of full-length reference transcriptome assembly

We followed a comprehensive strategy to generate a full-length transcriptome assembly for chickpea using high-depth long-read PacBio and short-read Illumina sequencing data (Supplementary Fig. 1). The PacBio sequencing of four different size-selected cDNA libraries (Iso-seq; Supplementary Table 1) generated a total of 81,269 non-redundant transcript isoforms with an average length of 2631 bp (Supplementary Table 2 and Supplementary Fig. 1). The reference-based assembly of ~6.5 billion high-quality reads (from 94 libraries representing 32 different tissues/organs) obtained using the Illumina platform (Fig. 1a and Supplementary Data 1), resulted in a total of 55,313 unique transcripts with an average length of 1980 bp (Supplementary Table 2). Overall, a higher fraction (~40%) of transcripts obtained via Iso-seq were longer as compared to that of transcripts obtained from the assembly of Illumina RNA-seq data (Fig. 1b and Supplementary Data 2). The average length and N50 length of transcripts obtained via Iso-seq were also greater (Supplementary Table 2). Further, transcripts obtained from PacBio and Illumina platforms were merged and clustered into 111,620 transcripts (Supplementary Table 2). These transcripts represented isoforms with intron retention (IR), exon skipping (ES), alternate acceptor (AA), and alternate donor (AD) as major alternative splicing (AS) events. Among them, the IR type AS event was most frequent (Fig. 1c). The biological process GO terms, such as protein modification process, ion/protein transport, root and shoot system development, reproductive development and small RNA mediated processes were enriched in all types of AS events (Supplementary Fig. 2). However, the biological processes related to coenzyme metabolism, response to biotic/abiotic stress, carbohydrate mediated signaling/metabolism, cell cycle, differentiation and regulation of nucleic acid were largely enriched in the transcript isoforms with IR type AS event. Likewise, mRNA metabolic processes were exclusively enriched in the transcripts showing ES events (Supplementary Fig. 2).

**Fig. 1:**
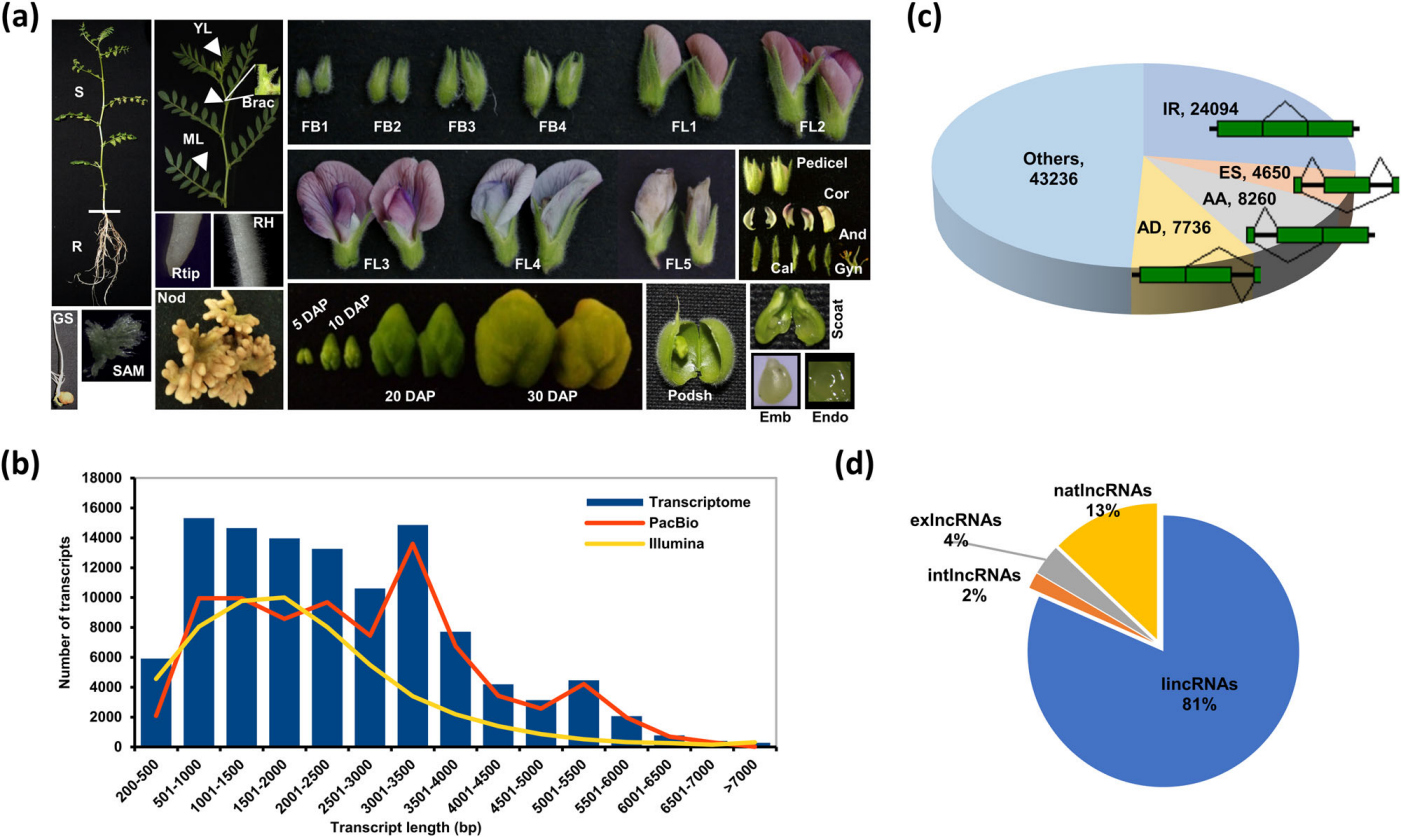
Sequencing and analyses of chickpea full-length transcriptome. **a** Different tissues/organs used for generation of RNA-sequencing data using Illumina platform. GS germinating seedling, S shoot, ML mature leaf, YL young leaf, Brac bracteole, R root, Rtip root tip, RH root hair, Nod nodule, SAM shoot apical meristem, FB1–FB4 stages of flower bud development, FL1–FL5 stage of flower development, Cal calyx, Cor corolla, And androecium, Gyn gynoecium, Pedi pedicel, Emb embryo, Endo endosperm, SdCt seed coat, PodSh podshell, 5DAP seed 5 days after pollination, 10DAP seed 10 days after pollination, 20DAP seed 20 days after pollination, 30DAP seed 30 days after pollination. **b** Length distribution of transcripts in the final transcriptome assembly and the transcripts generated via PacBio sequencing and reference-based assembly of Illumina data alone from 32 tissue samples. **c** Pie-chart showing the fraction of different types of major alternative spliced events (IR intron retention, ES exon skipping, AA alternate acceptor, AD alternate donor) represented in the transcriptome. **d** Classification of predicted lncRNAs based on their genomic location. lincRNAs intergenic lncRNAs, natlncRNAs natural antisense lncRNAs, exlncRNAs exonic lncRNAs, intlncRNAs intronic lncRNAs.

The 111,620 transcript isoforms represented a total of 38,818 unique transcripts/gene loci. The final reference transcriptome assembly was of 87.69 Mb size with an average and N50 transcript lengths of 2259 and 3292 bp, respectively (Supplementary Table 2). The reference transcriptome assembly reported here showed greater contiguity and completeness (Supplementary Table 3). At least 35,215 transcripts aligned with the chickpea genome with high coverage (≥95% identity and ≥70% coverage). The list of 3603 transcripts that did not align with the genome is provided in Supplementary Data 3. Likewise, of the 28,269 PCGs predicted in the chickpea genome^3^, at least 24,581 PCGs were represented in the reference transcriptome assembly (with at least 95% identity and 30% coverage) (Supplementary Fig. 3). The remaining PCGs predicted in the chickpea genome may represent the annotation artifacts or these genes might be expressed in highly specific cell types and are not represented in our transcriptome assembly. Overall, we identified a total of 13,586 unique transcripts in the reference transcriptome assembly that were not predicted earlier in the chickpea genome annotation (Supplementary Data 3).

### Identification and conservation of lncRNAs

A total of 5293 unique transcripts were identified as high-confidence lncRNAs using reference transcriptome assembly. The remaining 33,525 transcripts represented PCGs. Both PCGs and lncRNAs were found to be uniformly distributed on all the chickpea chromosomes (Supplementary Fig. 4a and Supplementary Data 2). A comparative analysis of lncRNAs and PCGs revealed an average shorter length, higher AU nucleotide content and fewer exons in lncRNAs as compared to the PCGs (Supplementary Figs. 4b and 5a and Supplementary Data 2). Of the 4775 lncRNAs mapped to the chickpea genome, 3123 (65.4 %) had a single exon and the remaining lncRNAs harbored two or more exons (Supplementary Fig. 5b and Supplementary Data 2). The lncRNAs were classified into different classes based on their genomic location (Fig. 1d). The largest number of lncRNAs were classified as intergenic (lincRNAs; 81%), followed by natural antisense (natlncRNAs; 13%), exonic (exlncRNAs; 4%) and intronic (intlncRNAs; 2%).

Only 5.4% (280) of the identified chickpea lncRNAs showed significant similarity with the available (~0.4 million) lncRNA sequences from 60 different plant species in GREENC and CANTATAdb databases. The maximum conservation was observed with plant species belonging to the Fabaceae family, the largest being with *Medicago truncatula* (230) followed by *Trifolium pratense* (136) and *Glycine max* (123; Supplementary Table 4). Only 111 lncRNAs showed conservation in at least two species (other than chickpea) belonging to the Fabaceae family followed by 11 each in Poaceae and Brassicaceae families (Supplementary Fig. 6a). Further, only 22–31% of the lncRNAs showed significant similarity with the previously reported set of lncRNAs in chickpea^7,33^. These results indicate very low conservation of the lncRNAs as shown in the earlier studies too^7,30,32,33^.

### Functional annotation of PCGs and lncRNAs

A total of 32,708 (97.6%) PCGs could be annotated using different databases. Most of the novel PCGs identified in this study showed significant similarity with predicted genes/transcripts in other plant species. The largest fraction of PCGs belonged to the regulation of transcription (4.9%) and defense response (4.1%) biological process gene ontology (GO) terms, and ATP binding (18.2%) and metal ion binding (11.7%) molecular function GO terms (Supplementary Fig. 7a and Supplementary Data 2). The protein kinase followed by pentatricopeptide repeat represented the most frequent Pfam domains among the PCGs (Supplementary Fig. 7b and Supplementary Data 2). The novel transcripts showed enrichment of the GO terms related to development, stress and metabolism/cellular processes (Supplementary Fig. 8 and Supplementary Data 2). Next, we identified at least 2629 (7.84%) PCGs encoding for transcription factors (TFs) belonging to 85 different families. The AP2-EREBP (180), MYB (143), bHLH (131), HB (125), and CCHC (106) families were most highly represented among the identified TFs (Supplementary Fig. 9a, Supplementary Table 5, and Supplementary Data 2). A similar distribution of genes in different TF families with little variations was observed in soybean and model plant Arabidopsis too (Supplementary Fig. 9b, Supplementary Table 5 and Supplementary Data 2).

The lncRNAs represent a part of the non-coding component of the genome and do not show conservation across plant species. Therefore, the functional annotation of lncRNAs was performed based on their putative target PCGs. It has been demonstrated that many lncRNAs act in *cis* to regulate the expression of their proximal PCGs^30,32,35^. 

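Coexpression of lncRNAs and PCGs was measured over the 32 tissues/organs of the atlas, for which the authors deposited 1 value per transcript and tissue/organ. The pairs were drawn from the 186 lncRNAs and 1622 PCGs whose type and position are listed in the part of Supplementary Data 5 used here, and both members had to reach an FPKM of at least 0.5 in at least 1 tissue. Within 10 kb of each other lay 494 pairs of 161 lncRNAs and 423 PCGs, with a median Pearson's r of 0.170 on log2(FPKM + 1). Pairs on the same chromosome more than 1 Mb apart had a median r of 0.104. The median of the close pairs stood at percentile 99.94 of 10000 random sets of as many distant pairs, which describes these samples and is not a test across replicates. The correlation of untransformed FPKM moved this value most among the alternatives, to 0.0330, at percentile 95.41 of its own random sets. For the pairs within 50 kb it was 0.112, at percentile 81.41, and for those within 5 kb 0.228, at percentile 100. It was 0.162 with Spearman's correlation and 0.126 without 20DAP, where distant pairs had 0.105 and 0.0573, both at percentile 100. The 73 pairs whose loci overlap had a median r of 0.533, and reads from overlapping loci can be shared in such pairs. In a comparison chosen after these values were seen, the 421 pairs that do not overlap had a median of 0.131, at percentile 89.56. For coexpression irrespective of distance, 7056 pairs of 54 lncRNAs and 949 PCGs reached an absolute r of 0.97 on the values as deposited. In 6876 of these pairs, both members had their highest value in 20DAP seeds, whose deposited values are estimated counts and not FPKM. With each tissue scaled to a common sum, 307 pairs of 40 lncRNAs and 118 PCGs reached the same r, and without 20DAP 320 pairs did. On log2(FPKM + 1) of the values as deposited, 53 pairs of 21 lncRNAs and 32 PCGs did.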

We identified a total of 4288 *cis*-target PCGs based on their proximity with one or more lncRNAs and 2100 *trans*-target PCGs based on the correlation of their expression patterns (Supplementary Data 4). Based on GO annotation of their putative target PCGs, 4882 lncRNAs could be assigned with at least one GO term. The largest fraction of lncRNAs were found associated with regulation of transcription (7.9%) and protein phosphorylation (6.4%) biological process GO terms (Supplementary Figs. 6b and 10). Likewise, ATP binding (20.8%), metal ion binding (14.1%) and transcription factor activity (11%) were the most represented molecular function GO terms among the lncRNAs (Supplementary Fig. 10 and Supplementary Data 2). Further analysis revealed significant enrichment of lncRNAs associated with signaling, root and shoot system development, reproductive development processes, seed development, response to stress and hormones, and metabolic processes (Supplementary Figs. 6b and 10 and Supplementary Data 2), indicating their role in diverse cellular and biological processes. The complete functional annotation of PCGs and lncRNAs is available in Supplementary Data 4.

### Expression dynamics across different tissues/organs in chickpea

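RNA of each tissue/organ of chickpea (Cicer arietinum) was sequenced as 100-nt paired-end reads, from 3 biological replicates of most tissues/organs and 2 of the 20DAP and 30DAP seeds, in 94 libraries. In the paper's Supplementary Data 1, the mapped reads per library range from 27875671 to 102684657 with a median of 62035048.5. The authors aligned the quality-filtered reads to their reference transcriptome assembly with bowtie2, estimated the abundance of each transcript with RSEM and averaged it over the replicates. The deposited values are these averages, 1 for each of 38818 transcripts in each of 32 tissues/organs. FPKM is the number of fragments per kilobase of transcript, relative to all mapped fragments of the library. Replicate values were not used here, so no difference between single tissues/organs has a replicate error beside it, and no p-value is given across transcripts. The depth of a single value is likewise unknown.
In 31 tissues/organs the FPKM summed to between 597153 in nodule and 959753 in endosperm, with a median of 800320. The median transcript had an FPKM between 0.29 in 30DAP and 2.43 in FB2. The values of 20DAP, deposited under the same heading, summed to 29579443.3, which is 37.0 times that median. The 20DAP libraries have a mean of 29579762 mapped read pairs in Supplementary Data 1. Of the 20DAP values above 0, 22.2% were whole numbers, against at most 0.791% in any other tissue/organ, and their median over all transcripts was 25.5. The 20DAP values were therefore read as estimated counts, which are not divided by transcript length or library size. All results were computed first from the values as deposited, the form in which they also stand in the part of Supplementary Data 5 used here. Beside them stand results with each tissue/organ scaled to a common sum and results without 20DAP. The scaling leaves transcript length in the 20DAP values, so scaled 20DAP values are still not FPKM. Other choices that can change the numbers are the FPKM threshold for expression, the pseudocount of 1 added before log2, and the scale on which tissues/organs are correlated.

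**Figure D1:**
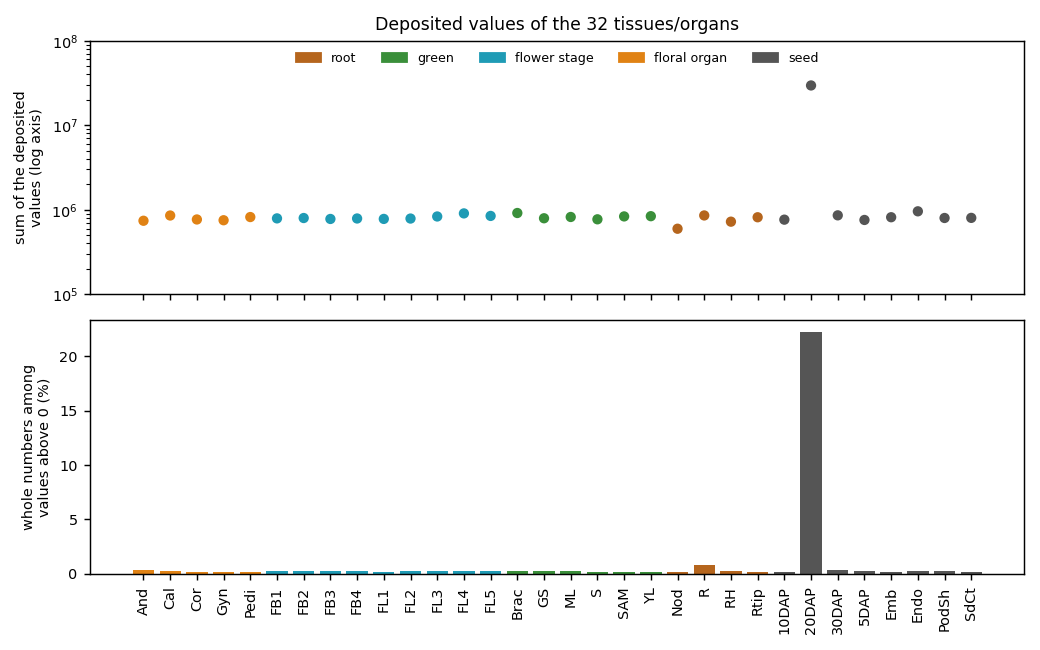
Sum of the deposited values of each tissue/organ (top, log axis) and percentage of whole numbers among its values above 0 (bottom), coloured by organ group. 20DAP has a sum of 29579443.3 and 22.2% whole numbers; the other 31 tissues/organs have sums between 597153 and 959753.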

We profiled 32 different tissues/organs spanning vegetative and reproductive stages of development in chickpea (Fig. 1a) to generate a comprehensive integrated expression atlas of PCGs and lncRNAs. Ten samples (GS, germinating seedling; S, shoot; ML, mature leaf; YL, young leaf; Bract, bracteole; R, root; Rtip, root tip; RH, root hair; Nod, nodule and SAM, shoot apical meristem) represented vegetative tissues/organs and 22 samples (FB1-FB4, stages of flower bud development; FL1-FL5, stage of flower development; Cal, calyx; Cor, corolla; And, androecium; Gyn, gynoecium; Pedi, pedicel; Emb, embryo; Endo, endosperm; SdCt, seed coat; PodSh, podshell; 5DAP, seed 5 days after pollination; 10DAP, 20DAP and 30DAP) represented tissues/organs from various stages of reproductive development. The biological replicates of different tissues/organs showed high reproducibility with Pearson correlations (r) among them ranging from 0.88 to 0.99 (average of 0.96; Supplementary Figs. 11 and 12). 

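At a threshold of 0.5, 35225 of the deposited transcripts (90.7%) were expressed in at least 1 of the tissues/organs. The threshold moved this number most among the alternatives, to 36600 (94.3%) at an FPKM of at least 0.1 and 34003 (87.6%) at an FPKM of at least 1. When 20DAP was left out, 34063 transcripts (87.8%) remained above 0.5 in at least 1 tissue/organ, and with each tissue/organ on a common sum 34496 did.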

Overall, a total of 36,600 (94.3%) transcripts (31,616 PCGs and 4984 lncRNAs) were found to be expressed (FPKM ≥0.5) in at least one of the tissues/organs analyzed (Supplementary Data 5). 

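By tissue/organ, the percentage of transcripts at 0.5 or above was lowest in 30DAP (45.9%), followed by nodule (47.7%) and root hair (49.1%). It was highest in 20DAP (73.9%), where a value of 0.5 is an estimated count, and next in FB2 (62.7%). The mean over all tissues/organs was 58.6%. At an FPKM of at least 0.1, the lowest, highest and mean percentages were 57.7% in 30DAP, 74.2% in 20DAP and 69.0%. At an FPKM of at least 1, nodule was lowest (39.8%) and the mean was 53.4%. After scaling to a common sum, 30DAP stayed lowest (47.0%) and FB2 was highest (64.3%).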

The percentage of total transcripts expressed in different tissues/organs ranged from 57.8% in 30DAP to 74.2% in 20DAP tissue (average of 69%). The number of non-TF PCGs, TF-encoding genes and lncRNAs were expressed proportionately in different tissues/organs (Fig. 2a and Supplementary Data 2). 

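Of the transcripts with a listed type, 1137 PCGs also have an annotation that shows whether they encode a TF, and 102 of them do. The percentage of these TF-encoding genes expressed ranged from 59.8% in 30DAP to 92.2% in 20DAP, and that of the remaining annotated PCGs from 63.3% to 89.4% in the same tissues. For the listed lncRNAs the range was 17.7% in 30DAP to 48.4% in 20DAP. Outside 20DAP, the highest percentages were 83.3% of TF-encoding genes in FB3, 84.1% of non-TF PCGs in FB2 and 39.2% of lncRNAs in germinating seedling. lncRNAs made up 3.17% of the expressed typed transcripts in 30DAP, the lowest share, and 5.81% in 20DAP, the highest. Single values per tissue/organ give no error for the differences between them.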

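For the listed lncRNAs and PCGs, the median of log2(FPKM + 1) was lower among lncRNAs in 32 of the 32 tissues/organs. The difference between the medians was smallest in 30DAP, at -1.29, and largest in 20DAP, at -7.44, where it compares counts that grow with transcript length. Over the tissues/organs the median difference was -2.86. In FB2, the tissue/organ with the highest PCG median besides 20DAP, the median FPKM was 0.165 for lncRNAs and 9.00 for PCGs. In every tissue/organ the lncRNA median was below that of each of 10000 random lists of as many typed transcripts (percentile 0). The pseudocount moved the median difference most among the alternatives, to -5.05 with 0.1 in place of 1.

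**Figure D2:**
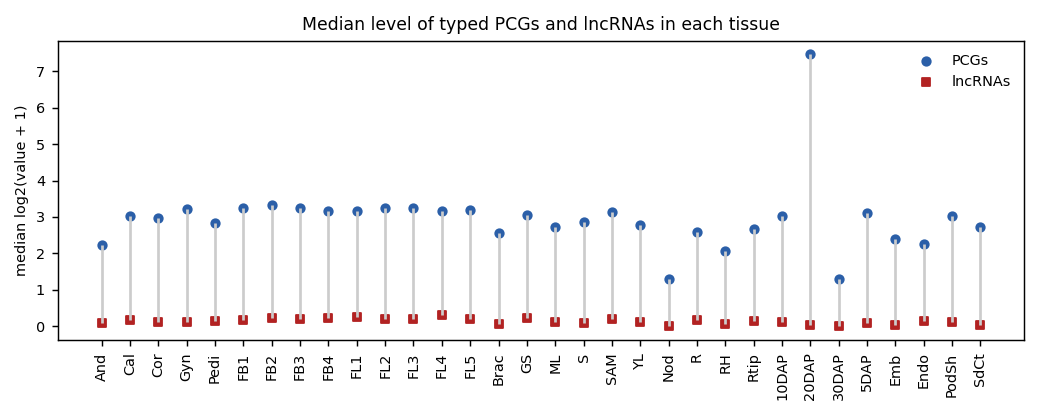
Median log2(value + 1) of the PCGs (blue circles) and lncRNAs (red squares) listed with a type, in each tissue/organ; grey lines join the medians. The lncRNA median is the lower one in all 32 tissues/organs, and the 20DAP values are estimated counts.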

A large fraction of the lncRNAs were expressed at lower level as compared to the PCGs in most of the tissues/organs analyzed (Supplementary Fig. 13), which is consistent with previous studies in chickpea and other plants^7,30,32,33^.

**Fig. 2:**
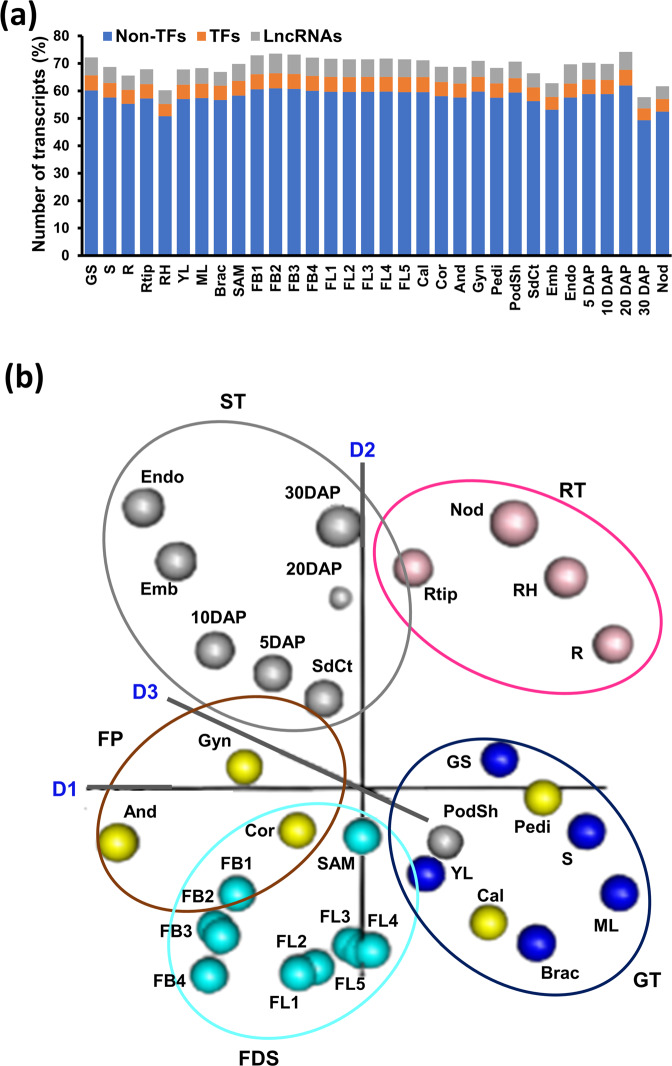
Expression patterns and correlation of transcriptome in different tissues/organs in chickpea. **a** Percentage of transcription factor (TF) encoding genes, non-TF protein-coding genes (PCGs) and lncRNAs expressed in the 32 tissues/organs analyzed. **b** Non-metric multidimensional scaling analysis (NMDS) plot showing correlation among the transcriptomes of 32 tissue/organs samples. The tissues/organs were grouped broadly in five groups; Green tissues (GT, blue), Root tissues (RT, pink), Flower development stages (FDS, cyan), Flower parts (FP, orange), and Seed tissues (ST, gray), indicated in different colors. GS germinating seedling, S shoot, ML mature leaf, YL young leaf, Brac bracteole, R root, Rtip root tip, RH root hair, Nod nodule, SAM shoot apical meristem, FB1–FB4 stages of flower bud development, FL1–FL5 stage of flower development, Cal calyx, Cor corolla, And androecium, Gyn gynoecium, Pedi pedicel, Emb embryo, Endo endosperm, SdCt seed coat, PodSh podshell, 5DAP seed 5 days after pollination, 10DAP seed 10 days after pollination, 20DAP seed 20 days after pollination, 30DAP seed 30 days after pollination. D1, D2, and D3 represent first, second, and third dimension, respectively.

The transcriptome dynamics and relationships among the transcriptomes of different tissue samples were explored via the non-metric multidimensional scaling (NMDS) method and hierarchical clustering based on Pearson’s correlations. 

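Tissues/organs were placed by name into 5 groups (root, green, flower stages, floral organs and seed), without use of their values, and Pearson's r was calculated for each pair over the FPKM of all transcripts. The mean r was 0.546 for pairs within a group and 0.341 for pairs of different groups, a difference of 0.205. In a 1-sided permutation test over the group labels of the 32 tissues/organs, p was 1e-05, the smallest that 100000 permutations can give. The correlation measure moved the difference most, to 0.0694 with Spearman's correlation, where p was again at that smallest value. On log2(FPKM + 1) the means were 0.875 within and 0.794 between groups, and each of the 5 groups had the higher mean within it. Without 20DAP the difference was 0.217, and without nodule it was 0.197. On FPKM the pooled difference did not hold for each group. The mean r within the group and with other groups was 0.801 and 0.433 for flower stages and 0.689 and 0.372 for green tissues. For the seed group, podshell included, the means were 0.299 and 0.283. Root tissues (0.151 and 0.182) and floral organs (0.338 and 0.379) had the lower mean within the group.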

Most of the samples with similar developmental origins tended to be grouped closer (Fig. 2b, Supplementary Figs. 11 and 12). The root and root-derived tissues (root tip, root hair, and nodule) grouped closely and were labeled as root tissues (RT). 

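Root, root tip, root hair and nodule had a mean r of 0.151 with each other on FPKM, against 0.182 with the tissues/organs of other groups. Nodule had a mean r of 0.0137 with the other root tissues, and its nearest tissue/organ was root tip at 0.0209. Without nodule, root tissues had a mean r of 0.289 with each other and 0.240 with the rest. Root hair was nearest to root tip (0.330), whereas root was nearest to pedicel (0.565) and root tip to embryo (0.632). With log2(FPKM + 1) values, the group with nodule had a mean r of 0.763 within it and 0.714 with other groups, and nodule was nearest to root (0.728), while root and root tip were nearest to germinating seedling (0.880 and 0.884).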

The tissue representing different stages of flower development including FB1–FB4 and FL1–FL5 were clustered together as flower development stages (FDS). 

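The 9 stages FB1 to FL5 had a mean r of 0.801 with each other, from 0.605 to 0.981, and of 0.433 with the tissues/organs of other groups. For each of the 9 stages the tissue/organ with the highest r was another stage of flower bud or flower development, on FPKM and on log2(FPKM + 1). On the log2 scale the mean r was 0.946 within the stages and 0.819 outside them.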

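Embryo, endosperm, seed coat and the 5DAP, 10DAP, 20DAP and 30DAP seeds, 7 in all, had a mean r of 0.281 with each other on FPKM and of 0.245 with other tissues/organs. The highest r was 0.891, between 5DAP and 10DAP, and the lowest 0.00959. Over log2(FPKM + 1) values, the means were 0.809 and 0.767. Pearson's r of untransformed values stays the same when all values of a tissue are multiplied by a constant, but the 20DAP values also carry transcript length. With 20DAP left out, the means on FPKM were 0.323 within and 0.275 outside the remaining 6. Some seed tissues were nearest to tissues of other groups on FPKM: embryo to gynoecium (0.658) and seed coat to germinating seedling (0.695). With log2(FPKM + 1) values both were nearest to 10DAP, at 0.864 and 0.924.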

Likewise, stages of seed development (5DAP–30DAP) and seed/pod tissues (embryo, endosperm and seed coat), were grouped together as seed tissues (ST). However, podshell showed a higher correlation with the green tissues. 

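Podshell had a mean r of 0.511 on FPKM with shoot, bracteole, mature leaf and young leaf, and of 0.351 with the 7 other tissues of the seed group. Its mean r with the flower stages was 0.734, and its nearest tissue/organ was calyx (0.776). The difference between green and seed tissues kept its direction under each alternative and was smallest with Spearman's correlation, at 0.0615.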

The green leaf-like tissues, including shoot, bracteole, mature leaf and young leaf were grouped into green tissues (GT). 

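The mean r on FPKM among shoot, bracteole, mature leaf and young leaf was 0.917, with the 6 pairs between 0.828 and 0.968, and their mean r with all other tissues/organs was 0.325. The highest of these was between bracteole and young leaf. The mean r of log2(FPKM + 1) was 0.930 among them and 0.812 with the others.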

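Corolla and gynoecium had an r of 0.600 with each other on FPKM. The mean over the 3 pairs of corolla, androecium and gynoecium was 0.337, and the lowest pair had an r of 0.193. Their mean r with all other tissues/organs was 0.327, on FPKM. It was 0.851 among them and 0.808 with the others on log2(FPKM + 1). Corolla and androecium had their highest r on FPKM with FB4 (0.693 and 0.529), and gynoecium with 10DAP seeds (0.748). With log2(FPKM + 1) values, corolla and gynoecium were nearest to each other (0.931) and androecium to FB4 (0.872).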

Among the flower parts (FP), corolla, androecium and gynoecium showed somewhat similar transcriptomes. However, pedicel and calyx being leaf-like structures were more correlated with GT.

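Calyx had a mean r of 0.830 on FPKM with shoot, bracteole, mature leaf and young leaf and of 0.357 with the 4 other floral organs, and mature leaf was its nearest tissue/organ (0.868). Pedicel had a lower mean r with these green tissues (0.241) than with the floral organs (0.357) on FPKM, and was nearest to FL3 (0.879). For pedicel the direction changed with the scale. On log2(FPKM + 1), its mean r was 0.867 with the green tissues and 0.827 with the floral organs, and shoot was its nearest tissue/organ (0.904). The paper reasons that pedicel and calyx follow the green tissues because they are leaf-like structures.

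**Figure D3:**
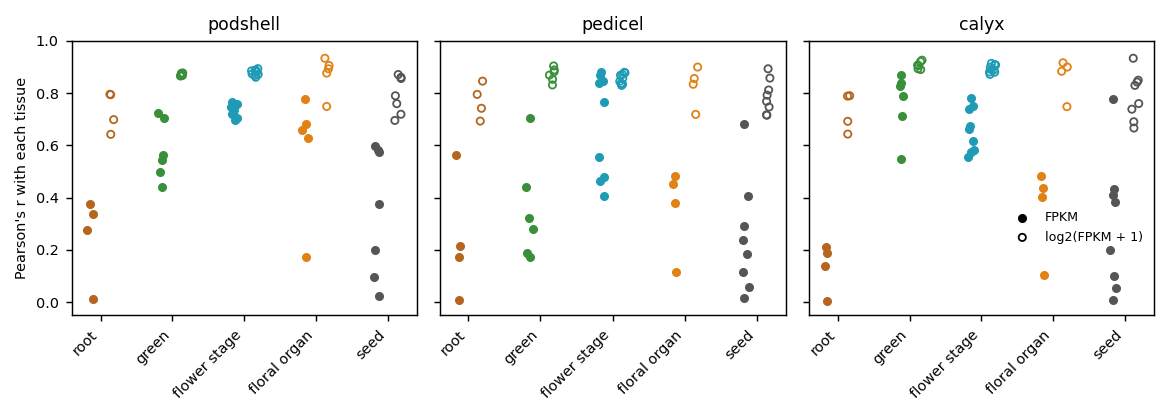
Pearson's r of podshell, pedicel and calyx with each other tissue/organ, by organ group, on FPKM (filled) and log2(FPKM + 1) (open). The green column also holds germinating seedling and shoot apical meristem; pedicel ranges widely with green tissues on FPKM and lies close to them on the log2 scale.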

### Tissue specificity of PCGs and lncRNAs, and their functional relevance

The tissue-specific PCGs and lncRNAs represent important components involved in the developmental processes of respective tissue/organ. 

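The tissue specificity index (TSI, Tau) was calculated on log2(FPKM + 1) over all tissues/organs, for transcripts with an FPKM of at least 0.5 in at least 1 of them. It is 0 for even expression and 1 for expression in a single tissue/organ. A TSI of at least 0.9 was reached by 7873 transcripts. In the part of the paper's Supplementary Data 6 used here, 1998 transcripts are listed, each with the tissue that has its highest value here, and 1991 of them were called. The scale moved the number most, to 27130 transcripts when TSI was calculated on untransformed values. With each tissue/organ scaled to a common sum, 6142 transcripts were tissue-specific, with 20DAP left out 6116 were, and after quantile normalization 6915 were.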

We identified a total of 5611 (16.7%) PCGs including 371 TF-encoding genes as tissue-specific (Supplementary Data 6). The highest number of tissue-specific PCGs were detected at 20DAP seed stage (2103) followed by nodule (736), endosperm (689), and androecium (372) (Fig. 3a). 

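Counting PCGs and lncRNAs together, 2456 transcripts were specific to 20DAP, 1117 to endosperm, 990 to nodule, 651 to androecium, 548 to 5DAP and 340 to root hair. The 20DAP number compares estimated counts with FPKM of the other tissues/organs. After scaling to a common sum, 87 transcripts were specific to 20DAP, which then ranked 14 among the tissues/organs. Endosperm (1192), nodule (1162), androecium (689), 5DAP (570) and root hair (390) changed less. Of the 2456 transcripts, 452 were specific to another tissue/organ after scaling and 1917 were not tissue-specific. Of the 5417 calls in other tissues/organs, 5257 kept their tissue. After quantile normalization 182 of the 20DAP transcripts were still specific to 20DAP.
Among the tissue-specific transcripts, the highest values in 20DAP were those of Ca_TC05441, Ca_TC07591 and Ca_TC09660, with estimated counts of 1518358, 1289037 and 775798, and they stayed 20DAP-specific after scaling with TSI of 0.924, 0.920 and 0.948. In nodule they were Ca_TC33016, Ca_TC32264 and Ca_TC31855, with FPKM of 78627, 41785 and 30150.4; the 3 are listed by the paper as not aligned to the chickpea genome. In endosperm, Ca_TC04498 had an FPKM of 16042, Ca_TC02664 of 5970.4 and Ca_TC32073 of 5962. In androecium, Ca_TC23776, Ca_TC14098 and Ca_TC31744 had an FPKM of 395, 369.9 and 360.5, and the TSI of the first fell to 0.899693 after scaling. In 5DAP, Ca_TC04252, Ca_TC07387 and Ca_TC05537 had an FPKM of 512, 274 and 229.8, beside 355, 131 and 209 in 10DAP. In root hair, Ca_TC30726, Ca_TC01439 and Ca_TC10487 had an FPKM of 12256, 7369.6 and 3894. The paper states that such tissue-specific transcripts are important components of the development of each tissue/organ.

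**Figure D4:**
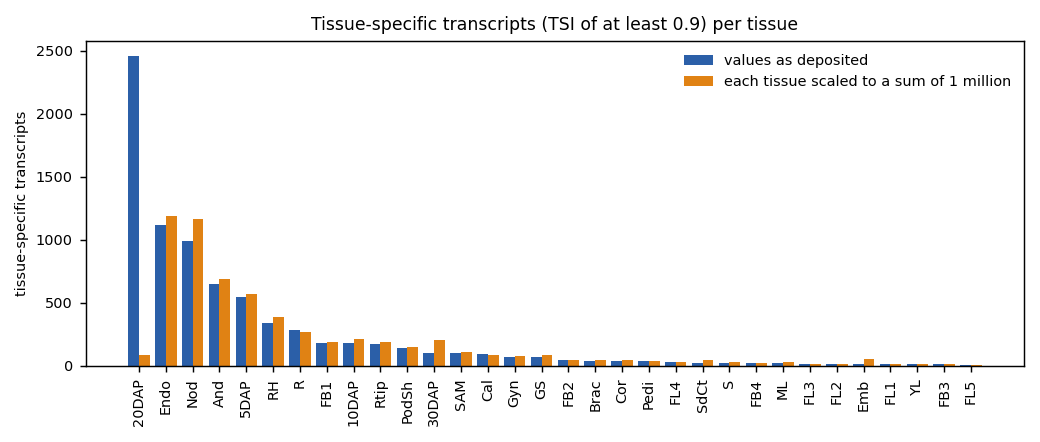
Number of tissue-specific transcripts in each tissue/organ from the values as deposited (blue) and with each tissue/organ scaled to a common sum (orange). 20DAP falls from 2456 to 87, and endosperm goes from 1117 to 1192.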

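Among the transcripts listed with a type, 68 of 186 lncRNAs (36.6%, 95% Wilson interval 30.0 to 43.7) and 157 of 1622 PCGs (9.68%, interval 8.33 to 11.2) were tissue-specific. The intervals cover random sampling of transcripts only. The transcripts with a type are the first part of a longer list and not a random sample, so the intervals need not hold for all transcripts. Of the 167 lncRNAs expressed in at least 1 tissue/organ, 40.7% were tissue-specific, against a median of 12.6% in 10000 random lists of typed transcripts of the same size (percentile 100). In lists matched on mean log2(FPKM + 1), the median was 44.9%, and the lncRNAs stood at percentile 2.64. With TSI on untransformed values the order was the opposite, 61.3% of lncRNAs and 78.5% of PCGs. On a common sum the percentages were 33.9% and 7.89%.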

A considerably higher proportion of lncRNAs (2290; 43.3%) was found expressed in a tissue-specific manner; largest being in endosperm (430), 20DAP (369) followed by androecium (279), 5DAP (255), and nodule (255) tissues (Fig. 3b). Overall, a substantial proportion (14.9–72.7%) of tissue-specific transcripts were represented by lncRNAs in each tissue/organ (Supplementary Fig. 14 and Supplementary Data 2).

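For the 1991 tissue-specific transcripts in the listed range, all with a type, 683 were lncRNAs. In the 16 tissues/organs with at least 20 of these transcripts, the share of lncRNAs ranged from 11.7% in FB1 (95% Wilson interval 6.27 to 20.7) to 54.8% in podshell (37.8 to 70.8). It was 22.4% in 20DAP, 33.8% in endosperm, 42.1% in androecium, 33.5% in nodule and 53.8% in 5DAP. These intervals overlap for most pairs of tissues/organs, but those of FB1 and 5DAP (46.0 to 61.4) do not.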

**Fig. 3:**
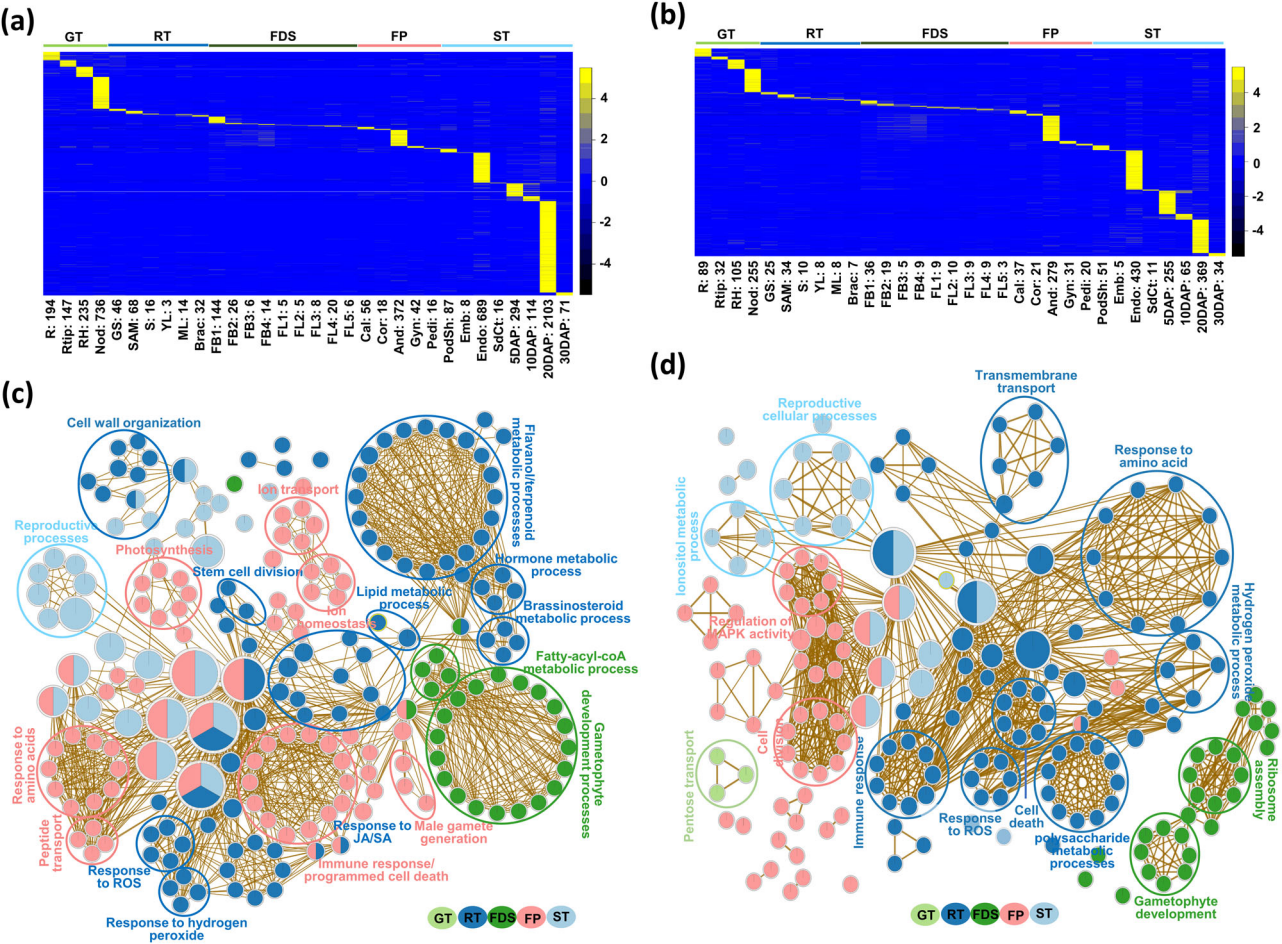
Tissue-specificity and comparative gene ontology (GO) enrichment map analysis. **a**, **b** Heatmaps showing expression profiles of the tissue-specific protein-coding genes (PCGs) (**a**) and lncRNAs (**b**) in different tissue samples. Numbers given at the bottom indicate the number of tissue-specific genes/lncRNAs identified in each tissue sample. Color scales showing the *Z*-score are given on the right side. **c**, **d** Comparative GO enrichment maps of the tissue-specific PCGs (**c**) and lncRNAs (**d**) in the five groups. GO terms associated with different groups, green tissues (GT), root tissues (RT), flower development stages (FDS), flower parts (FP), and seed tissues (ST), are indicated in different colors. Only the significantly enriched (*P* value ≤0.05) biological process GO terms are shown.

#### Functional relevance of tissue-specific PCGs

The comparative GO enrichment map analysis of the sets of tissue-specific PCGs in the five groups (GT, RT, FDS, FP and ST) of tissues/organs (Fig. 3c) highlighted the enrichment of GO terms, including flavonoid/terpenoid metabolic processes, hormone metabolic processes, lipid metabolic process, cell wall organization, stem cell division, response to jasmonic/salicylic acid and reactive oxygen species in the RT group tissues. The gametophyte development processes and fatty acyl Co-A metabolic processes were enriched in the FDS group of tissues. The GO terms related to defense response, programmed cell death, male gametogenesis, response to amino acids and ion transport/homeostasis were enriched in FP. The PCGs associated with reproductive process-related terms were found enriched in the ST group. Further, the GO enrichment analysis of individual sets of tissue-specific PCGs revealed the enrichment of biological processes relevant to specific tissues/organs in different groups (Supplementary Fig. 15). For example, the GO terms associated with growth and defense, stress response, response to ethylene, lignin biosynthesis, auxin transport, and cell wall organization were found enriched in root, root tip, and/or root hair tissues. The GO terms, defense/modulation by symbiont of host defense response and plant-type hypersensitive response were associated with genes expressed specifically in the nodule. A higher number of genes involved in gametophyte development, microgametogenesis and cellular carbohydrate metabolic processes, were found to be specifically expressed/enriched in FDS and FP tissues. The GO terms, like cell wall modification, cell fate determination, auxin and gibberellin mediated signaling, and regulation of DNA methylation were found to be significantly enriched in endosperm. Many GO terms associated with seed development processes, such as lipopolysaccharide biosynthetic process, auxin polar transport, fatty acid biosynthetic process, gluconeogenesis, acquisition of desiccation tolerance and dormancy process were significantly enriched in 5DAP–30DAP seeds (Supplementary Fig. 15).

Further, a large fraction (371, 14.1%) of TF-encoding genes exhibited tissue-specific expression (Supplementary Fig. 16). 

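In the listed range, 117 tissue-specific transcripts encoded TFs. With each tissue/organ on a common sum, 84 of these stayed specific to the same tissue/organ. Transcripts that became specific to another tissue/organ are not in this number.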

The largest number of TF-encoding genes were expressed specifically at 20DAP stage (149) followed by endosperm (63) among the seed tissues. 

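Of the TF-encoding transcripts in the listed range, 30 were specific to 20DAP and 26 to endosperm. After scaling, the 20DAP counts have the same sum as the FPKM of other tissues/organs. Of the 30, 1 then stayed specific to 20DAP, and the 26 stayed specific to endosperm. Transcripts that changed tissue are not in these numbers. TC00961 (HB), for example, went from 20DAP to endosperm, with a TSI of 0.930 after scaling. The families with most members among the 20DAP-specific TFs were CCHC (7), AP2-EREBP (3), HB (3) and Trihelix (3), and among the endosperm-specific TFs zf-HD (4), CCAAT (3) and HB (3).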

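In root hair, root, root tip and nodule, 11, 9, 6 and 4 TF-encoding transcripts of the listed range were tissue-specific. The root hair set held 3 MYB, 3 bHLH, 2 AP2-EREBP, 2 LOB and 1 GRAS member. In root, WRKY and bHLH had 2 members each, and in root tip LOB had 2. The listed range is a part of the tissue-specific transcripts, so these numbers are lower bounds for each tissue.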

Among the root tissues, the highest number of TF-encoding genes exhibited tissue-specific expression in root hair (22) and root tip (17), and members of bHLH followed by MYB, AP2-EREBP, and LOB family TFs were found to be most represented. Likewise, AP2-EREBP, C2H2, CCHC, and/or CCAAT TFs displayed tissue-specific gene expression among the green tissues and flower parts. 

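In the listed range, germinating seedling had 4 tissue-specific TFs, of which 2 were AP2-EREBP, 1 LOB and 1 MYB. Shoot apical meristem and bracteole had 1 CCAAT member each. Among flower parts, pedicel had 2 AP2-EREBP members, gynoecium 1 C2H2 member and calyx 1 WRKY member, and androecium had 2 MADS, 1 CCHC and 1 MYB member.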

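FB1 had 8 tissue-specific TFs in the listed range: 2 LOB members and 1 each of Alfin-like, CCHC, MYB, NAC, WRKY and bHLH. Later stages had few, with 1 FAR1 member in FB4 and 1 LOB member in FL5.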

LOB and NAC TFs displayed tissue-specific expression during flower development stages (Supplementary Fig. 16).

#### Functional relevance of tissue-specific lncRNAs

The comparative GO enrichment map analysis of the sets of lncRNAs specifically expressed in the five groups of tissues/organs and GO enrichment analysis of individual sets of tissue-specific lncRNAs suggested their roles in several important biological processes (Fig. 3d and Supplementary Fig. 17). The lncRNAs associated with GO terms, including transmembrane transport, cell death, polysaccharide metabolic processes, immune response, auxin stimulus, defense response, hexose catabolic process, root hair initiation/differentiation, response to ROS, and hydrogen peroxide metabolic process were found enriched specifically in the RT group of tissues (Supplementary Fig. 17). A few lncRNAs associated with cell wall biogenesis, carbohydrate biosynthetic process, glycoprotein biosynthetic process, gametophyte development and response to cytokinin stimulus were found enriched in the FDS tissues. DNA demethylation, regulation of proteolysis, and stomatal complex morphogenesis terms were associated with SAM-specific lncRNAs. The GO terms, including amino acid transport, floral organ development, lipid catabolic processes, pollen maturation, cell cycle, chromatin silencing and carbohydrate metabolic processes, were associated with lncRNAs specifically expressed in different floral organs. In ST group, the reproductive cellular process and inositol metabolic process were found enriched among the associated lncRNAs. The lncRNAs associated with regulation of transcription, gene silencing by miRNA, flavonoid biosynthetic process and cytokinin-mediated signaling were enriched in endosperm. The GO terms, including regulation of cell size, cell differentiation, xyloglucan metabolic process, transport, histone lysine methylation, lipid biosynthetic process, and seed oil body biogenesis were associated with stages of seed development (Supplementary Fig. 17).

### Co-expression network and co-expressed modules

We performed weighted gene coexpression network analysis (WGCNA) to determine the sets of coexpressed PCGs and lncRNAs in different tissues/organs. The WGCNA analysis of all the transcripts showing a variance of >1.5 across different tissues/organs identified a total of 24 modules (named as M1 to M24 hereafter) representing the sets of transcripts with similar expression patterns (Supplementary Fig. 18, Fig. 4a and Supplementary Data 2). 

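Variance was calculated on log2(FPKM + 1) over the tissues/organs for transcripts with an FPKM of at least 0.1 in at least 1 of them, and 13176 transcripts had a variance of at least 1.5. Of these, 9221 had their highest value in 20DAP, and the next most frequent tissue was androecium, with 528. With 20DAP left out 7124 transcripts passed, 7084 of them among the 13176. On a common sum 7951 passed, 7518 of them among the 13176, and 231 were highest in 20DAP. After quantile normalization 9012 passed. A pseudocount of 0.1 moved the number most, to 23002.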

The number of transcripts in different modules ranged from 64 in M3 and M8 to 5774 in M2 (Supplementary Data 7). 

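Modules M1, M10, M11, M12 and M13 could be used with their full membership from Supplementary Data 7, and hold 796, 257, 270, 459 and 140 transcripts. Every member passed the variance filter. When the filter was applied without 20DAP, 391 members of M1 and 167 of M11 passed, against 255, 457 and 134 of M10, M12 and M13. In M1, 668 members had their highest value in 20DAP, and in M11 191.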

All the modules harbored TF-encoding genes, non-TF PCGs and lncRNAs (Fig. 4a and Supplementary Data 2). 

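TF-encoding members numbered 51 in M1, 11 in M10, 7 in M11, 46 in M12 and 6 in M13, and lncRNA members 16, 11, 2, 22 and 21.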

Most of the modules displayed a significant correlation (≥0.70) with one or more of the related tissues/organs (Fig. 4b). 

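For each of the 5 modules with full membership, the eigengene (the first principal component of the standardized log2 values) held between 53.7% of the variance in M13 and 75.3% in M1. Each tissue/organ was represented by its Pearson correlations with all tissues/organs over all transcripts, and the eigengene was correlated with this profile over the 32 tissues/organs, which are related to each other and so are not fully independent. Both the coding of the tissue and the scaling of the values moved the correlations. With the tissue coded as 1 and every other as 0, the smallest p that 32 tissues/organs allow is 0.03125, the highest correlation of M1 was 0.589 with 20DAP, and its adjusted p was 1. In the profile coding of the values as deposited, 4 of the modules reached an r of 0.7 with at least 1 tissue/organ. M11 did not, its highest r being 0.610 with androecium. That r was 0.924 on a common sum, 0.805 after quantile normalization and 0.935 without 20DAP. In an alternative chosen after seeing the data, the profiles were taken over the transcripts that pass the variance filter, and the highest r of M1 was then 0.707 with embryo.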

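The M1 eigengene was correlated with the profile of embryo at r = 0.726 (permutation test, 2-sided, p = 3e-05, adjusted p = 0.00037 by Benjamini-Hochberg over 160 correlations, n = 32) and Spearman's rho = 0.872 (permutation p = 1e-05, the smallest possible). Without embryo and nodule, the tissues/organs farthest from the median of the profile, r was 0.685. The correlation with 20DAP was 0.734 (permutation p = 4e-05, adjusted p = 0.00043) with rho = 0.515 (permutation p = 0.00246). Without 20DAP and nodule it was 0.470. The eigengene itself was highest in 20DAP. With each tissue/organ on a common sum, r was 0.836 with embryo and 0.309 with 20DAP. Ca_TC23160 followed the eigengene most closely (r = 0.986).

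**Figure D5:**
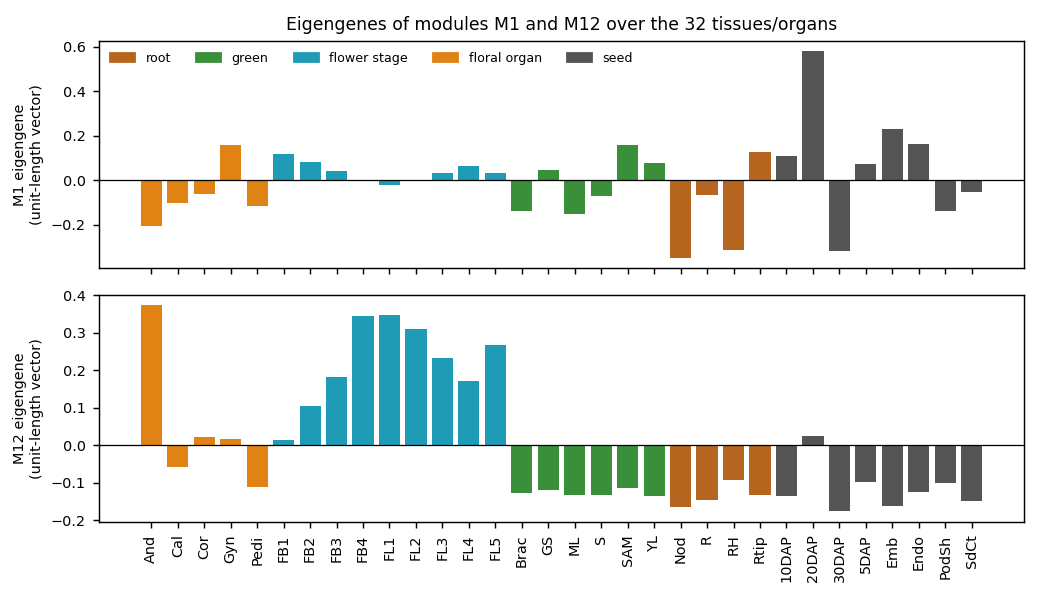
Eigengenes of M1 (top) and M12 (bottom) in each tissue/organ, as unit-length vectors, coloured by organ group. M1 is highest in 20DAP and M12 in androecium.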

For example, module M1 was found significantly correlated (*r* = 0.71; *P* = 5e−06) with embryo, whereas M6 (*r* = 0.89; *P* = 7e−12) and M7 (*r* = 0.71; *P* = 5e−04) modules correlated significantly with endosperm. M2 (*r* = 0.75; *P* = 1e−05) and M3 (*r* = 0.70; *P* = 8e-05) modules showed high correlation with 20DAP and M5 module with 20DAP (*r* = 0.73; *P* = 2e−06) and 30DAP (*r* = 0.80; *P* = 3e−05) stages of seed development. 

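With the profile of androecium, the M10 eigengene had an r of 0.804 and a rho of 0.718, and the M12 eigengene an r of 0.827 and a rho of 0.802 (each with permutation p = 1e-05, the smallest possible, and an adjusted p of 0.00015 for r). Without androecium and nodule, the tissues/organs farthest from the median of that profile, r was 0.724 for M10 and 0.814 for M12. The second-highest r was with FB4 in both modules, 0.495 for M10 and 0.706 for M12. Androecium stayed the tissue/organ with the highest r for both modules under each alternative. The transcripts that followed the eigengenes most closely were Ca_TC05879 in M10 and Ca_TC10654 in M12, with their highest FPKM in androecium at 134 and 373.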

M10 and M12 modules exhibited the highest correlation with androecium. 

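Over the 9 stages of flower bud and flower development, r ranged from 0.446 in FB1 to 0.706 in FB4 for the M12 eigengene, with 1 stage at 0.7 or above. For the M13 eigengene it ranged from 0.687 in FL5 to 0.732 in FB2, and 7 of the 9 stages were at 0.7 or above. The largest adjusted p over these stages was 0.0436 for M12 and 0.00043 for M13 (permutation tests). Without nodule and root hair, the tissues/organs farthest from the median of each of these profiles, r was 0.752 between M12 and FB4 and 0.758 between M13 and FB2. Ca_TC16039, the transcript nearest to the M13 eigengene, had its highest FPKM in shoot apical meristem (16.5).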

M12 and M13 were correlated (*r* = 0.71–0.76; *P* ≤ 1e−04) with stages of flower bud and flower development. M20 and M22 showed higher correlation (*r* = 0.77–0.80; *P* ≤ 1e−04) with root tissues, including root, root tip, and root hair. M24 was correlated specifically with nodule (*r* = 0.79; *P* ≤ 6e−08) and M23 (*r* = 0.92; *P* ≤ 4e−4) with root hair. The coexpressed transcripts in each module highlighted the characteristic biological processes related to the particular tissue/organ in most cases.

**Fig. 4:**
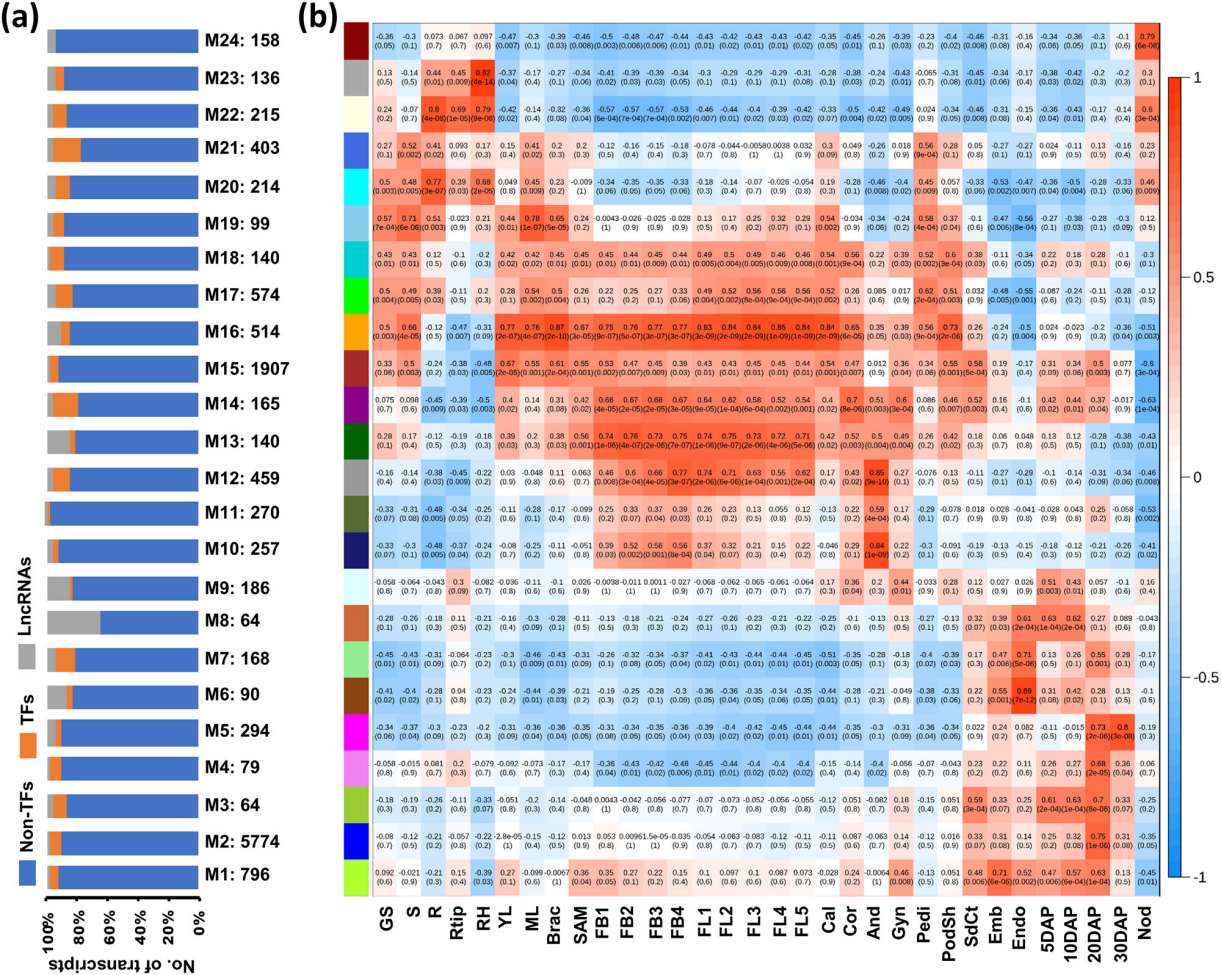
Coexpression network analysis in chickpea. **a** Bar graph showing the fraction of transcription factor (TF) encoding genes, non-TF protein-coding genes and lncRNAs included in each module (M1–M24). The total number of transcripts included in each module are given below each bar. **b** Heatmap showing correlation of each module (M1–M24) with different tissue samples. The correlation value and significance value are given in each box. The correlation values are shown in color scale also.

### Transcriptional regulatory networks (TRNs) involved in developmental processes

We analyzed TRNs associated with developmental processes via analyzing the co-expressed module(s) in individual or a set of related tissues/organs (Figs. 5 and 6). In this analysis, we analyzed co-expressed transcripts within a single or set of modules and associated the TFs with their putative target PCGs and/or lncRNAs harboring their binding sites in their upstream regions followed by assignment of GO terms to the corresponding set of transcripts.

**Fig. 5:**
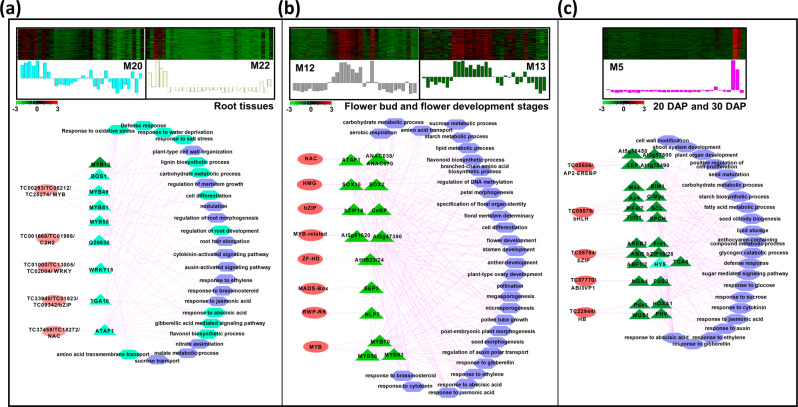
Expression profile and transcriptional regulatory network associated with modules correlated to multiple tissues or stages of development. Heatmaps show the expression profile of all the coexpressed genes in the module(s) correlated with multiple tissues, including root tissues (**a**), flower bud and flower development stages (**b**), and 20DAP and 30DAP stages of seed development (**c**). Color scales represent *Z*-score. Bar graphs (below the heat maps) show the consensus expression pattern of the coexpressed transcripts in each module. The predicted transcriptional regulatory network (significantly enriched TF-binding sites along with the associated TFs and GO terms) associated with the transcript sets in the modules are shown below the heatmaps. The significantly enriched cis-regulatory motifs only in protein-coding genes (PCGs), and both PCGs and lncRNAs are shown by green and sea green triangles, respectively. The associated GO terms only in PCGs, and both PCGs and lncRNAs are shown by blue and sea green hexagons, respectively. The TFs are represented by pink ovals. Edges represent known interactions between the cis-regulatory motifs and transcription factors.

**Fig. 6:**
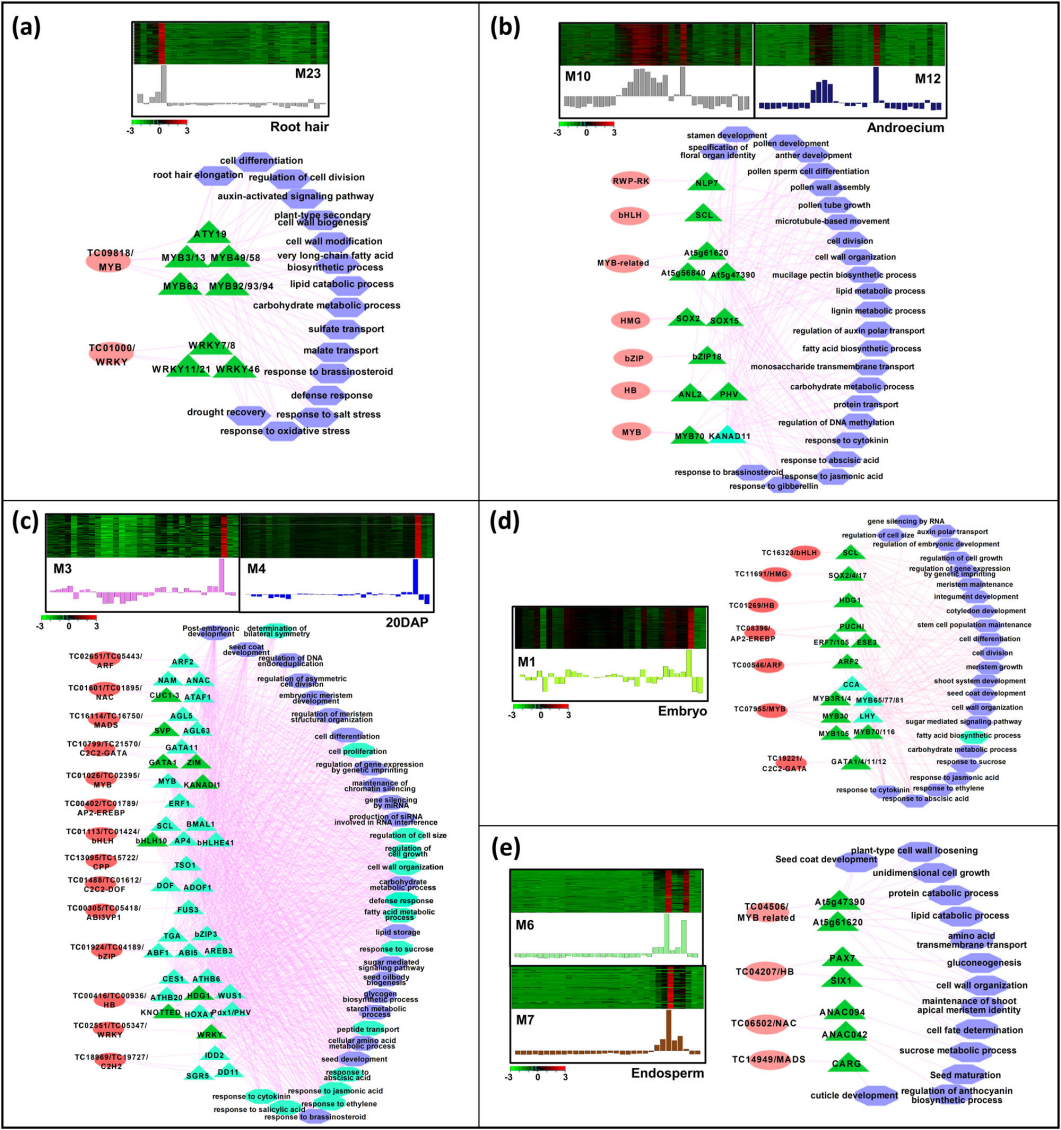
Expression profile and transcriptional regulatory network associated with the modules correlated to a specific tissue or stage of development. Heatmaps show the expression profile of all the coexpressed genes in the module(s) correlated with the given specific tissue, including root hair (**a**), androecium (**b**), 20DAP (**c**), embryo (**d**), and endosperm (**e**). Color scales represent *Z*-score. Bar graphs (below the heat maps) show the consensus expression pattern of the coexpressed transcripts in each module. The predicted transcriptional regulatory network (significantly enriched TF-binding sites along with the associated TFs and GO terms) associated with the transcripts sets in the modules are shown below the heatmaps. The significantly enriched cis-regulatory motifs only in protein-coding genes (PCGs), and both PCGs and lncRNAs are shown by green and sea green triangles, respectively. The associated GO terms only in PCGs, and both PCGs and lncRNAs are shown by blue and sea green hexagons, respectively. The TFs are represented by pink ovals. Edges represent known interactions between the *cis*-regulatory motifs and transcription factors.

Several *cis*-regulatory motifs were found enriched in the promoters of both PCGs (39 TFs and 370 non-TF PCGs) and lncRNAs (20) included in the modules M20 and M22, that were correlated with root and/or related tissues (root tip and root hair) (Fig. 5a). Among these, binding motifs of MYB (MYB13/49/81/55 and BOS1), C2H2 (G26030), WRKY (WRKY18), bZIP (TGA10), and NAC (ATAF1) TFs were most represented. A large fraction of target PCGs and lncRNAs belonged to stress responses, metabolic processes, cell differentiation and regulation of root development. In addition, PCGs associated with hormone signaling and response, transport (sucrose and amino acid), meristem growth, root hair elongation, nodulation and root development, were also represented in this set of coexpressed transcripts. The representation of several enriched *cis*-regulatory motifs and biological processes related to the root development among lncRNAs indicate their role in development of root tissues.

Two modules, M12 and M13, were associated with most stages of flower bud and flower development (Fig. 5b). This set of coexpressed transcripts harbored *cis*-regulatory motifs, ATAF1/ANAC38/ANAC70, SOX2/15, bZIP, At5g61620, AtHB23/24, SEP3, NLP7, and MYB56/70/83, representing the binding sites of different TF families. 

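Of the 46 TF-encoding members of M12, 13 had their highest value in androecium, more than in any other tissue/organ, and MYB (7) and MADS (5) were the families with most members. M13 had 6 such members, of which 3 were highest in shoot apical meristem and 2 belonged to the SBP family.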

The target PCGs included in these modules were found to be involved in several characteristic developmental processes of flower development, such as floral organ specification, flower development, stamen/anther development, pollination, micro/megasporogenesis and petal morphogenesis. In addition, genes associated with sucrose, carbohydrate, starch and lipid metabolic processes, and various hormonal responses were also found in this set of transcripts.

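TFs shown for the M5 module in Fig. 5c include Ca_TC05686 (AP2-EREBP), Ca_TC07770 (ABI3VP1) and Ca_TC08794 (bZIP). Their estimated counts in 20DAP were 1122, 556 and 1532. In 30DAP their FPKM was 44.6, 3.69 and 146, and for the first and the second the highest FPKM was in embryo, at 74.7 and 45.1. With each tissue/organ on a common sum, 20DAP ranked 3, 2 and 2 among the tissues/organs for these transcripts, and the first place was taken by embryo, embryo and 30DAP. Another 2 identifiers could not be read with certainty and were set apart after their values had been seen. Of these, 1 may be Ca_TC22944, which was 0 in 20DAP and highest in FB2 (33.4). The other may be Ca_TC09579, highest in 20DAP with an estimated count of 94, or Ca_TC09979, highest in bracteole (6.14).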

The transcripts in the M5 module with higher expression at 20DAP and 30DAP stages of seed development showed enrichment of *cis*-regulatory motifs, LEP, PIF4/7, AREB, SCL, ABI5, bZIP18/28, FUS3, WUS1, PHV and HOX, which represent the target sites of AP2-ERBP, bHLH, bZIP, ABI3VP1 and HB family TFs (Fig. 5c). The target transcripts were found implicated in cell wall modification, starch biosynthetic process, lipid storage, seed oil body biogenesis, defense response, and response to different plant hormones along with sugar-mediated signaling pathway.

The transcripts in the M23 module correlated with root hair were enriched in ATY19, MYB and WRKY *cis*-regulatory motifs representing the binding sites of MYB and WRKY TFs, and were associated with biological processes, such as root hair elongation, cell differentiation, regulation of cell division, cell wall biogenesis/modification, carbohydrate/lipid metabolic processes, auxin-activated signaling, and response to stress (salt stress, oxidative stress, and drought recovery) (Fig. 6a).

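Of the TFs shown for M23 in Fig. 6a, Ca_TC09818 (MYB) had an FPKM of 49.7 in root hair, followed by 14.0 in germinating seedling, with a TSI of 0.916. Ca_TC01000 (WRKY) had 74.3 in root hair and 14.6 in root tip, with a TSI of 0.838, below the threshold for tissue-specific expression.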

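Of the 11 TF-encoding members of M10, 8 had their highest value in androecium. C2C2-GATA and CCAAT were the families with most members, at 2 each.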

In androecium-specific modules (M10 and M12), *cis*-regulatory motifs like NLP7, SCL, SOX2/15, bZIP18, ANL2, PHV, MYB70, and KANAD11 representing the binding sites of RWP-RK, bHLH, MYB, MYB-related, HMG, and bZIP TFs were significantly enriched (Fig. 6b). These modules included the target genes involved in several processes directly related to androecium development, such as anther/stamen/pollen development, pollen differentiation, pollen wall assembly and pollen tube growth. In addition, other biological processes, including cell division, auxin transport, lignin and lipid metabolic processes, carbohydrate metabolic process, fatty acid biosynthesis, and various hormonal responses were also represented among the target genes in these modules.

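The TFs shown with identifiers for M3 and M4 in Fig. 6c that could be read number 28, with families from ARF, NAC and MADS to WRKY and C2H2. All 28 had their highest deposited value in 20DAP, as estimated counts from 55 for Ca_TC00936 (HB) to 3345 for Ca_TC00416 (HB), with a median of 332. Ca_TC01468 (C2C2-DOF) among them may be a misreading of Ca_TC01488, which was also highest in 20DAP. Their highest FPKM in any other tissue/organ had a median of 32.4. With each tissue/organ scaled to a common sum, 3 of the 28 were highest in 20DAP, and the median rank of 20DAP was 11. These were Ca_TC15722 (CPP), Ca_TC01924 (bZIP) and Ca_TC00416, named here after their values were seen. Ca_TC01924 had a TSI of 0.924 as deposited and 0.85 when scaled.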

The M3 and M4 modules correlated with 20DAP stage of seed development, were found to be enriched in a large number of *cis*-regulatory motifs, including ARF, ANAC, CUC1-3, AGL, ERF, bHLH, TGA, ABI, ABF, KNOTTED, WUS, etc., which represent the binding sites of several TFs, such as ARF, NACs, MADS-box, AP2-EREBP, bZIP, HB and WRKY (Fig. 6c). Most of the enriched *cis*-regulatory motifs were detected in both PCGs and lncRNAs. GO terms, such as seed coat development, post-embryonic development and cell differentiation were found to be represented among the target genes. The representation of GO terms, such as cell proliferation, regulation of cell growth, cell wall organization, glycogen biosynthetic process and oil body biogenesis was concurrent to the developmental processes occurring inside the seed at 20DAP stage. The enrichment of regulation of DNA endoreduplication GO term at this stage is in concordance with the grain filling process that occurs during the mid-maturation stage of seed development, which might determine seed size^10^. Further, genes involved in epigenetic processes, such as maintenance of chromatin silencing, regulation of gene expression via genetic imprinting, siRNAs involved in RNA interference and gene silencing via miRNAs were also detected, indicating importance of these processes during seed development.

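Among TF-encoding members of M1, 44 of 51 had their highest deposited value in 20DAP. Without 20DAP, endosperm was the most frequent tissue, with 18. Of the 7 TFs shown in Fig. 6d, Ca_TC00546 (ARF) had its highest FPKM in embryo (321), followed by endosperm (285). Outside 20DAP, Ca_TC16323 (bHLH) and Ca_TC01269 (HB) were highest in endosperm, at 42.5 and 35.7, Ca_TC11691 (HMG) and Ca_TC19221 (C2C2-GATA) in gynoecium, at 81.5 and 20.4, and Ca_TC07955 (MYB) in FL3, at 16.7. Ca_TC08396 (AP2-EREBP) was highest in pedicel (65.2). TSI lay between 0.324 for Ca_TC00546 and 0.688 for Ca_TC16323.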

M1 module correlated with embryo and showed enrichment of *cis*-regulatory motifs, SCL, SOX2/4, HDG1, ARF2, ERF, MYB, LHY, and GATA that represent the binding sites of bHLH, HB, AP2-EREBP, MYB, and C2C2-GATA family TFs (Fig. 6d). The transcripts harboring these motifs were found associated with GO terms related to cell division, growth and differentiation, meristem growth/maintenance, fatty acid/carbohydrate metabolic processes, sugar signaling and response to various plant hormones. In addition, the terms related to epigenetic regulation, such as gene silencing by RNA and genetic imprinting were also represented among the target genes included in this module. The endosperm associated modules (M6 and M7) were found to harbor significantly enriched motifs, including At5g47390 and At5g61260, PAX7, SIX1, ANAC094/042, and CARG (Fig. 6e). These motifs represented the binding sites of MYB-related, homeobox, NAC, and/or MADS-box TFs. 

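Of the TFs shown for M6 and M7 in Fig. 6e, Ca_TC04506 (MYB-related) had an FPKM of 147 in endosperm and 5.12 in 10DAP, with a TSI of 0.945. Ca_TC14949 (MADS) had 59.9 in endosperm and 3.61 in 5DAP, with a TSI of 0.910. Ca_TC06502 (NAC) was also highest in endosperm (98.8), beside an estimated count of 89.5 in 20DAP. Ca_TC04207 (HB) had an estimated count of 202 in 20DAP and an FPKM of 143 in endosperm, which was the highest after scaling. The TSI of Ca_TC06502 and Ca_TC04207 was 0.713 and 0.881, below the threshold for tissue-specific expression. The paper connects such TFs with the coexpressed transcripts of a module whose upstream regions hold their binding motifs.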

The target genes were associated with GO terms, including seed coat development, cell wall organization/loosening, protein and lipid catabolic processes, gluconeogenesis, and cell fate determination. Many of these components and biological processes have been found associated with embryo and endosperm in soybean too^36^.

### QTL-associated transcripts showing tissue-specific expression

To identify the candidate transcripts that may determine important agronomic traits, we integrated the tissue-specific expression with the known QTLs associated with seed size/weight (100 seed weight, 100 SDW) and other traits identified in previous studies^37–44^. A total of 74 transcripts located within the 100 SDW associated QTLs were identified (Supplementary Data 8). Interestingly, all of these transcripts displayed specific expression during the stages of seed development, including 65 transcripts with specific expression at 20DAP stage, and four each at 5DAP and 30DAP stages, and one at 10DAP stage (Fig. 7a and Supplementary Data 8). 

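Of the 74 transcripts in 100 SDW QTLs, 65 had their highest deposited value in 20DAP, 4 in 5DAP, 1 in 10DAP and 4 in 30DAP. A TSI of at least 0.9 was reached by 73, of which 64 were 20DAP-specific; Ca_TC13961, also highest in 20DAP, had a TSI of 0.899992. For the 65 transcripts, the median 20DAP value was an estimated count of 27.5, and the median of their highest FPKM elsewhere was 1.88. In 38 of them that highest FPKM was in another tissue of the seed group. The number moved most with scaling and with 20DAP left out. With each tissue/organ scaled to a common sum, 30 transcripts were tissue-specific, 27 of them to a tissue of the seed group and 7 to 20DAP, and 23 of the 65 were still highest in 20DAP. With 20DAP left out, 30 were tissue-specific and 10 of them to 30DAP. From their place in the QTLs and their expression in developing seeds, the paper proposes these transcripts as candidates for seed size/weight.

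**Figure D6:**
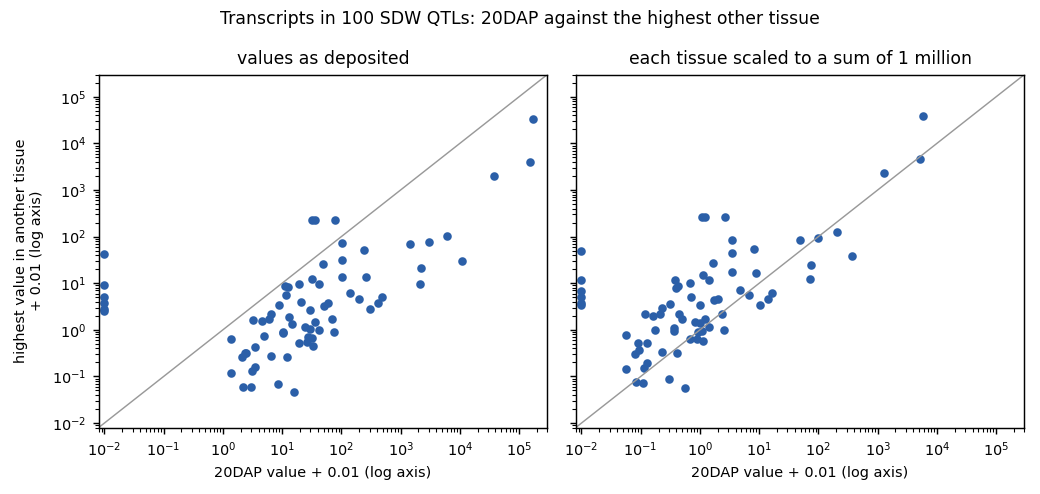
Value in 20DAP against the highest value in any other tissue/organ for the 74 transcripts, as deposited (left) and with each tissue/organ scaled to a common sum (right), on log axes after adding 0.01. Points under the grey line are highest in 20DAP, 65 as deposited and 23 when scaled.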

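Among the transcripts in 100 SDW QTLs, the lncRNAs TC01465 and TC17537 were highest in 30DAP, with an FPKM of 223 and 230.1, TC11584 in 5DAP (8.99), and TC23766 in 20DAP, with an estimated count of 35.6 beside a highest FPKM elsewhere of 1.48 in root. Of the TF-encoding transcripts, TC00082 was highest in 5DAP (5.16), beside 4.81 in 10DAP. The other 7 were highest in 20DAP, where their estimated counts ranged from 2.12 for TC36066 to 1467 for TC14173. After scaling, TC26366 (NAC) stayed highest in 20DAP, at 13.9 against 4.68 in seed coat. TC00497 was then highest in root, TC00961 and TC23790 in endosperm, TC14173 in embryo, TC23573 in 30DAP and TC36066 in mature leaf.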

Of these, four transcripts (*TC01465*, *TC11584*, *TC17537*, and *TC23766*) represented lncRNAs and eight transcripts encoded TFs belonging to different families (*TC00497*, AP2-EREBP; *TC00082*, C2C2-GATA; *TC0*0961, HB; *TC14173*, bZIP; *TC23573*, bHLH; *TC36066*, FHA; *TC23790*, SET; and *TC26366*, NAC). At least 23 transcripts were associated with coexpression modules mostly with M2 and M5 that are correlated with 20DAP stage of seed development (Fig. 7a). These transcripts were found distributed on the chickpea genome; largest number being on chromosome 1 (19) followed by chromosome 4 (15), 8 (13), and 7 (12) (Fig. 7b). 

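On chromosome 1, 17 of the 19 transcripts were highest in 20DAP as deposited, and these 17 had a median estimated count of 24.3 there and a median highest FPKM elsewhere of 3.30. On chromosome 4 these were 14 of 15 transcripts (11 and 1.21), on chromosome 8 10 of 13 (32.6 and 2.33), and on chromosome 7 12 of 12 (54.4 and 5.05). After scaling, 8 transcripts on chromosome 1, 5 on chromosome 4, 5 on chromosome 8 and 8 on chromosome 7 were tissue-specific.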

Among the candidate transcripts located on chromosome 4, at least six were found associated with the *QTL-hotspot* region (Fig. 7b). These transcripts were found implicated in transcription factor/regulatory activity, stress response, carbohydrate and lipid metabolic process, regulation of cell size, generation of precursor metabolites and energy, carbohydrate and lipid metabolic process, catalytic activity and transporter activity molecular functions (Supplementary Data 8).

**Fig. 7:**
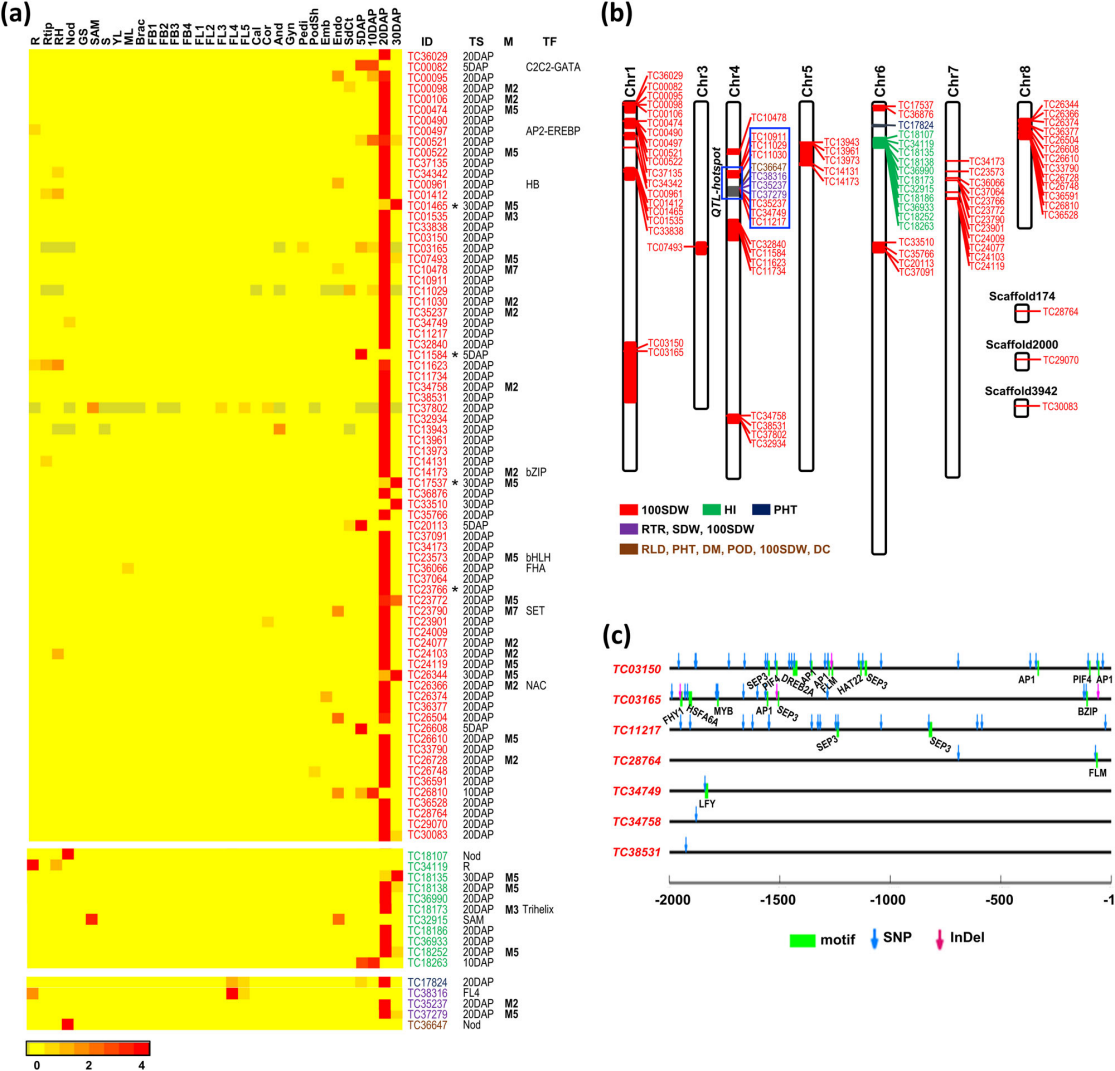
Candidate transcripts exhibiting tissue-specific expression associated with quantitative trait loci (QTLs). **a** Heatmaps illustrate the tissue-specific expression of the candidate genes located within 100 seed weight (100 SDW) and other traits (HI, PHT, RTR, SDW, RLD, DM, POD, and/or DC) associated QTLs. The identifiers of the transcripts located on the QTLs of different traits are shown in different colors. The transcripts representing lncRNAs are marked with asterisks. The tissue specificity (TS) of each transcript is also indicated. Transcription factor family annotation (TF) and coexpression module (M), if any, of the transcripts are also given. The color scale at the bottom represents the expression level in *Z*-score. **b** Ideogram showing the genomic location of the candidate genes in the quantitative trait loci (QTLs; solid colored boxes) on the chickpea genome (vertical bars). QTLs/candidate genes for different traits are shown in different colored boxes/fonts as shown in the legend. The position of *QTL-hotspot* on chromosome 4 and the candidate genes lying within this region are marked with blue colored boxes. **c** The DNA polymorphisms (SNPs and Indels) differentiating small- and large-seeded chickpea genotypes that are located in the promoter (2 kb upstream) regions of the transcripts are shown. The *cis*-regulatory elements harboring the DNA polymorphisms are also indicated.

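All 16 PCGs in QTLs of harvest index, plant height and overlapping traits had a TSI of at least 0.9, and 9 of them were specific to 20DAP on the deposited values. On a common sum 11 were tissue-specific, with 1 in 20DAP and 4 in 30DAP.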

Next, 16 PCGs located within QTLs associated with other agronomic traits [11 PCGs in harvest-index (HI) QTLs, one in plant height (PHT) QTL, and four in QTLs associated with multiple traits] also exhibited tissue-specific expression (Fig. 7a and Supplementary Data 8). Six PCGs (*TC18138* encoding hydroxysteroid dehydrogenase 1, *TC36990* encoding CLPC homolog 1, *TC18173* encoding homeodomain-like superfamily protein, *TC18186* encoding ferrochelatase 2, *TC36933* encoding CBS domain-containing protein and *TC18252* encoding an integral component of membrane) located in HI QTLs were expressed specifically at the 20DAP stage and one gene at each of 10DAP (*TC18263* encoding gibberellin 20 oxidase) and 30DAP (*TC18135* encoding hydroxysteroid dehydrogenase 1) stages (Fig. 7a, b). 

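In 20DAP the estimated counts were 500.1 for TC18138, 30.5 for TC36990, 392 for TC18173, 14.1 for TC18186, 2.29 for TC36933 and 1116 for TC18252. The highest FPKM of these in another tissue/organ was 65.9 for TC18138 and 168 for TC18252, both in 30DAP, and 32.2 for TC18173 in 5DAP. After scaling, TC36933 was highest in 20DAP, at 0.0776 against 0.0169 in corolla. TC18138 and TC18252 were then highest in 30DAP, TC18173 in 5DAP, TC36990 in bracteole and TC18186 in mature leaf. TC18263 had an FPKM of 30.8 in 10DAP, beside 25.9 in 5DAP, and is listed at 0 in 20DAP. TC18135 had 1696 in 30DAP.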

The three remaining HI QTL associated PCGs showed specific expression one each in nodule (*TC18107* encoding remorin family protein), root (*TC34119* encoding SUMO-activating enzyme 1A) and SAM (*TC32915* encoding a glycosyltransferase) (Fig. 7a, b). 

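TC18107 had an FPKM of 127 in nodule, TC34119 of 4.66 in root and TC32915 of 1.65 in shoot apical meristem, with TSI of 0.977, 0.971 and 0.968. All 3 are listed at 0 in 20DAP, and scaling did not change the tissue with their highest value.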

All the HI QTL associated PCGs were found clustered together at chromosome 6 (Fig. 7b). One PHT QTL associated PCG (*TC17824* encoding a sugar transporter) at chromosome 6 was expressed specifically at the 20DAP stage of seed development (Fig. 7a, b). 

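TC17824 had an estimated count of 12 in 20DAP and a highest FPKM elsewhere of 3.26, in FL4, with a TSI of 0.918. After scaling it was highest in FL4, at 3.59 against 0.406 in 20DAP, with a TSI of 0.868.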

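TC35237 had an estimated count of 309 in 20DAP and a highest FPKM elsewhere of 2.77, in embryo. After scaling it stayed highest in 20DAP (10.4 against 3.39), with a TSI of 0.924. TC37279 had an estimated count of 10009.7 in 20DAP and an FPKM of 1294 in 30DAP, which was the higher one after scaling (1505 against 338). TC38316 had an FPKM of 15.6 in FL4 and is listed at 0 in 20DAP.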

Further, three PCGs, two at 20DAP stage of seed development (*TC35237* encoding an *N*-acetyltransferase and *TC37279* encoding a cupin family protein) and one at FL4 stage of flower development (*TC38316* encoding homocysteine S-methyltransferase 3) located within overlapping R-T ratio (RTR), shoot dry weight (SDW) and 100 SDW QTLs exhibited specific expression. 

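TC36647 had an FPKM of 5.76 in nodule and a TSI of 1, since it is listed at 0 in every other tissue/organ.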

Another gene (*TC36647* encoding a protein serine/threonine kinase) located within overlapping QTLs associated with root length density (RLD), PHT, days to maturity (DM), pods per plant (POD), 100 SDW and delta carbon ratio (DC) traits exhibited specific expression in the nodules (Fig. 7a, b). These four candidate PCGs associated with multiple QTLs were located within the *QTL-hotspot* region at chromosome 4 (Fig. 7b).

Further, we analyzed the presence of DNA polymorphisms (SNPs and InDels) in the 74 transcripts located within the 100 SDW associated QTLs. The DNA polymorphisms differentiating the sets of small- and large-seeded chickpea genotypes reported in a previous study were used for this analysis^45^. At least 10 transcripts harbored DNA polymorphisms within the transcript and/or their promoter regions (Supplementary Data 9). Of these, seven transcripts harbored DNA polymorphisms in their promoter regions (Fig. 7c and Supplementary Data 9). Among these, DNA polymorphisms were identified within one or more of the *cis*-regulatory motifs representing the binding sites of TFs, such as AP1, PIF4, SEP3, HAT22, FLM, DREB2A, BZIP28, AtMYB12, HSFA6A, LHY1, and LFY in the promoter regions of five transcripts (Fig. 7c and Supplementary Table 6). Many of these TFs were reported to be involved in biological processes involved in cell division and elongation processes and may determine seed size/weight^45–48^. DNA polymorphisms can impact the differential affinity/binding of the TFs to their cognate *cis*-regulatory motifs leading to differential regulation of downstream gene expression and thus may determine the phenotypic plasticity, such as seed size/weight in chickpea. However, the identification of the exact causal gene or DNA polymorphism needs further investigation.

### *QTL-*associated transcripts showing abiotic stress-responsive expression

To identify the candidate genes that might govern abiotic stress responses, we analyzed the transcripts located within the known QTLs associated with drought and salinity stress tolerance in chickpea. We identified all the transcripts located within the drought tolerance associated known QTL regions^49–52^ and analyzed their expression profiles using RNA-seq data of a drought-tolerant (Dtol; ICC 4958) and a drought-sensitive (Dsen; ICC 1882) chickpea genotype under control (CT) and drought stress (DS) conditions at early reproductive (ER) and late reproductive (LR) stages from our previous study^53^. Further, the differentially expressed transcripts were examined for the presence of DNA polymorphisms that differentiate drought-sensitive and drought-tolerant chickpea genotypes^54^. The analysis revealed a total of 65 differentially expressed transcripts that harbored the DNA polymorphisms within the transcripts and/or their promoter regions (Supplementary Data 10). The majority of them were located on the chromosomes 6 and 4 (Supplementary Fig. 19a and Supplementary Data 10). Among these, 21 differentially expressed transcripts harbored the DNA polymorphisms in their promoter regions (Fig. 8a, b). A higher number of the transcripts harboring DNA polymorphisms exhibited enhanced expression under drought stress at the LR stage in the Dsen and Dtol genotypes (Fig. 8a and Supplementary Fig. 19b). Further, the expression of many of these transcripts was found elevated to a higher level in the Dtol genotype as compared to the Dsen genotype under drought stress at ER and/or LR stages (Supplementary Data 11). Next, we identified at least 10 QTL-associated differentially expressed transcripts that harbored DNA polymorphisms within the *cis*-regulatory motifs, such as ABF3, SEP3, PIF4, MYB3, NYFB2, AP1, FHY1, HSFA1A, FEA4, SOC1, HB7, BZIP28, DELLA, NFYC2, KAN1, and FLM (Fig. 8b and Supplementary Table 6). Several TFs cognate to these *cis*-regulatory motifs have been implicated in drought stress responses/tolerance^54–57^. These transcripts and/or alleles represent important candidates for prioritization to validate their role in drought tolerance.

**Fig. 8:**
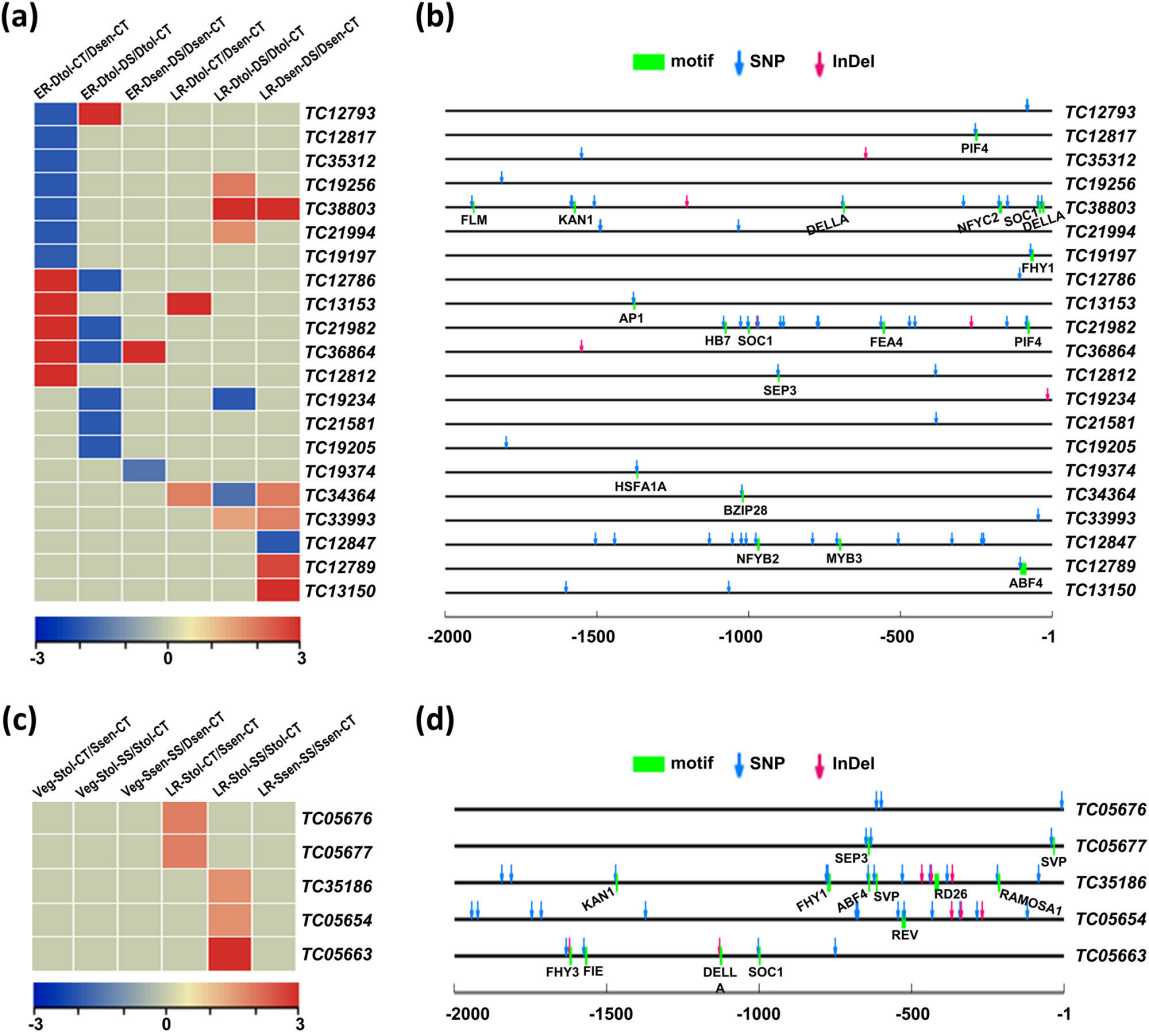
Candidate transcripts exhibiting abiotic stress-responsive expression associated with quantitative trait loci (QTLs) in the chickpea cultivars. **a**, **c** Heatmaps showing the differential expression of transcripts located in the drought (**a**) and salinity (**c**) related QTLs and harbor DNA polymorphisms in their promoter regions. For drought stress (**a**), the differential expression within/between the drought-tolerant (Dtol) and drought-sensitive (Dsen) chickpea genotypes under drought stress (DS) or control (CT) condition at early reproductive (ER) and late reproductive (LR) stages is shown. For salinity stress (**c**), the differential expression within/between the salinity-tolerant (Stol) and salinity-sensitive (Ssen) chickpea genotypes under salinity stress (SS) or control (CT) condition at vegetative (Veg) and late reproductive (LR) stages is shown. Scales at the bottom of **a** and **c** represent log_2_ fold-change differential expression. **b**, **d** The DNA polymorphisms (SNPs and InDels) differentiating the drought-tolerant and drought-sensitive (**b**), and salinity-tolerant and salinity-sensitive (**d**) chickpea genotypes that are located in the promoter (2 kb upstream) regions of the transcripts (given in **a** and **c**) are shown. The *cis*-regulatory elements harboring the DNA polymorphisms are also indicated.

Next, we examined all the transcripts located within the salinity tolerance associated known QTL regions^58–60^ and analyzed their expression profiles using RNA-seq data of a salinity-sensitive (Ssen; ICC V2) and a salinity-tolerant (Stol; JG 62) chickpea genotype under control (CT) and salinity stress (SS) conditions at vegetative (Veg) and late reproductive (LR) stages^53^. We identified a total of 11 differentially expressed transcripts harboring DNA polymorphisms (that differentiate salinity-sensitive and salinity-tolerant genotypes)^61^ within the transcript and/or promoter regions (Supplementary Fig. 19a, c, Supplementary Table 7, Supplementary Data 9 and 11) and most of them were located on chromosome 2 (Supplementary Fig. 19a and Supplementary Table 7). All of these 11 transcripts harbored DNA polymorphisms within their transcript regions and five of them harbored DNA polymorphisms in their promoter regions too (Fig. 8d and Supplementary Data 9). Most of these transcripts exhibited higher expression in the Stol genotype at the LR stage under salinity stress (Fig. 8c and Supplementary Fig. 19c). Further, the differential expression of many of these transcripts was higher in the Stol genotype as compared to the Ssen genotype under salinity stress (Supplementary Data 11). Among the five transcripts harboring DNA polymorphisms in their promoter regions, four harbored DNA polymorphisms in the *cis-*regulatory motifs, such as REV, SOC1, DELLA, FIE, FHY3, SVP, SEP3, RAMOSA1, RD26, ABF4, FHY and KAN1 (Fig. 8d and Supplementary Table 6). Many of these motifs represented the binding sites of TFs that have been implicated in salinity stress response/tolerance^62,63^.

The QTL mapping studies have identified a *QTL-hotspot* region of ~7.74 Mb on the chromosome 4 associated with several agronomic traits, including abiotic stress responses^42^. A finer mapping further refined this region to ~2.8 Mb (Chr4: 11,020,420–13,853,257) size, which has been further split into two subregions (*QTL-hotspot_a*, Chr4: 13,239,546–13,378,761 and *QTL-hotspot_b*, Chr4: 13,393,647–13,547,009)^42^. We analyzed the differential expression of all the transcripts located within these subregions under drought and salinity stress conditions in/between the drought/salinity sensitive and tolerant genotypes using the RNA-seq data^53^. A total of 12 transcripts located within *QTL-hotspot*_a (eight) and b (four) regions showed differential expression under drought and/or salinity stress conditions in/between the sensitive and tolerant genotypes (Supplementary Fig. 20a and Supplementary Data 11). All of these were found to be differentially expressed under drought and five of them exhibited differential expression under salinity stress conditions in the chickpea genotypes (Supplementary Fig. 20b, c). The transcripts encoding serine/threonine kinases (*TC11172, TC36647, TC11173, TC36827* and *TC36465*), protein of unknown function (*TC11179*) and protein kinase superfamily protein (*TC37396*) were found differentially expressed specifically under drought stress conditions/genotypes (Supplementary Fig. 20b). However, the transcripts encoding DUF828 with plant pleckstrin homology-like region (*TC11187* and *TC37325*), leucine-rich repeat (*TC11193*), kinase interacting protein (*TC11196*) and homocysteine methyltransferase 2 (*TC37396*) showed differential expression under both drought and salinity stress conditions/genotypes (Supplementary Fig. 20b, c). Many of these genes have been implicated in different abiotic stress responses^64–66^. Although these transcripts represent important candidates for engineering stress tolerance in chickpea, their detailed functional validation is required.

## Discussion

The previous chickpea transcriptomes in different biological contexts based on the de novo and/or reference-based methods have been generated using only the short-read data^12,67^. The availability of long-read PacBio technology now allows the generation of full-length transcripts and isoforms^34,68^. However, due to the higher error-rate of this technology and the cost of sequencing large number of samples individually at high-depth to achieve the representation of even lowly expressed transcripts, it is advisable to use the hybrid method (combination of long-read and short-read) to generate a complete set of full-length transcripts and expression profiling. Here, we report a unified set of full-length 38,818 transcripts using >2.1 million consensus reads obtained via PacBio sequencing and ~6.5 billion Illumina reads from 32 different tissues/organs in multiple biological replicates. A significant number of novel PCGs were also identified in the reference transcriptome assembly. We also annotated a set of 5,293 high-confidence lncRNAs that represents the first comprehensive set of lncRNAs in different chickpea tissues/organs. Further, most of PCGs and lncRNAs were assigned with a putative function.

We generated the gene expression atlas of both PCGs and lncRNAs in 32 different tissues/organs representing vegetative and reproductive stages of development and were able to detect the expression of most of the transcripts due to the high-depth of sequencing (http://ccbb.jnu.ac.in/CaGEA). The expression analysis revealed the representation of a substantial proportion of even lowly expressed and tissue-specific transcripts in the reference transcriptome assembly. Overall, these observations suggest the high-quality of reference transcriptome assembly generated in this study and present a comprehensive atlas of gene expression profiles of both PCGs and lncRNAs.

RNA-seq presents a robust and sensitive tool for analyses of gene expression profiles at whole-genome level^8,9,69^. Based on the gene expression profiles of all the transcripts, we observed the clustering of tissues/organs with similar morphological features and/or representing similar/successive developmental events broadly in five groups of tissues, including root tissues, green tissues, flower development stages, flower parts and seed tissues. The identification of GO terms representing the characteristic biological processes associated with tissue-specific PCGs and lncRNAs in the five groups of tissues further highlighted their biological relevance related to tissue/organ identity during development. Although different tissues/organs revealed numerous tissue-specific expression profiles, a larger number of transcripts exhibiting tissue-specific expression patterns were detected in the 20DAP followed by nodule, endosperm and 5DAP. The higher specificity of gene expression profiles in nodules that are involved in the nitrogen fixation process has been found in a previous study too^19^. Likewise, a significantly large number of tissue-specific genes have been identified in soybean seed^36^. A substantially higher number of tissue-specific genes identified at the 20DAP stage suggest a higher transcriptional activity, which may be attributed to the high rate of metabolism, synthesis, transport and storage of starch, proteins and oil bodies during the grain filling and seed maturation. In addition, the higher expression of transcripts involved in other biological processes, such as nitrogen fixation during seed development^70^ may also be crucial for grain filling related processes. Recently, a spatio-temporal expression profiling identified several components and biological processes implicated in seed development in rice and soybean^36,71^. The significantly enriched biological process GO terms found associated with specifically expressed genes identified in different tissues reflected the common and specific biological processes underlying their development.

TFs play an important role in several growth and development related biological processes via complex gene regulatory networks^70,72,73^. We identified the members of several well-known TF families implicated in crucial developmental processes that exhibited preferential expression in different tissues/organs. The functional diversity of AP2-EREBP family TFs in several developmental processes and stress responses has been reported in chickpea and other plants^53,74,75^. The role of NF-Y TF family in the regulation of seed development-related processes is well demonstrated^76,77^. In addition, the members of other TF families, such as CCAAT, bHLH, HB, MADS-box, MYB and LOB that exhibited tissue-specificity were found implicated in several developmental processes in chickpea and other plants^12,70,72,73,78,79^. Although the exact role of most of the TFs remains unknown as of now, these results highlight the presence of unique and complex transcriptional programs regulating developmental processes in different tissues/organs in chickpea.

The coexpression and TRN analysis can provide deeper insights into the gene regulatory circuits that control specific biological processes operative in different tissues^9–13^. Our coexpression network analysis identified several modules harboring sets of transcripts with similar expression profiles that were found associated with a particular tissue or a group of related tissues in chickpea. The presence of several TF-encoding transcripts and lncRNAs in these modules indicated the complex and specific transcriptional regulatory programs associated with different tissues/organs. The TF(s) included in each module can act as the master regulator(s) that coordinate the activity of other coexpressed genes. The TRNs for the modules associated with a specific or similar group of tissue(s) reflected the TFs and target genes associated with GO terms relevant to the biological processes occurring in those tissues. Some of the components of these TRNs have already been implicated in various aspects of development relevant to a particular tissue(s) in chickpea and other plants^12,25,36,80,81^. For example, the role of MYB and WRKY TFs and plant hormones especially auxin in root and root hair development has been demonstrated^81–83^. Further, the components involved in abiotic and biotic stress responses were also identified, which is expected as the roots and root hairs are the organs that come in direct contact with soil. Likewise, many of the TFs, their binding sites and target genes identified as components of the TRN associated with 20DAP in chickpea have been reported for their role in different aspects of seed development processes and gene regulatory network in soybean too^12,36,80^. These results highlighted that construction of TRNs with the coexpressed set of genes can provide important insights into the mechanisms underlying various developmental processes and agronomic traits.

Although a few studies have suggested the role of lncRNAs in abiotic stress responses in chickpea, their role in developmental processes has not been reported so far. Here, we identified several lncRNAs as the putative components of TRNs associated with specific tissues, including root tissues, embryo and 20DAP stage of seed development. Recently, the role of lncRNAs during seed development has been studied via their expression profiling in peanut and chickpea and their putative targets involved in transcription, cell division and plant hormone biosynthesis were identified^84,85^. In addition, the role of lncRNAs along with miRNAs in regulating key genes associated with seed and pod development have been elucidated in pigeonpea too^86^. A few lncRNAs involved in embryo development that target genes involved in hormone biosynthesis, circadian rhythm and signal transduction have also been identified in *Ginkgo biloba*^87^. These results suggest the implication of lncRNAs in governing diverse developmental processes via complex TRNs in chickpea too.

Several molecular genetic studies have identified QTLs associated with different agronomic traits in chickpea^37–44^. However, most of these studies have identified large genomic regions as QTLs that harbor several genes. The integrated analyses of molecular genetics and transcriptome datasets can provide a better method for the identification of the important candidate genes implicated in the regulation of agronomic traits. Using this integrated approach, we identified several clusters of genes associated with 100 SDW QTLs on different chickpea chromosomes and one major cluster of genes associated with HI QTLs on chromosome 6. At least 10 candidate genes were associated with 100 SDW QTLs, of which four genes were associated with QTLs of other traits (RTR, SDW, RLD, PHT, DM, POD and DC) too. These genes included TFs, transporters, protein kinases, cellulase synthase, hydrolases, gibberellin 20 oxidases, hydroxysteroid dehydrogenases, ribosomal proteins, chromatin factors, proteins of unknown function and lncRNAs. The function of many of these genes in seed development, seed size/weight determination and other aspects of plant growth and development have been reported in previous studies in chickpea and their orthologs in other plants^12,22,42,73^. The role of TFs belonging to AP2-EREBP, HB, NAC and bZIP families in seed development and seed size determination in addition to the plant growth and development in general is well known^12,73,78,88,89^. Further, the role of epigenetic modifications and chromatin modifiers in regulation of developmental processes including seed development has also been documented in chickpea and other plants^90–92^. The four lncRNAs located on the 100 SDW QTLs and expressed specifically during stages of seed development represent key candidates for functional characterization. The DNA polymorphisms within the *cis*-regulatory motifs identified in the promoter regions of tissue-specific transcripts may affect the binding/affinity of their cognate TFs^93^ and thus influence the downstream gene expression and TRNs that may result in the regulation of developmental processes.

Next, we demonstrated the application of reference transcriptome assembly to identify the candidate transcripts that may govern drought and salinity stress responses. Via the integration of the known QTLs associated with drought^49–52^ and salinity^58–60^ tolerance, differential gene expression in/between the sensitive and tolerant genotypes under stress conditions, and DNA polymorphisms that differentiate sensitive and tolerant genotypes^54,61^, at least 10 drought-responsive and four salinity-responsive transcripts were identified that harbored DNA polymorphisms within the *cis-*regulatory motifs representing the binding sites of important TFs. Many of these TFs and the target genes have been implicated in the regulation of the biological processes associated with drought and/or salinity stress responses/tolerance^54–57,62,63^. In addition, 12 drought and/or salinity stress-responsive transcripts located on the refined *QTL-hotspot*_a and b regions on chromosome 4 associated with drought tolerance were identified. The role of some of these genes in various aspects of plant growth and abiotic stress responses has been well studied in other plants^64–66^. Altogether, the candidate genes identified in our study represent important target genes involved in the regulation of developmental programs and/or environmental cues and can be prioritized for further functional validation and identification of exact causal DNA polymorphism(s) followed by engineering agronomic traits in chickpea.

In summary, we have generated a high-quality full-length reference transcriptome assembly and expression atlas of PCGs and lncRNAs encompassing vegetative and reproductive organs/tissues in chickpea. The availability of a complete set of sequences and expression profiles of PCGs and lncRNAs throughout development presents a significant step towards chickpea functional genomics and assignment of function to both coding and non-coding components of the genome. The results highlighted the expression dynamics and tissue-specificity of PCGs and lncRNAs involved in diverse biological processes relevant to the characteristic key events in the respective tissues/organs. Further, the TRN analysis provides insights into the aspects of the gene regulation operative in different tissues/organs in chickpea. Our analyses highlighted the important contribution of lncRNAs in the developmental biology of different tissues/organs and associated lncRNAs with putative functions. Further, coexpressed lncRNA-mRNA pairs can facilitate the functional characterization of the *cis*-regulatory potential of lncRNAs. The correlation of expression profiles/modules with the QTLs revealed candidate genes that may determine important agronomic traits, including seed size/weight and abiotic stress responses, which provide a set of key target genes for further functional characterization. The datasets presented in this study will not only provide a comprehensive resource for large-scale investigations into gene function, but a gateway for genomics-enabled improvement of chickpea. The results of our study are also expected to facilitate knowledge transfer to other legumes and large-scale comparative analysis of transcriptomes in different plants.

## Methods

### Plant materials

The plants/seedlings of chickpea (*Cicer arietinum* L.) genotype ICC 4958 were grown under culture room and field conditions as described earlier^12,25^. We collected a total of 32 tissue samples representing different organs/developmental stages in at least three independent biological replicates each. Roots (R) and shoots (S) were collected from 15-day-old seedlings grown in a culture room. The 5-day-old seedlings grown on filter papers in the Petri dish represented germinating seedlings (GS). Root tips (Rtip; 0.5-1 mm) were collected from 15-day-old seedlings. The root hairs (RH) were harvested from 7-day-old seedlings grown in dark as described earlier^94^. The nodules (Nod) were collected from the field-grown mature plants. The shoot apical meristems (SAM) were dissected from 21-day-old seedlings using a dissecting microscope. The flower buds and flowers were collected at four (4 mm, FB1; 6 mm, FB2; 8 mm, FB3 and 8–10 mm, FB4) and five developmental stages (FL1, flower with closed petals; FL2, mature flower with partially opened petals; FL3, mature flower with fully opened petals; FL4, mature flower with opened and faded petals; FL5, drooped flower with senescing petals), respectively, from the field-grown plants as described earlier^25^. The floral organs (calyx, corolla, androecium, gynoecium and pedicel) were collected from the partially opened flowers (FL2 stage). The leaves were collected from two developmental stages, one representing young light-green leaves (YL) near the shoot apex and the second corresponding to fully-expanded mature leaves (ML). The bracteoles (Bract) were collected from the mature plants. Seeds were sampled from four developmental stages [5, 10, 20, and 30 days after pollination (DAP)]. The pod shell and seed parts (seed coat, embryo and endosperm) were collected from the 10DAP stage pods/seeds. The tissue samples were snap-frozen in liquid nitrogen immediately after collection.

### RNA isolation

Total RNA from all the tissue samples was extracted using TRI reagent (Sigma Life Sciences). The quality and quantity of all RNA samples were determined using agarose gel electrophoresis, Nanodrop Spectrophotometer (Thermo Fisher Scientific, Wilmington) and Bioanalyzer (Agilent Technologies, Singapore). Only high-quality RNA samples with RIN number >8.0 were used for RNA sequencing. The same RNA samples were used for Iso-seq and RNA-seq using the PacBio and Illumina platform, respectively.

### Iso-seq sequencing and high-quality transcript sequences

RNA samples from different tissues, including S, R, YL, ML, flower bud, flower and seed stages, were pooled in equal amount to make a single pooled RNA sample for Iso-seq using PacBio platform (Pacific Biosciences, USA). Four libraries were prepared using SMRTbell Template Prep Kit as described by the manufacturer (Pacific Biosciences). The size selection of different size cDNAs (0.8–2 kb, 2–3 kb, 3–6 kb and 5–10 kb) was done using BluePippin (Sage Science, USA). The size-selected cDNA pools were used to construct libraries according to the Iso-Seq protocol. The four libraries were sequenced in a total of six SMRT cells with a movie time of 480/600 min for each run on a PacBio RS II instrument by a commercial sequencing service provider (Agrigenome Lab Pvt. Ltd., India). The sequencing output obtained from each library was run through the Iso-Seq analysis pipeline in command line mode using pbstranscript program. Firstly, CCS (circular consensus sequence) was run using the minimum passes of 0 or greater and a minimum predicted accuracy of 0.8. Following CCS step, pbtranscript classify was run to obtain full-length non-chimeric reads (containing 5′ and 3′ adapters used in library preparation along with poly(A) tail). Further, we performed clustering of full-length reads using pbtranscript cluster for each size bin data using iterative clustering for error correction (ICE). Next, Quiver was used to obtain high-quality polished isoforms with minimum expected accuracy of 0.99. Finally, clustering of the transcripts with 99% identity over at least 95% of the alignment length was done using CD-HIT-EST v4.7 and a non-redundant set of full-length transcripts was obtained.

### RNA sequencing using Illumina platform and data pre-processing

The RNA-sequencing libraries from different tissue samples were constructed and sequencing was done on Illumina Hi-seq platform to generate 100-nt long paired-end reads. A total of 94 libraries representing 32 tissues/organs (all tissue samples in three biological replicates except 20DAP and 30DAP in two biological replicates) were sequenced and ~31–116 million raw reads were generated for each library. The raw reads were pre-processed using NGS QC Toolkit^95^ (v2.3) and 31-109 million high-quality filtered reads for each sample were obtained.

### Generation of transcriptome assembly

High-quality reads from all the 94 samples were mapped to the reference kabuli chickpea genome (v1.0)^3^ using TopHat (v2.0.0) with default parameters. The kabuli chickpea genome represents better contiguity and has been more frequently used as the reference for data analyses. A reference-based transcriptome assembly was performed using StringTie (v1.3.4d). The non-redundant set of transcripts obtained from Iso-seq was merged with the reference-based transcriptome assembly of Illumina data. The transcripts with at least 99% identity over ≥95% length of the shorter transcript were clustered using CD-HIT-EST and the longest representative in each cluster were retained in the final transcriptome. The transcripts thus generated were aligned to the kabuli chickpea genome using minimap2 using splice aware options and mapped isoforms were collapsed into transcript loci using Cupcake collapse_isoforms_by_sam.py script with a minimum of 80% coverage and 95% identity. The transcripts which did not map to the genome were further clustered and included in the final set of transcript loci referred to as final reference transcriptome assembly. The AS events represented in the complete set of transcripts were determined using the AStalavista web tool (version 3; http://genome.crg.es/astalavista/) at default parameters.

### Functional annotation

The annotation of final set of transcripts was performed via BLAST searches against different databases, including TAIR and UniProtKB/Swiss-Prot Viridiplantae protein databases using an e-value cut-off of ≤1e-05. GO terms for transcripts were extracted for their best hit in the UniProt database. The protein domains were identified using hmmscan (HMMER v3.2.1) against the Pfam database. The pathway annotation for the chickpea transcripts was performed using KEGG Automatic Annotation Server (KAAS, https://www.genome.jp/kegg/kaas/) against Arabidopsis database. Transcripts encoding TFs were identified using the Pfam domain profiles of 86 TF families as described earlier^24^.

### LncRNA identification and functional annotation

An initial set of putative lncRNAs were predicted using PLncPRO (v1.1)^7^ with a probability cut-off of 0.8. Further, the protein-coding domain search was performed against the Pfam database using HMMER (v3.2.1) with an e-value cut-off of ≤0.001. The transcripts with no hits in the Pfam database were identified as the final set of lncRNAs. LncRNAs were classified into different types (lincRNA, natlncRNAs, exlncRNAs and intlncRNAs) based on their position with respect to PCGs using cuffcompare (v2.2.0).

To elucidate the putative function of predicted lncRNAs, their *cis*- and *trans*-target genes were predicted. The PCGs located within 10 kb flanking regions of each lncRNA were classified as *cis*-targets of the respective lncRNA(s) as reported^96^. To infer the potential *trans* targets, the Pearson correlation coefficient (PCC) was computed between lncRNAs and the PCGs based on their expression profiles. The PCGs with an absolute correlation of ≥0.97 with lncRNA(s) were identified as their *trans*-targets. The lncRNAs were assigned with putative GO terms according to their *cis* and/or *trans* PCG targets.

### LncRNA conservation analysis

To investigate the conservation of lncRNAs among plant species, the predicted lncRNAs from different plants available in public databases were used. A total of 2,03,455 and 2,39,631 lncRNA sequences for 60 species were downloaded from GREENC v1.12 (http://greenc.sciencedesigners.com/wiki/Main_Page) and CANTATA v2.0 (http://cantata.amu.edu.pl/download.php) databases, respectively. The predicted chickpea lncRNAs were aligned using BLASTN against the downloaded lncRNAs with an *e*-value cut-off ≤1e−05.

### Expression profiling and tissue specificity analysis

RNA-seq reads of all 94 libraries were aligned to reference transcriptome assembly using bowtie2 (v2.3.4.1). The mapped reads were processed for quantification of normalized gene abundance in FPKM values using RSEM (v1.2.28) for each sample. Pearson correlation between the biological replicates of each sample was determined using FPKM values via corrplot utility in R package. Further, the average FPKM of each transcript in all the replicates for each of 32 different tissues/developmental stages was calculated to generate the expression atlas. The non-metric multidimensional scaling (NMDS) analysis among all the tissue samples was performed in R.

To identify tissue-specific transcripts, tissue specificity index (TSI) was calculated both for lncRNAs and PCGs as described in previous study^97^. It is based on the estimation of the *Tau* value (based on the read count in all the tissues analyzed) of each transcript, which ranged from 0 to 1, indicating the broad and specific expression, respectively. The genes with FPKM of ≥0.5 in at least one tissue were considered for the calculation of TSI. A higher TSI value indicated the specificity of transcripts towards a particular tissue. The TSI score of ≥0.9 was used to define a transcript as tissue-specific. The heatmaps for different sets of transcripts based on row-wise *Z*-score or log_2_ FPKM values were generated using heatmap2 utility.

### Co-expression network analysis

Weighted gene co-expression network analysis (WGCNA v1.61)^98^ was performed as described earlier^10^ to identify modules of highly correlated genes using FPKM expression measurements. The genes with average FPKM of ≥0.1 in at least one tissue sample were retained and log_2_ transformed. PCC for 13,176 transcripts with variance ≥1.5 was calculated and transformed into an adjacency matrix. The soft-threshold power *β* of 9 was selected with a scale-free topology index (R^2^) of 0.86 to calculate adjacency. Topological Overlap Measure was calculated from adjacency matrix and used to cluster co-expressed genes into modules where minClusterSize was set to 30 and deepSplit to 2. Further, similar modules with a cutHeight of 0.2 were merged using the mergeCloseModules function. The eigengene value for each module was calculated using the expression data. The module-tissue relationship was established based on PCC values between each module eigengene and tissue/developmental stage. Statistical significance of the correlation was determined via calculation of *P*-value.

### Prediction of transcriptional regulatory modules

The 2 kb upstream sequences for all the transcripts in a module were extracted and scanned for enriched sequence motifs using findMotifs.pl script in HOMER (v4.9.1). The relationship between TFs in each or a set of module(s) and the enriched motifs was predicted based on their annotations as described earlier^12^. GO terms were assigned to the transcripts and transcriptional modules (TF-cis-motif-GO term) were visualized using Cytoscape (v3.7.1).

### GO enrichment analysis

GO enrichment analysis for the given gene sets was performed using BINGO utility in Cytoscape (v3.7.1) as described earlier^12^ or AgriGO using the online portal (http://systemsbiology.cau.edu.cn/agriGOv2/). The GO terms exhibiting a corrected (after adjusting with false discovery rate) *P*-value of ≤0.05 were considered to be significantly enriched.

### Identification of transcripts located within QTLs

The genomic coordinates of the known seed size/weight and other agronomic traits associated QTLs (100 seed weight, R–T ratio, RTR; shoot dry weight, SDW; plant height, PHT; primary branches, PBS; days to 50% flowering, DF; days to maturity, DM; pods per plant, POD; harvest index, HI and delta carbon ratio, DC) reported in previous studies^37–44^ were retrieved and all the transcripts located within these QTLs were identified. The transcripts located within these QTLs and showing tissue-specific expression were shortlisted and analyzed. Likewise, we identified all the transcripts located within the known drought and salinity stress related QTLs reported in the previous studies^49–52,58–60^ and analyzed further for their differential expression in different chickpea genotypes under control/stress conditions or the presence of DNA polymorphisms within the transcript and/or their promoter (2 kb upstream) regions.

### Abiotic stress-responsive expression analysis

We analyzed the differential expression of all the transcripts located within the known drought and salinity stress related QTLs (taken from the previous studies)^49–52,58–60^ in the chickpea genotypes with contrasting responses to these stresses using RNA-seq data from our previous study (Garg et al.^12^). The RNA-seq data generated from the roots of a drought-tolerant (Dtol; ICC 4958) and a drought-sensitive (Dsen; ICC 1882) chickpea genotype under control and drought stress conditions at two developmental stages [early (ER) and late reproductive (LR)] was analyzed as described^53^. Likewise, The RNA-seq data generated from the roots of a salinity-tolerant (Stol; ICC V2) and a salinity-sensitive (Ssen; JG 62) chickpea cultivars under control and salinity stress conditions at two developmental stages [vegetative (Veg) and late reproductive (LR)] was analyzed. The transcripts with a significant level of differential expression (log_2_ fold change of ≤−1 or ≥1 at *P* value ≤0.05) in each of the 12 comparisons, including between the two genotypes for both drought (ER-Dtol-CT/Dsen-CT and LR-Dtol-CT/Dsen-CT) and salinity (Veg-Stol-CT/Ssen-CT and LR-Stol-CT/Ssen-CT) under control conditions, and within each genotype under drought (ER-Dtol-DS/Dtol-CT, ER-Dsen-DS/Dsen-CT, LR-Dtol-DS/Dtol-CT and LR-Dsen-DS/Dsen-CT) and salinity stress (Veg-Stol-SS/Stol-CT, Veg-Ssen-SS/Ssen-CT, LR-Stol-SS/Stol-CT and LR-Ssen-SS/Ssen-CT) conditions at the two developmental stages, were identified.

### Identification of DNA polymorphisms in the QTL-associated transcripts

We analyzed the DNA polymorphisms differentiating the large-seeded and small-seeded chickpea genotypes reported previously^45^ in the tissue-specific transcripts and their promoter regions (2 kb upstream) associated with 100 SDW-related QTLs^37–44^. Likewise, we analyzed the DNA polymorphisms differentiating chickpea genotypes with contrasting responses to drought^54^ and salinity^61^ stresses in the stress-responsive transcripts and their promoter regions associated with drought^49–52^ and salinity^58–60^ stress-related QTLs, respectively. The promoters of all the transcripts harboring DNA polymorphism(s) were analyzed via PlantPAN^99^ to identify the putative *cis*-regulatory elements. Further, an overlap between the position of DNA polymorphism(s) and the *cis*-regulatory element(s), if any, was determined.

### Statistics and reproducibility

The details of the experimental design and statistical tests used in the study are described in the respective results and methods sections. The RNA-seq was performed in three independent biological replicates for 30 tissues and two biological replicates for 20DAP and 30DAP. The Pearson correlations (*r*) among the tissues/stages were calculated based on the expression level (FPKM) of the transcripts. The assessment of enrichment GO terms was performed via hypergeometric test followed by adjusting with false discovery rate implemented in BiNGO plugin available in Cytoscape. The NMDS analysis among all the tissue samples was performed in R using nonmetric mode and MASS package.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Data

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

## Data Availability

The PacBio sequencing data generated in this study are available in the SRA public repository under the bioproject accession number PRJNA613159. Illumina RNA sequencing data and the reference transcriptome assembly generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under the series accession number GSE147831. Different datasets generated in this study, including reference transcriptome assembly, annotation, and expression data are available for bulk download via the webpage http://ccbb.jnu.ac.in/CaGEA. The different annotation and expression data are provided in the Supplementary Data too. The source data behind the graphs are available in Supplementary Data 2.

# Supplementary material for: An integrated transcriptome mapping the regulatory network of coding and long non-coding RNAs provides a genomics resource in chickpea
**Source:** Commun Biol. 2022 Oct 19;5:1106. doi: 10.1038/s42003-022-04083-4
**Supplement:** Supplementary file 2 — Supplementary Information

## SUPPLEMENTARY INFORMATION

**Supplementary Table 1.** Summary of RNA sequencing (Iso-seq) data generated using PacBio platform.

| <b>Library fragment size</b> | <b>Number of consensus reads</b> | <b>Number of full-length non-chimeric reads</b> |
|------------------------------|----------------------------------|-------------------------------------------------|
| 0.8 – 2 kb                   | 236206                           | 140137                                          |
| 2 – 3 kb                     | 310563                           | 192631                                          |
| 3 – 6 kb                     | 954218                           | 472143                                          |
| 5 – 10 kb                    | 637395                           | 205319                                          |
| Total                        | 2138382                          | 1010230                                         |

**Supplementary Table 2.** Summary of transcriptome assemblies generated from PacBio and Illumina sequencing data and final consensus reference transcriptome assembly.

|                     | <b>PacBio<br/>transcripts</b> | <b>Illumina<br/>assembly</b> | <b>Total<br/>transcripts</b> | <b>Unique<br/>transcripts/loci<br/>(reference<br/>transcriptome<br/>assembly)</b> |
|---------------------|-------------------------------|------------------------------|------------------------------|-----------------------------------------------------------------------------------|
| Total sequences     | 81269                         | 55313                        | 111620                       | 38818                                                                             |
| Total size (Mb)     | 213.84                        | 109.53                       | 270.17                       | 87.69                                                                             |
| Minimum length (bp) | 200                           | 200                          | 200                          | 200                                                                               |
| maximum length (bp) | 7235                          | 19825                        | 19825                        | 19825                                                                             |
| Average length (bp) | 2631.29                       | 1980.18                      | 2420.42                      | 2259.01                                                                           |
| Median length (bp)  | 2534                          | 1761                         | 2187                         | 1854                                                                              |
| N50 length (bp)     | 3312                          | 2482                         | 3192                         | 3292                                                                              |

**Supplementary Table 3.** Comparison of chickpea transcriptome assemblies available in the public domain with reference transcriptome assembly.

|                     | <b>RTA<sup>1</sup></b> | <b>Hybrid<br/>assembly<sup>2</sup></b> | <b>RefTrans<br/>v1 (2015)<sup>3</sup></b> | <b>RefTrans<br/>v2 (2017)<sup>4</sup></b> |
|---------------------|------------------------|----------------------------------------|-------------------------------------------|-------------------------------------------|
| Total sequences     | 38818                  | 34760                                  | 50864                                     | 56176                                     |
| Total size (Mb)     | 87.69                  | 35.47                                  | 51.03                                     | 75.62                                     |
| Minimum length (bp) | 200                    | 100                                    | 201                                       | 297                                       |
| maximum length (bp) | 19825                  | 15661                                  | 15754                                     | 16908                                     |
| Average length (bp) | 2259.01                | 1020.39                                | 1003.27                                   | 1346.17                                   |
| Median length (bp)  | 1854                   | 735                                    | 614                                       | 973                                       |
| N50 length (bp)     | 3292                   | 1671                                   | 1660                                      | 1925                                      |
| N75 length (bp)     | 2050                   | 1013                                   | 814                                       | 1093                                      |
| N90 length (bp)     | 1156                   | 537                                    | 405                                       | 610                                       |

<sup>1</sup>Reference transcriptome assembly (RTA) (this study)

<sup>2</sup>Transcriptome assembly generated using Illumina and Roche 454 data (Garg et al., 2011, Plant Physiol)

<sup>3</sup>Transcriptome assembly available at Pulse Crop Database (<https://www.pulsedb.org/analysis/130>)

<sup>4</sup>Transcriptome assembly available at Pulse Crop Database (<https://www.pulsedb.org/analysis/161>)

**Supplementary Table 4.** Conservation of lncRNAs in different plant species.

**Supplementary Table 5.** Members of TF families identified in chickpea, Arabidopsis and soybean.

| TF Family      | Chickpea | Arabidopsis | Soybean | TF Family      | Chickpea | Arabidopsis | Soybean |
|----------------|----------|-------------|---------|----------------|----------|-------------|---------|
| AP2-EREBP      | 180      | 145         | 303     | ARR-B          | 16       | 14          | 25      |
| MYB            | 143      | 165         | 303     | LIM            | 16       | 13          | 33      |
| bHLH           | 131      | 138         | 256     | Tify           | 16       | 15          | 40      |
| HB             | 125      | 93          | 204     | ARID           | 14       | 10          | 14      |
| CCHC           | 106      | 28          | 94      | BSD            | 13       | 11          | 20      |
| WRKY           | 99       | 72          | 159     | SAP            | 12       | 23          | 47      |
| NAC            | 87       | 112         | 171     | RWP-RK         | 12       | 14          | 19      |
| bZIP           | 83       | 73          | 125     | IWS1           | 12       | 9           | 21      |
| C3H            | 78       | 51          | 92      | CAMTA          | 11       | 6           | 10      |
| CCAAT          | 75       | 66          | 150     | EIL            | 11       | 6           | 15      |
| SNF2           | 73       | 43          | 65      | CPP            | 10       | 8           | 7       |
| GRAS           | 71       | 34          | 116     | C2C2-YABBY     | 9        | 6           | 17      |
| mTERF          | 66       | 35          | 53      | Sigma70-like   | 9        | 6           | 15      |
| G2-like        | 60       | 42          | 82      | C2C2-CO-like   | 8        | 16          | 13      |
| MADS           | 60       | 108         | 157     | GeBP           | 8        | 22          | 11      |
| Trihelix       | 50       | 31          | 76      | BES1           | 7        | 8           | 19      |
| ABI3VP1        | 48       | 68          | 45      | GRF            | 7        | 9           | 12      |
| MYB-related    | 47       | 41          | 110     | SRS            | 7        | 11          | 21      |
| LOB            | 46       | 43          | 79      | SWI/SNF-SWI3   | 7        | 5           | 7       |
| AUX/IAA        | 45       | 29          | 82      | CSD            | 6        | 4           | 6       |
| SET            | 45       | 42          | 65      | E2F-DP         | 6        | 8           | 14      |
| Alfin-like     | 42       | 36          | 55      | PBF-2-like     | 6        | 3           | 9       |
| TRAF           | 41       | 22          | 36      | TAZ            | 6        | 8           | 5       |
| C2C2-Dof       | 39       | 36          | 70      | DDT            | 6        | 2           | 7       |
| Bromodomain    | 37       | 27          | 44      | DBP            | 5        | 5           | 13      |
| ARF            | 33       | 23          | 58      | NOZZLE         | 5        | 8           | 6       |
| FHA            | 29       | 17          | 28      | Rcd1-like      | 5        | 3           | 4       |
| FAR1           | 29       | 17          | 66      | VARL           | 4        | 2           | 6       |
| GNAT           | 29       | 32          | 63      | S1Fa-like      | 3        | 3           | 5       |
| C2C2-GATA      | 28       | 30          | 51      | ULT            | 3        | 3           | 13      |
| C2H2           | 28       | 33          | 66      | VOZ            | 3        | 2           | 7       |
| Jumonji        | 28       | 17          | 40      | TIG            | 3        | 0           | 1       |
| SWI/SNF-BAF60b | 28       | 17          | 31      | Coactivatorp15 | 3        | 4           | 6       |
| PHD            | 27       | 27          | 31      | HRT            | 2        | 2           | 2       |
| HSF            | 26       | 24          | 46      | LFY            | 2        | 1           | 4       |
| SBP            | 25       | 17          | 39      | BBR/BPC        | 2        | 7           | 14      |
| TCP            | 25       | 24          | 53      | MBF1           | 2        | 3           | 3       |
| zfp-HD         | 21       | 17          | 47      | Pseudo ARR-B   | 2        | 5           | 11      |
| HMG            | 20       | 11          | 25      | MED6           | 2        | 1           | 1       |
| PLATZ          | 19       | 12          | 22      | MED7           | 2        | 2           | 2       |
| TUB            | 19       | 11          | 26      | RB             | 1        | 1           | 3       |
| OFP            | 19       | 17          | 35      | SOH1           | 1        | 1           | 2       |
| LUG            | 17       | 2           | 9       |                |          |             |         |

**Supplementary Table 6.** DNA polymorphisms within the *cis*-regulatory motifs in the promoter regions of QTL-associated differentially expressed transcripts for different traits.

**Supplementary Table 7.** List of candidate transcripts showing differential expression under the salinity stress harboring DNA polymorphisms within the transcript and/or their promoter regions.

| Transcript ID | TF family | Transcript type | Description                                                       | Chr | QTL coordinate    | Reference                |
|---------------|-----------|-----------------|-------------------------------------------------------------------|-----|-------------------|--------------------------|
| TC05652       |           | mRNA            | ethylene-dependent gravitropism-deficient and yellow-green-like 2 | Ca2 | 30578328:30587367 | Soren et al. 2020        |
| TC05654       |           | mRNA            | ethylene-dependent gravitropism-deficient and yellow-green-like 2 | Ca2 |                   | Soren et al. 2020        |
| TC35186       |           | mRNA            | ethylene-dependent gravitropism-deficient and yellow-green-like 2 | Ca2 |                   | Soren et al. 2020        |
| TC05663       |           | mRNA            | Phosphoinositide-specific phospholipase C family protein          | Ca2 | 30704305:30710124 | Soren et al. 2020        |
| TC05664       |           | mRNA            | Phosphoinositide-specific phospholipase C family protein          | Ca2 | 30711185:30718359 | Soren et al. 2020        |
| TC05676       | C3H       | mRNA            | zinc finger (CCCH-type) family protein                            | Ca2 | 30864411:30868498 | Soren et al. 2020        |
| TC05677       | C3H       | mRNA            | zinc finger (CCCH-type) family protein                            | Ca2 |                   | Soren et al. 2020        |
| TC05785       |           | mRNA            | histone mono-ubiquitination 2                                     | Ca2 | 31907298:31921461 | Soren et al. 2020        |
| TC35496       |           | mRNA            | poly(A) binding protein 2                                         | Ca5 | 35975572:36672170 | Pushpavalli et al., 2015 |
| TC37565       |           | mRNA            | phytoene desaturase 3                                             | Ca5 | 42519617:42544475 | Pushpavalli et al., 2015 |
| TC36669       |           | mRNA            |                                                                   | Ca7 | 46171940:46177433 | Pushpavalli et al., 2015 |

SUPPLEMENTARY INFORMATION

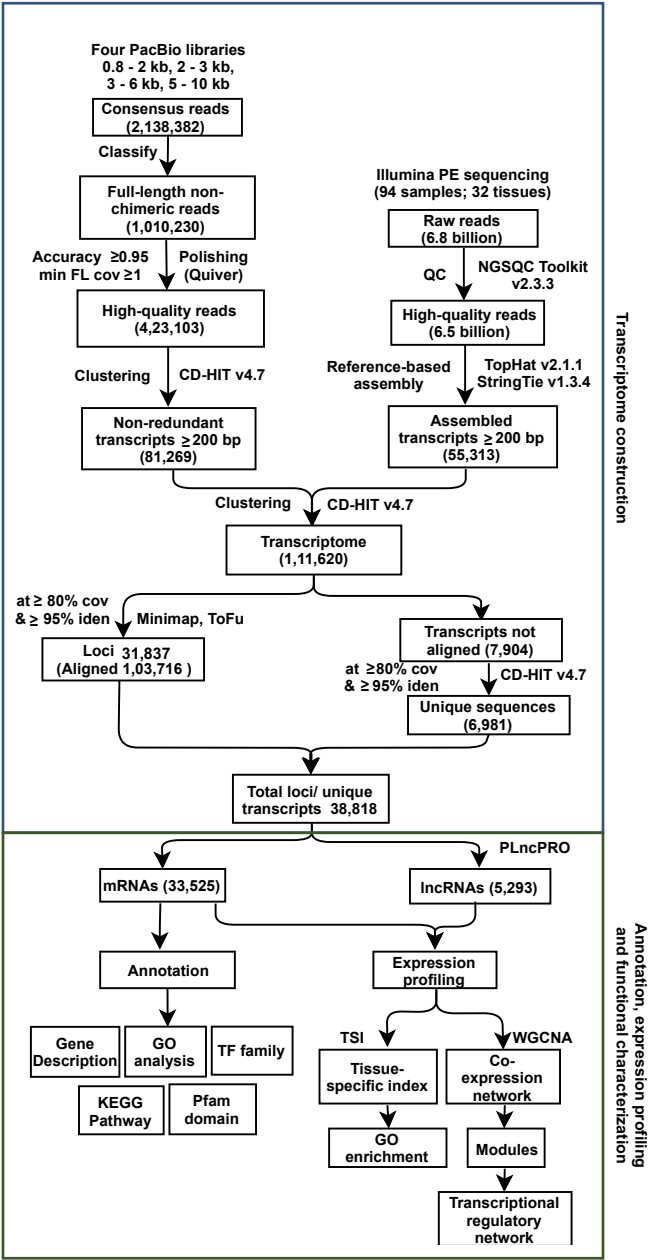

**Supplementary Figure 1.** An overview of the strategy followed for sequencing, assembly and analyses of the chickpea transcriptome.

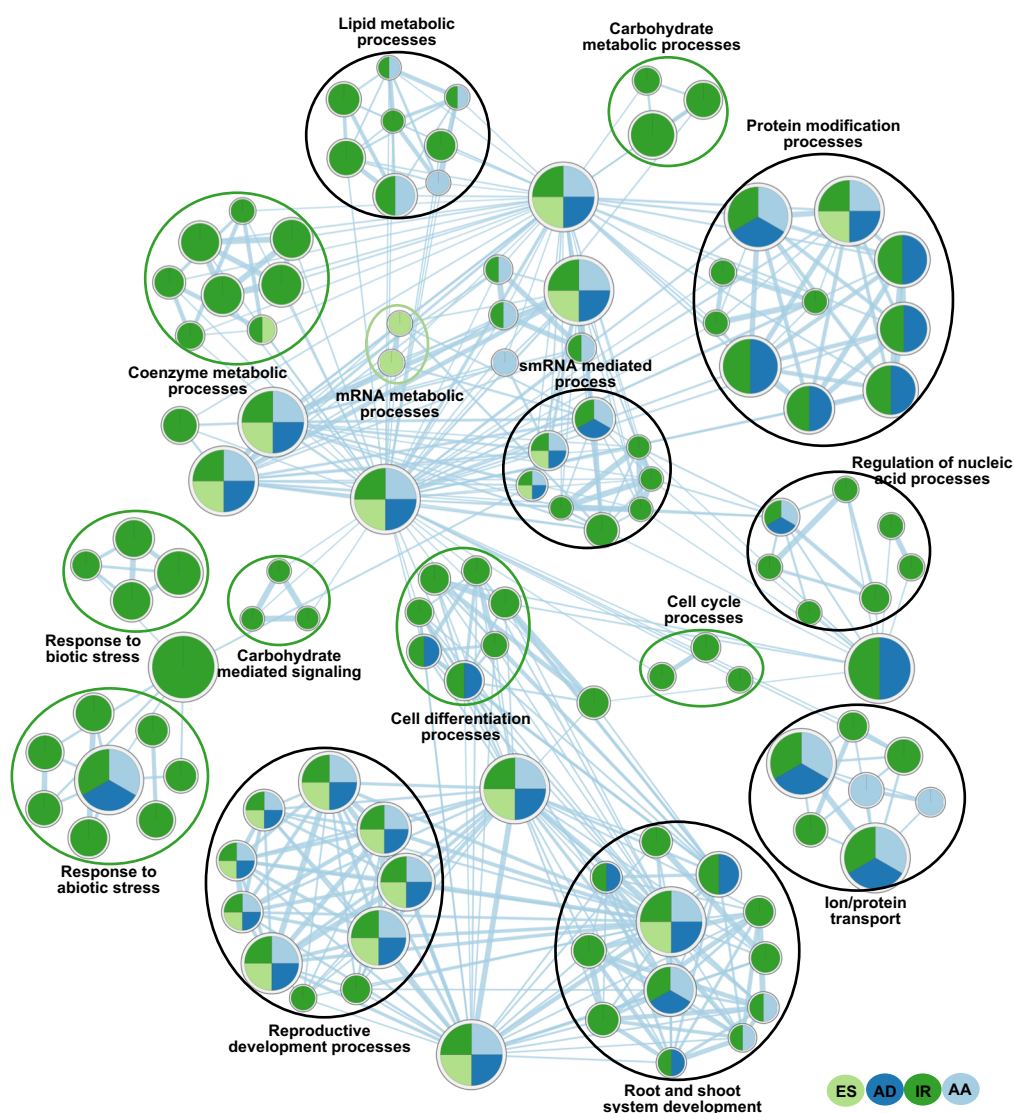

**Supplementary Figure 2. Comparative gene ontology (GO) enrichment map analysis of the transcripts representing different types of alternatively spliced isoforms.** Comparative GO enrichment maps of the genes representing different types of transcript isoforms, including ES, exon skipping; AD, alternate donor; IR, intron retention and AA, alternate acceptor. Only the significantly enriched (adjusted  $P$ -value  $\leq 0.01$ ) biological process GO terms are shown.

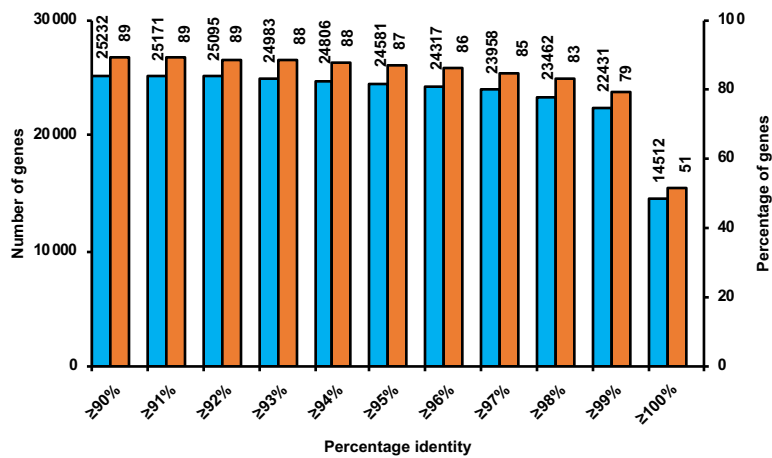

**Supplementary Figure 3. Alignment of the genes annotated in the chickpea genome with reference transcriptome assembly.** The number/percentage of genes with  $\geq 30\%$  coverage showing different levels of percentage identity with reference transcriptome assembly via BLAT search is shown via bar plot.

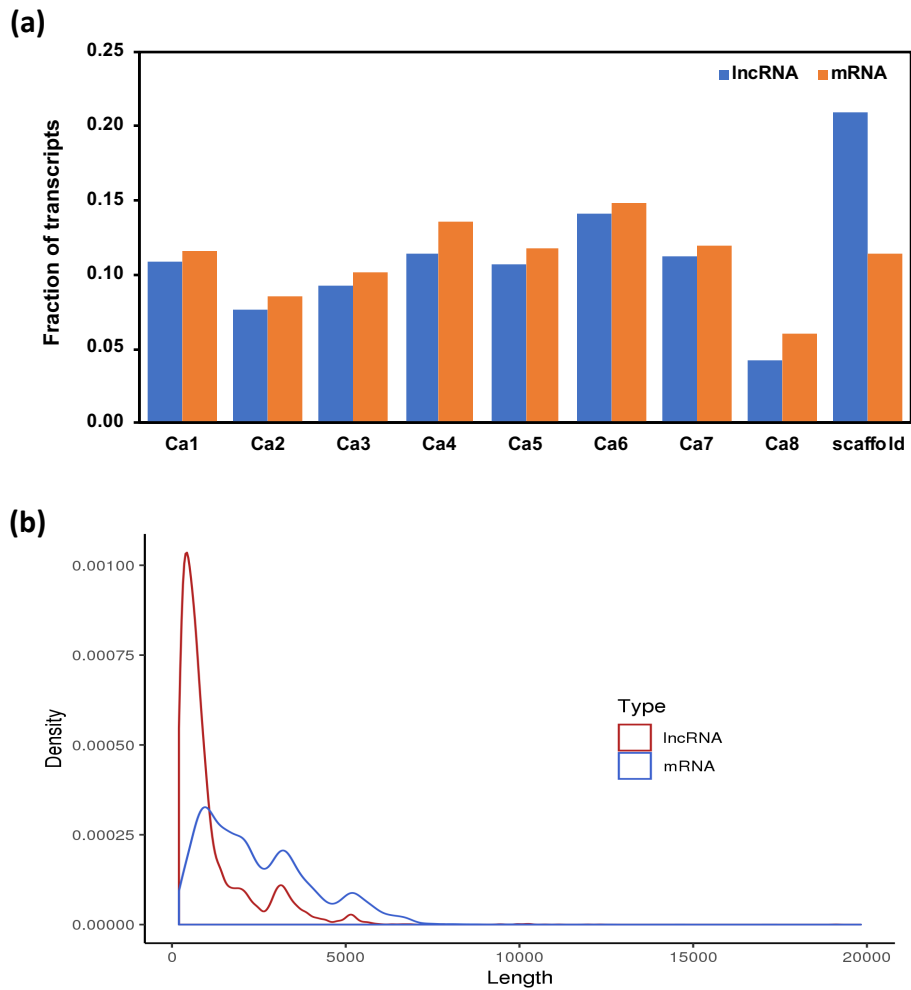

**Supplementary Figure 4.** Genomic distribution and length distribution of protein-coding genes (mRNAs) and lncRNAs. (a) Bar plot showing the distribution of mRNAs and lncRNAs on chickpea chromosomes. (b) Density plot showing the length distribution of the mRNAs and lncRNAs.

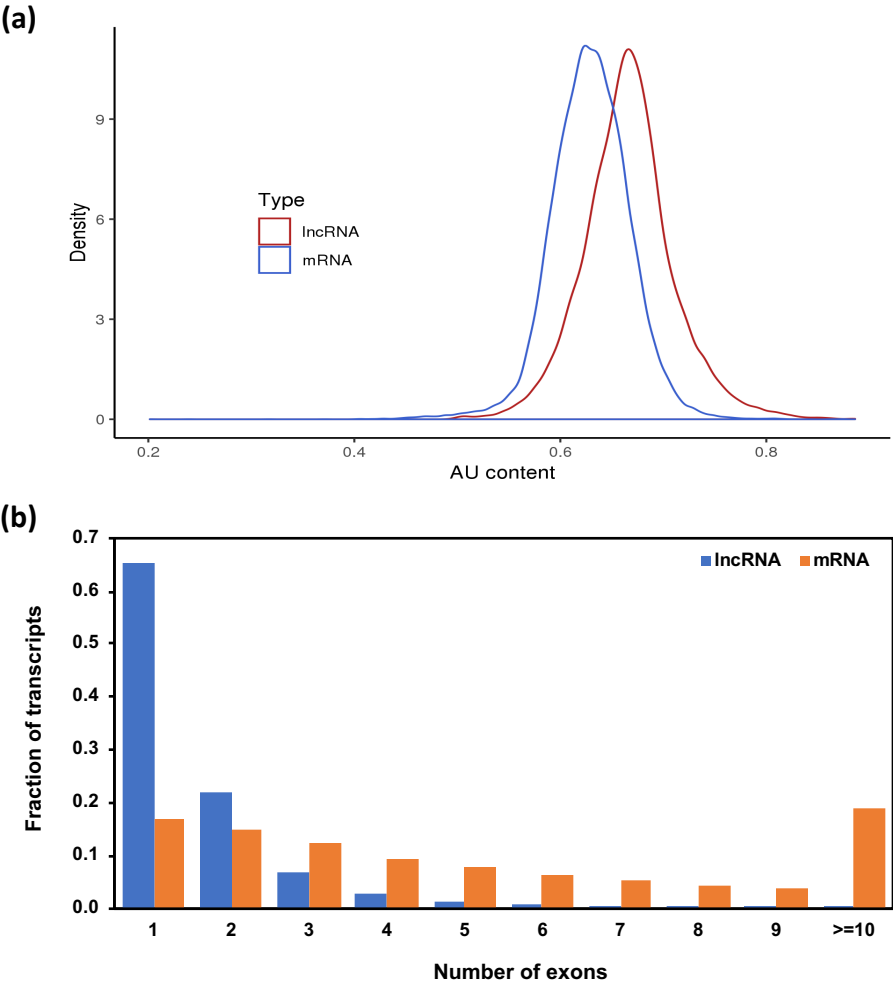

**Supplementary Figure 5.** AU content and distribution of number of exons in protein coding genes (mRNAs) and lncRNAs. (a) Density plot showing the AU content distribution of the mRNAs and lncRNAs. (b) Bar plot showing the fraction of transcripts harboring different number of exons in the mRNAs and lncRNAs.

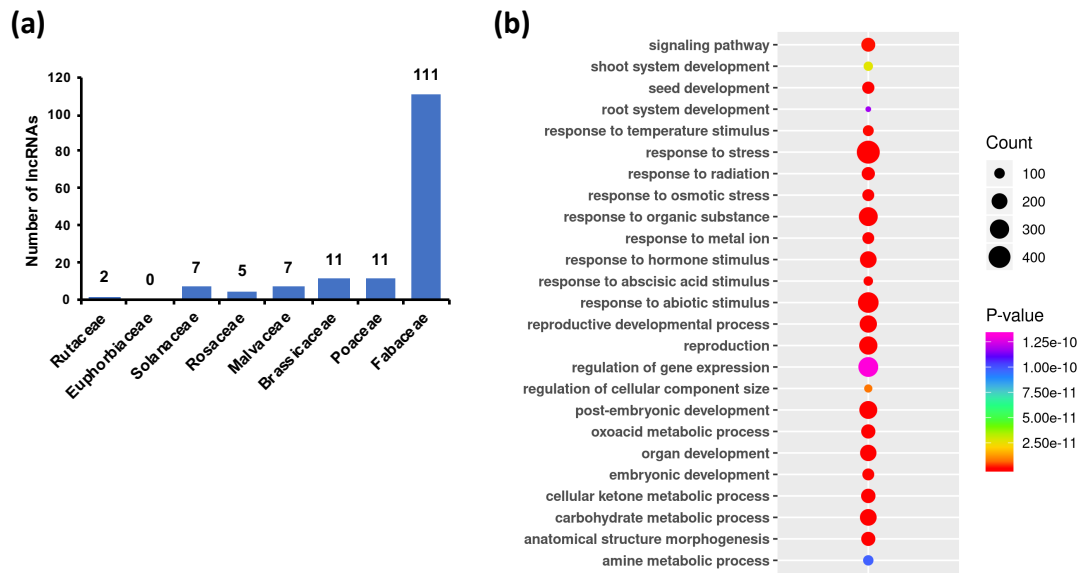

**Supplementary Figure 6. Conservation and functional annotation of lncRNAs.** (a) Conservation of predicted chickpea lncRNAs across different plant families. The number of lncRNAs showing conservation in at least two plant species of the given families are given. (b) Top 25 enriched gene ontology (GO) biological process terms represented among the lncRNAs. The number of lncRNAs (circle size) with significance *P*-value (color scale) associated with different GO terms are shown.

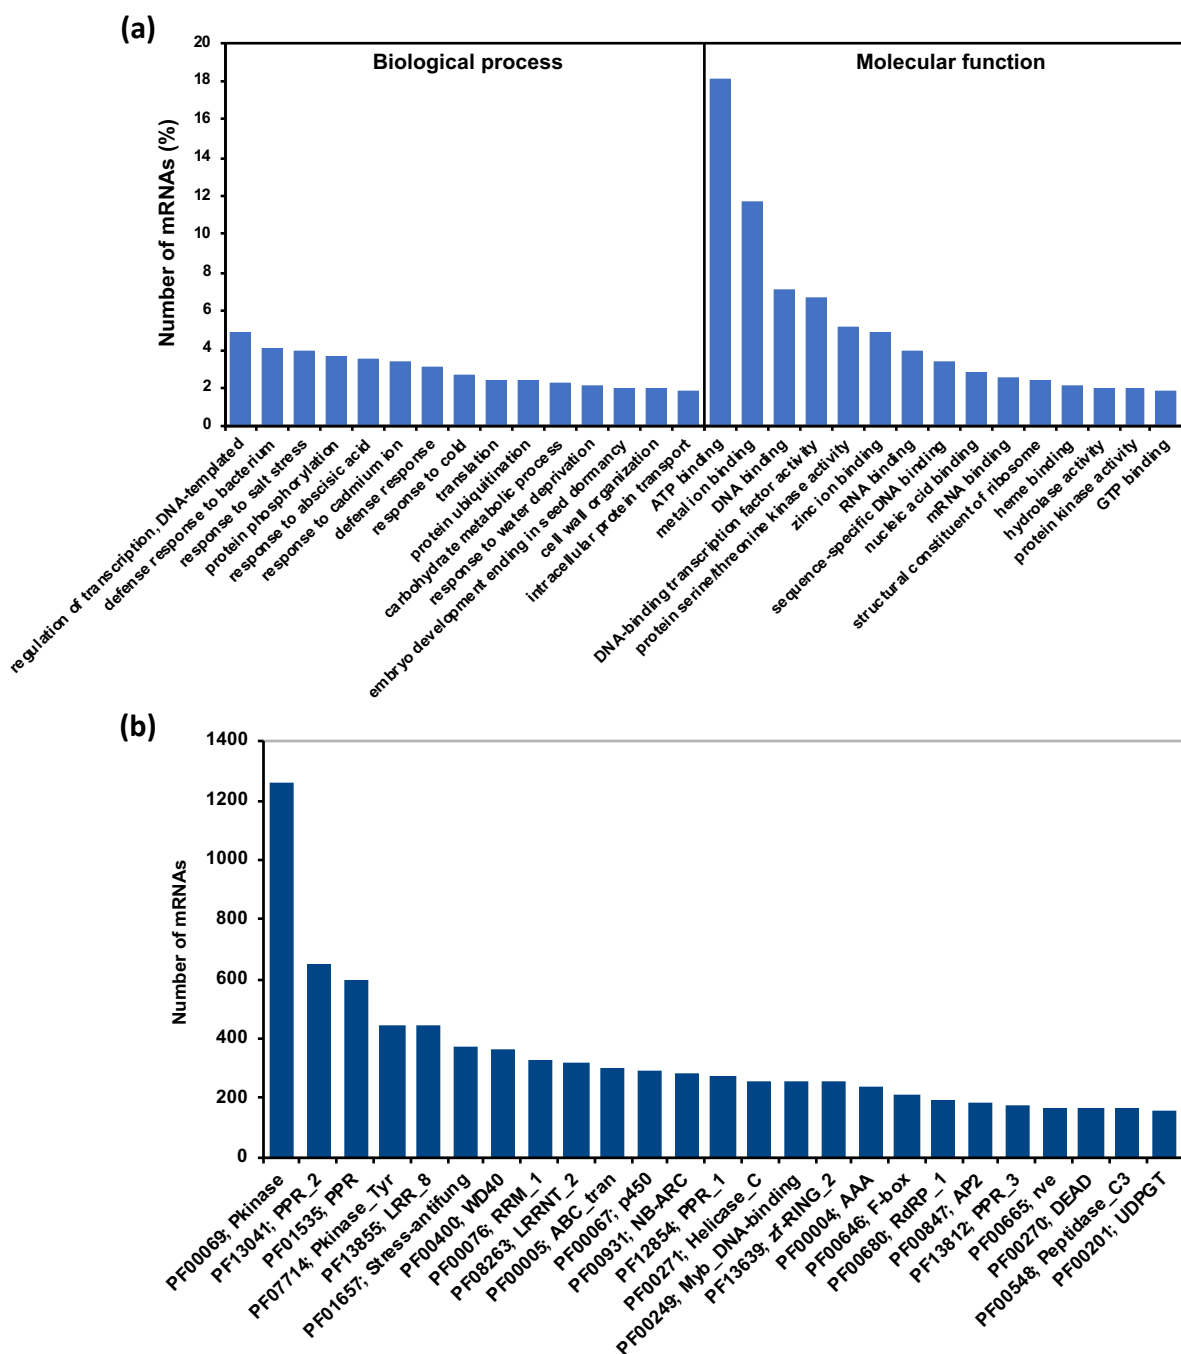

**Supplementary Figure 7.** Functional characterization of protein-coding mRNAs. (a) GO assignment to the protein-coding genes in the chickpea transcriptome assembly. Top 15 most highly represented biological process and molecular function GO terms are shown. (b) Top 25 Pfam domains represented in the protein-coding chickpea transcriptome are shown in bar graph. Pfam identifier and name of the domains are given.

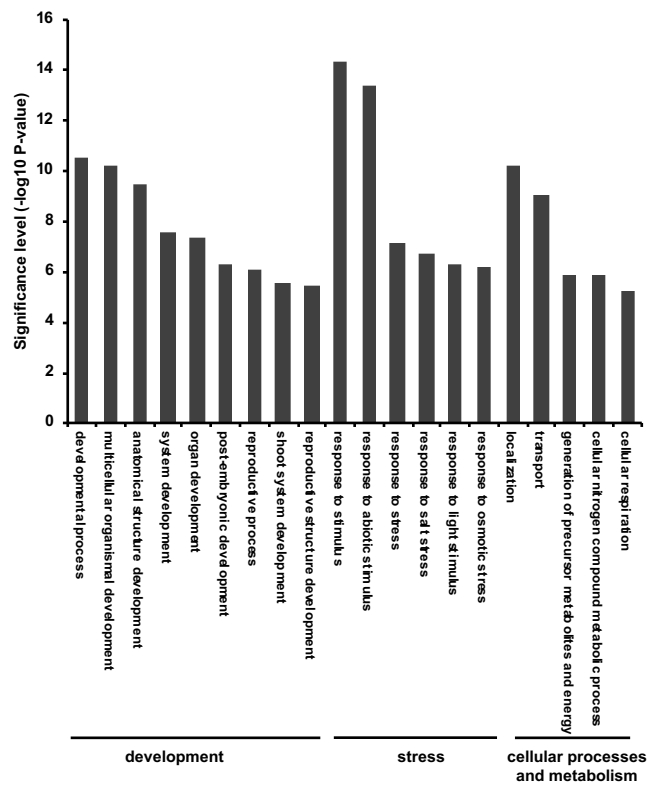

**Supplementary Figure 8.** GO terms significantly represented among the novel transcripts (13,586) that were either not predicted earlier in the chickpea genome annotation or not represented in the chickpea genome assembly.

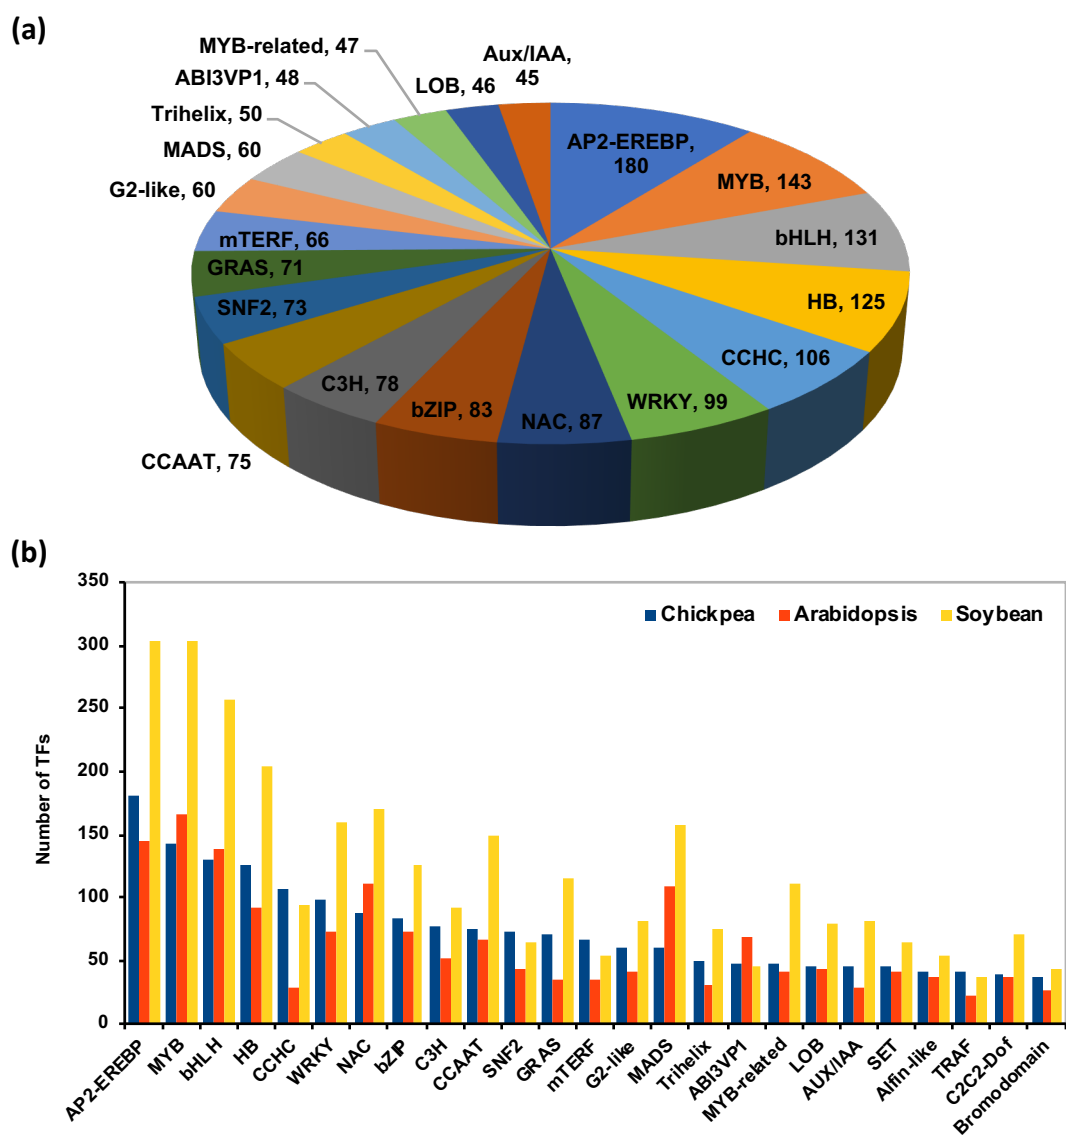

**Supplementary Figure 9.** Transcription factor families represented in the protein-coding genes in chickpea and comparison with other plants. (a) Top 20 transcription factor families represented in the protein-coding chickpea transcriptome. (b) The number of members of top 25 transcription factor families in chickpea, Arabidopsis and soybean is shown.

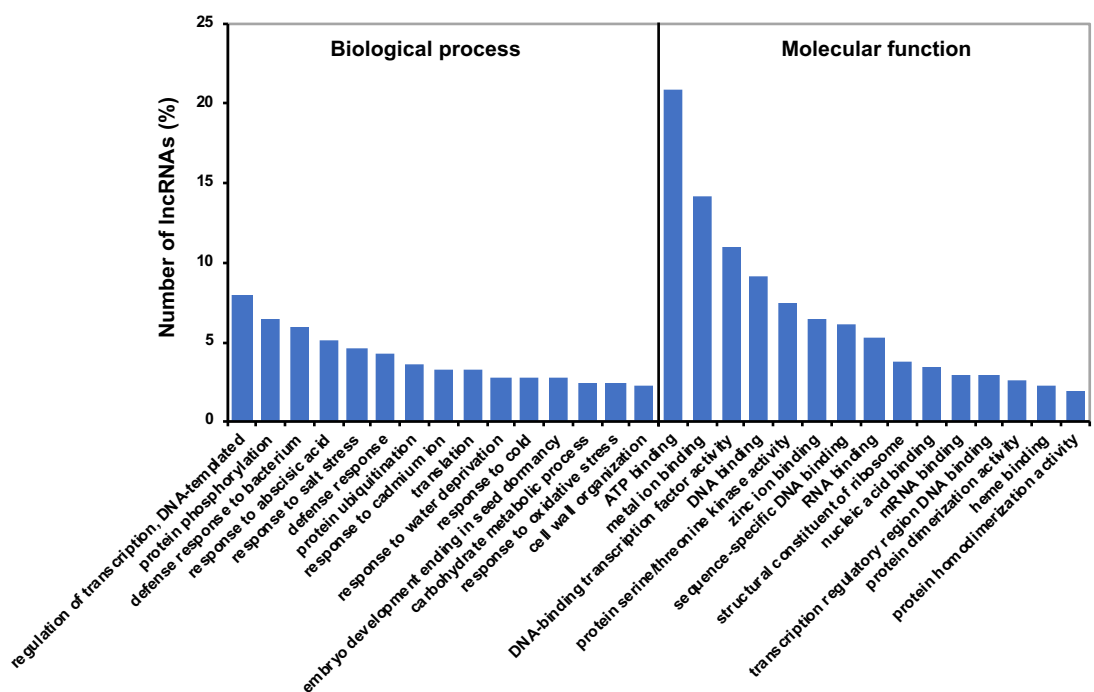

**Supplementary Figure 10.** GO assignment to the lncRNAs predicted in the chickpea transcriptome. Top 15 biological process and molecular function GO terms associated with lncRNAs are shown.

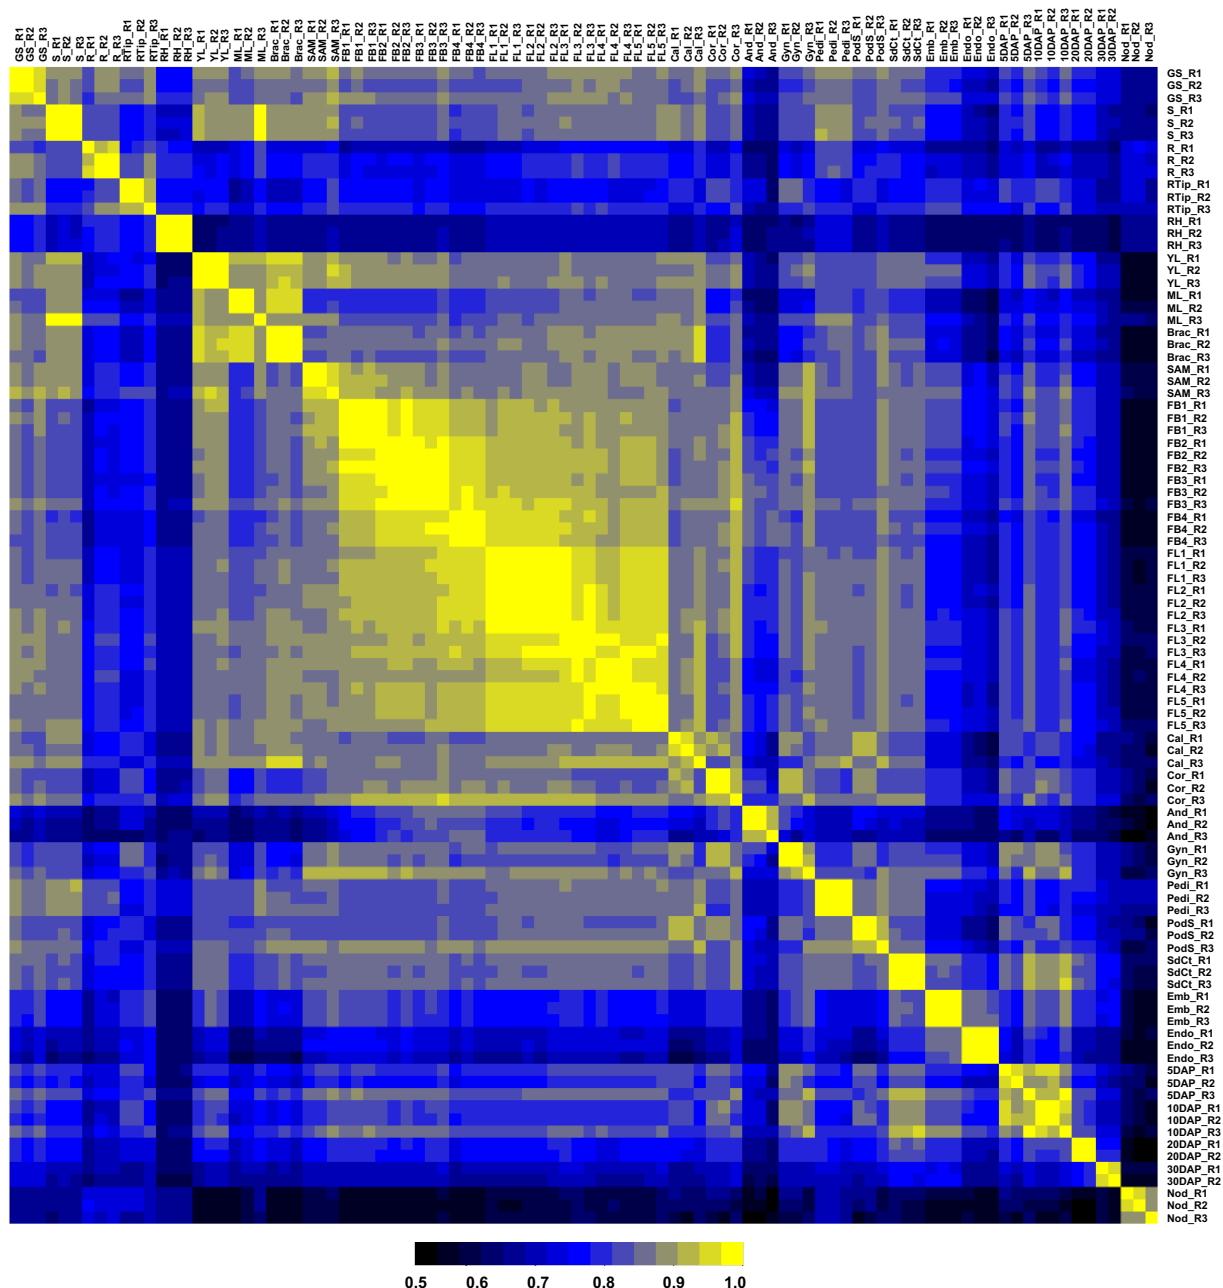

**Supplementary Figure 11.** Heatmap showing correlation among the biological replicates of all the tissue samples used for RNA sequencing on Illumina platform. GS, germinating seedling; S, shoot; ML, mature leaf; YL, young leaf; Brac, bracteole; R, root; Rtip, root tip; RH, root hair; Nod, nodule; SAM, shoot apical meristem; FB1-FB4, stages of flower bud development; FL1-FL5, stage of flower development; Cal, calyx; Cor, corolla; And, androecium; Gyn, gynoecium; Pedi, pedicel; Emb, embryo; Endo, endosperm; SdCt, seed coat; PodSh, podshell; 5DAP, seed 5 days after pollination; 10DAP, seed 10 days after pollination; 20DAP, seed 20 days after pollination and 30DAP, seed 30 days after pollination. R1, R2 and R3 indicate different biological replicates of each tissue sample. Color scale at the bottom represents Pearson correlation.

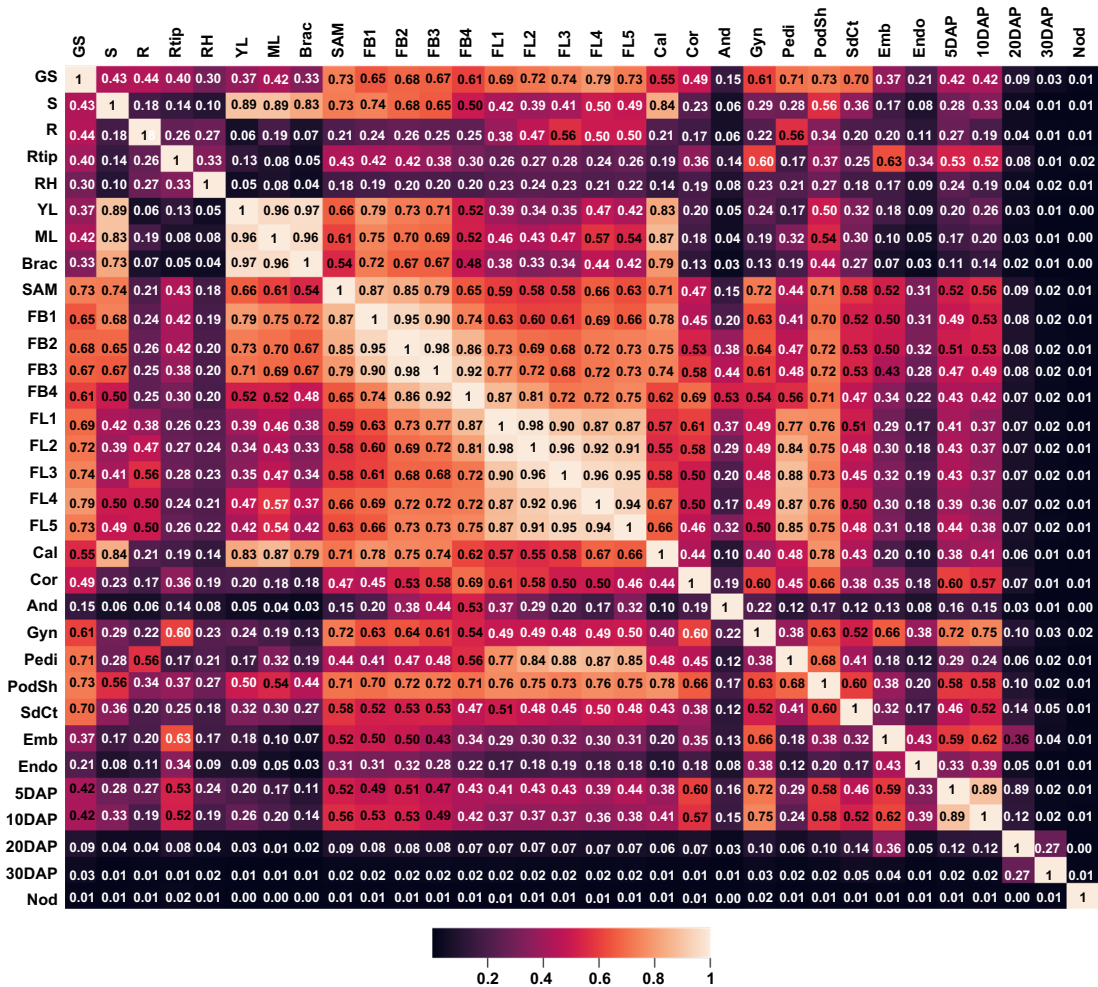

**Supplementary Figure 12.** Heatmap showing correlation among transcriptomes of all the tissue samples analyzed in this study. GS, germinating seedling; S, shoot; ML, mature leaf; YL, young leaf; Brac, bracteole; R, root; Rtip, root tip; RH, root hair; Nod, nodule; SAM, shoot apical meristem; FB1-FB4, stages of flower bud development; FL1-FL5, stage of flower development; Cal, calyx; Cor, corolla; And, androecium; Gyn, gynoecium; Pedi, pedicel; Emb, embryo; Endo, endosperm; SdCt, seed coat; PodSh, podshell; 5DAP, seed 5 days after pollination; 10DAP, seed 10 days after pollination; 20DAP, seed 20 days after pollination and 30DAP, seed 30 days after pollination. Color scale at the bottom represents Pearson correlation.

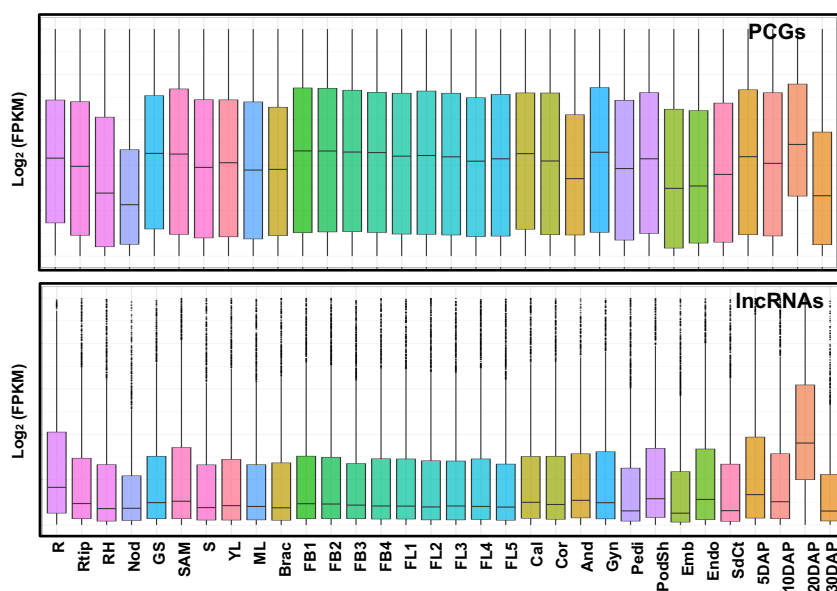

**Supplementary Figure 13. Expression patterns of protein-coding genes and lncRNAs in different tissues/organs in chickpea.** Percentage of transcription factor (TF) encoding genes, non-TF protein-coding genes (PCGs) and lncRNAs expressed in the 32 tissues/organs analyzed.

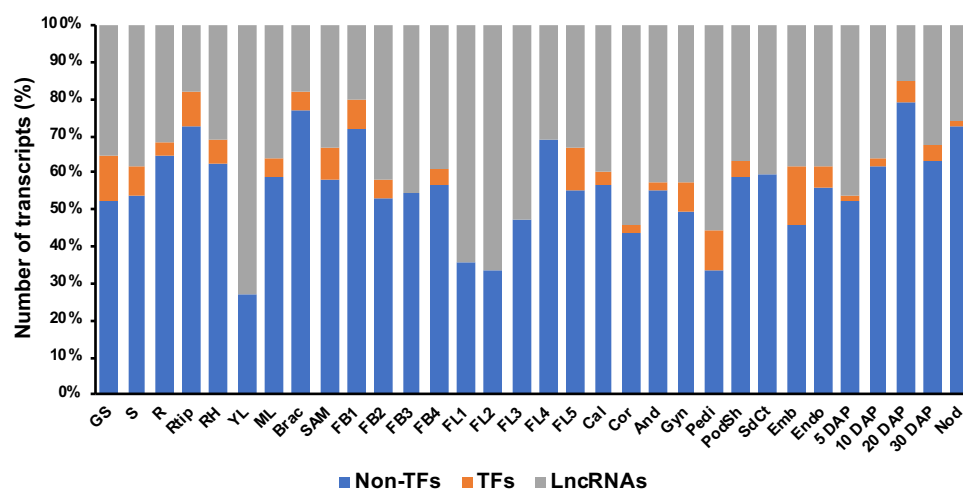

**Supplementary Figure 14.** Fraction of transcription factor (TF) genes, non-TF genes and lncRNAs represented in tissue-specific transcripts for each tissue/organ.

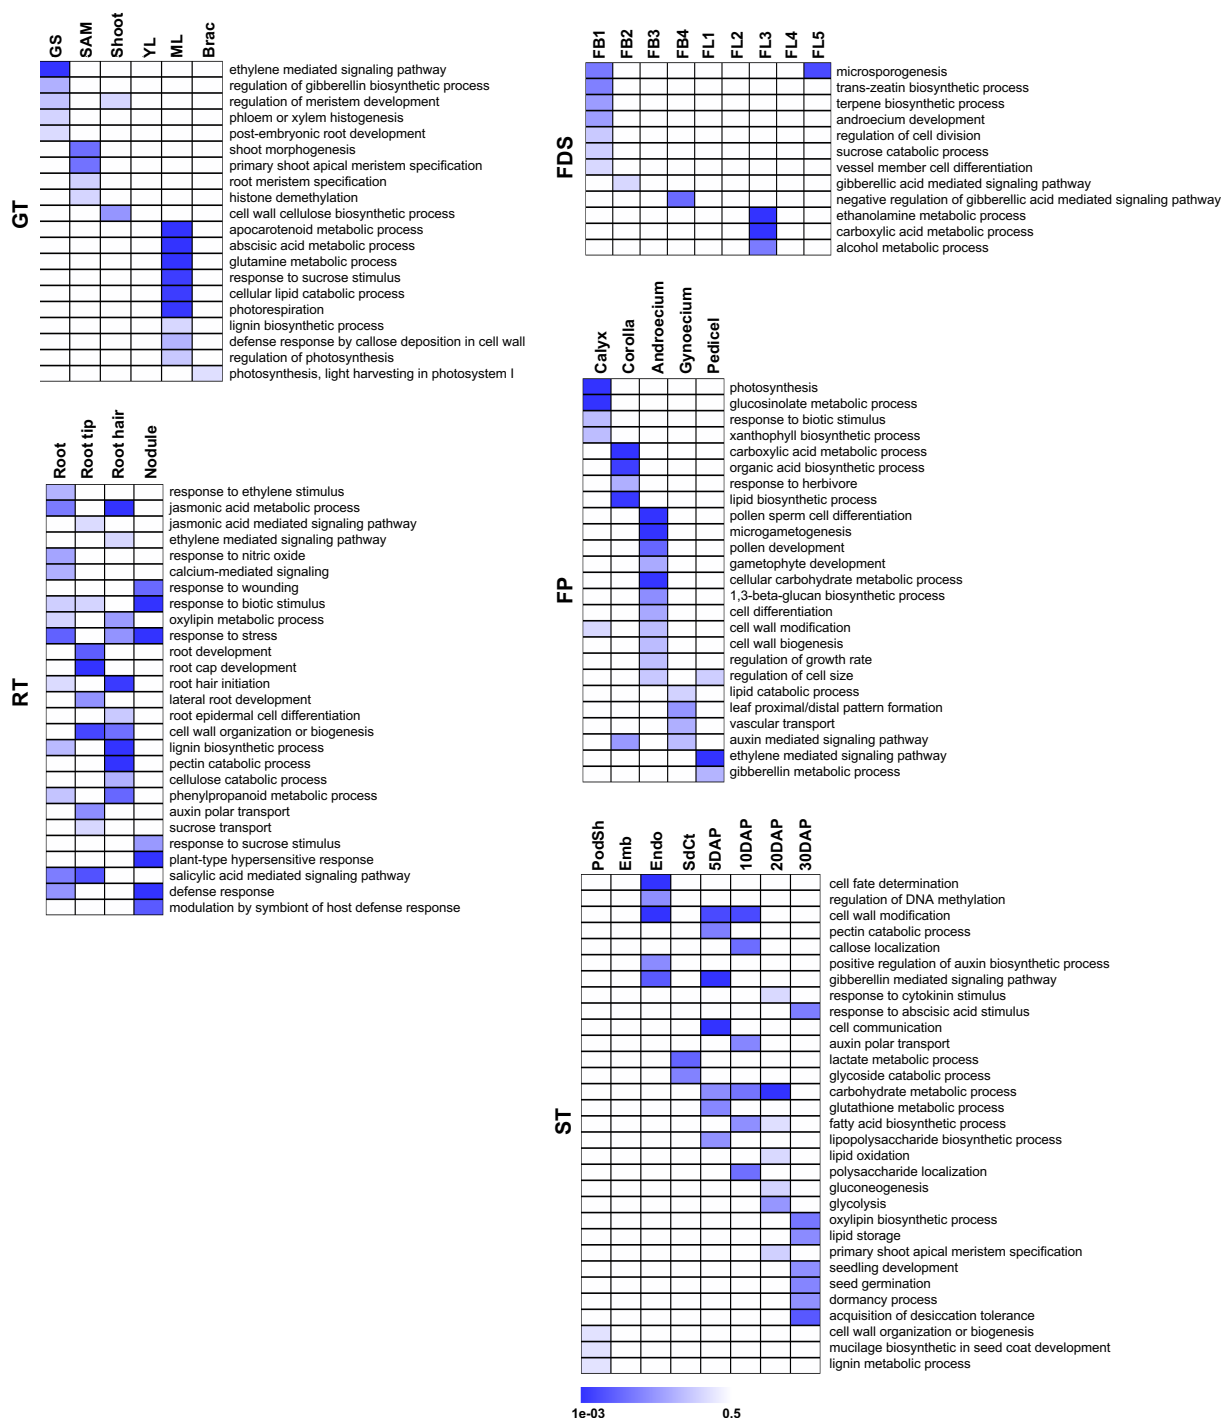

**Supplementary Figure 15.** GO enrichment analysis of the tissue-specific protein-coding genes identified in the five groups of tissues, including green tissues (GT), root tissues (RT), flower development stages (FDS), flower parts (FP), and seed tissues (ST). Color scale at the bottom represents  $\log_{10}$  P-value significance.

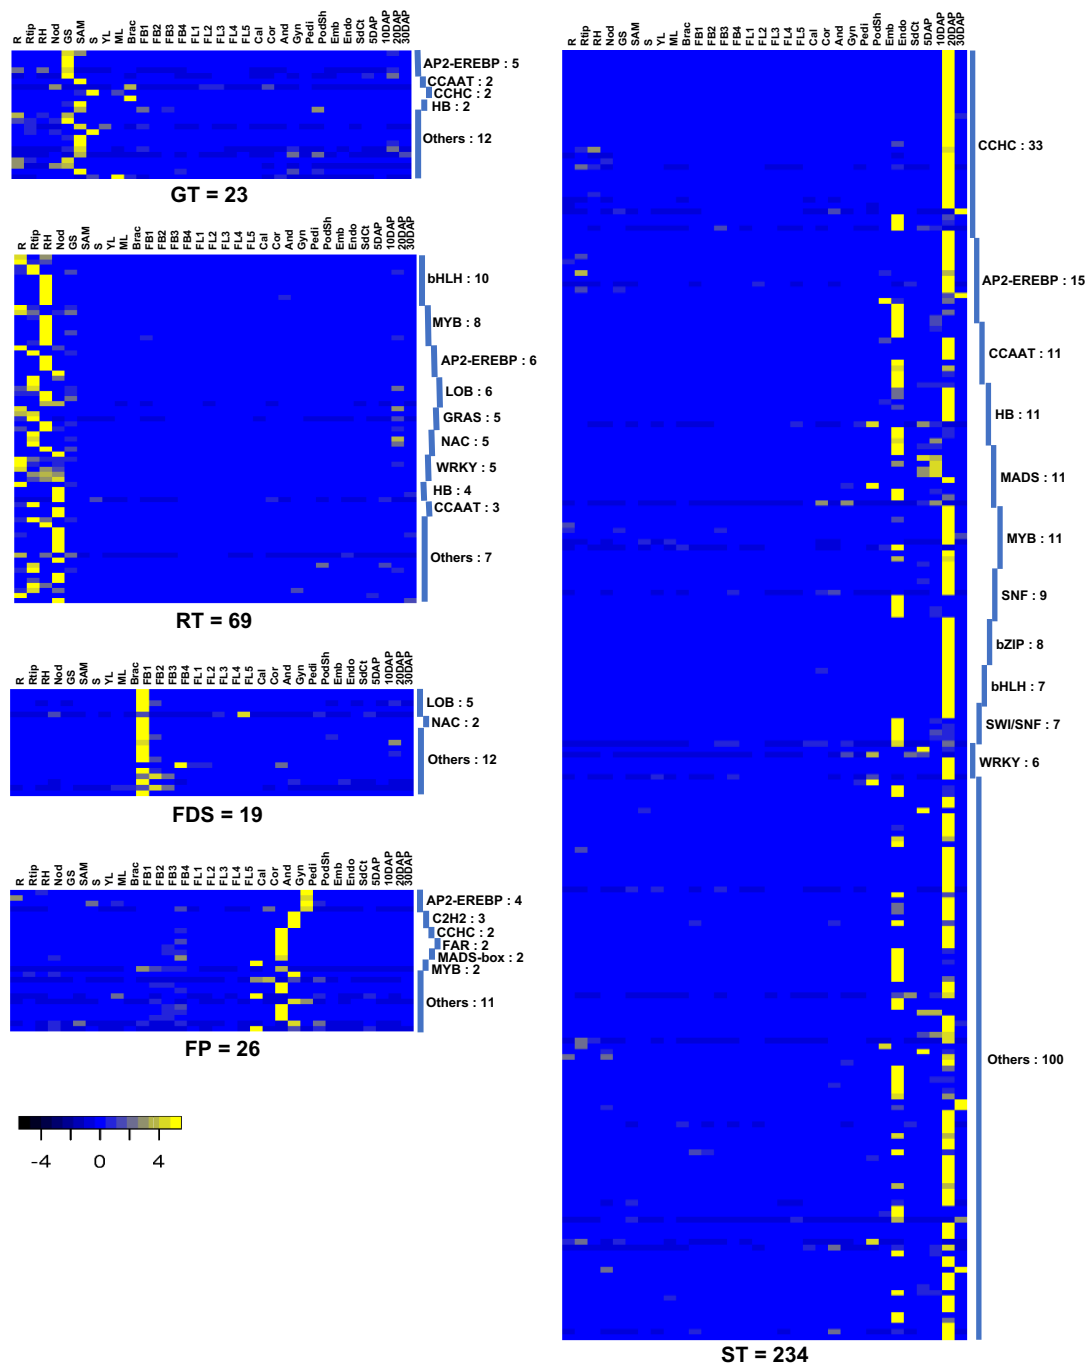

**Supplementary Figure 16.** Heatmaps showing tissue-specific expression of TF-encoding genes belonging to different families. The number of TFs belonging to different families showing tissue-specific expression in different groups, including green tissues (GT), root tissues (RT), flower development stages (FDS), flower parts (FP), and seed tissues (ST) are given on the right side. Color scale at the bottom represents Z-score.

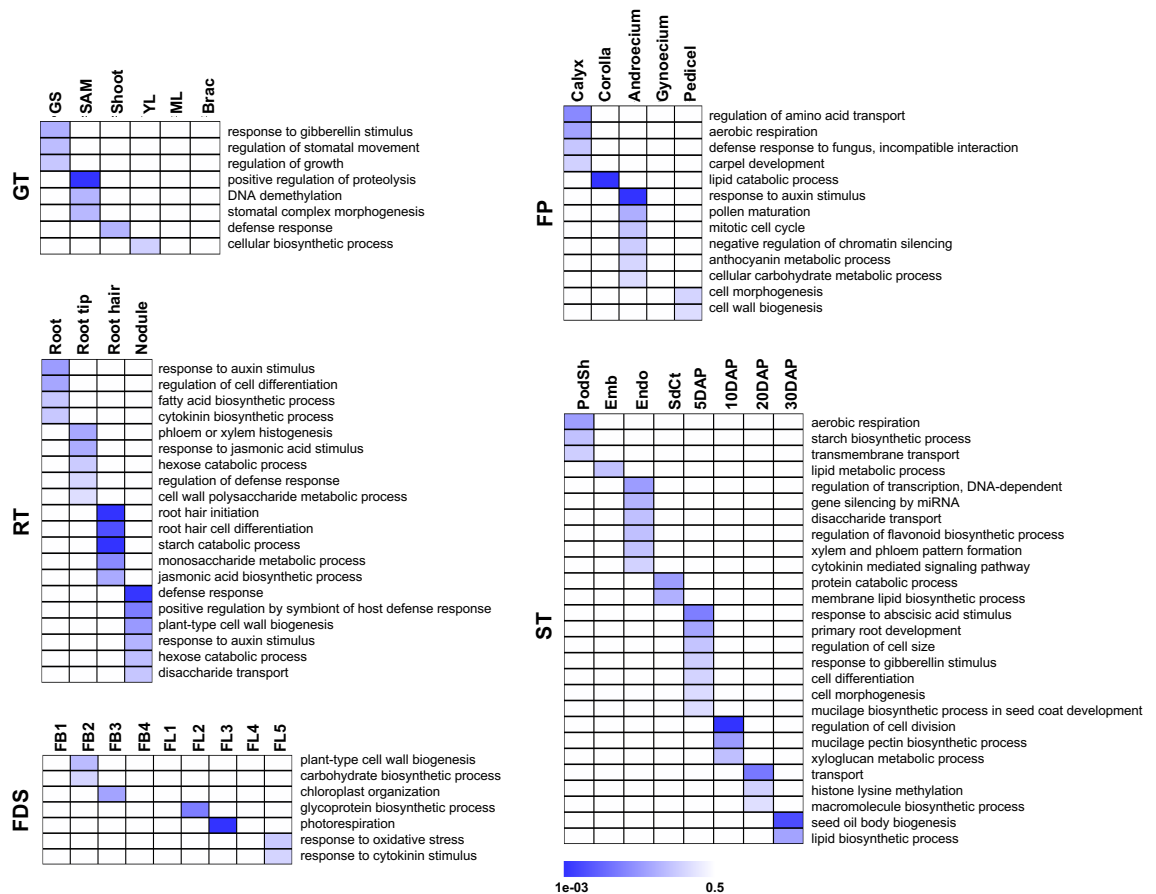

**Supplementary Figure 17.** GO enrichment analysis of the tissue-specific lncRNAs identified in the five groups of tissues, including green tissues (GT), root tissues (RT), flower development stages (FDS), flower parts (FP), and seed tissues (ST). Color scale at the bottom represents  $\log_{10}$  P-value significance.

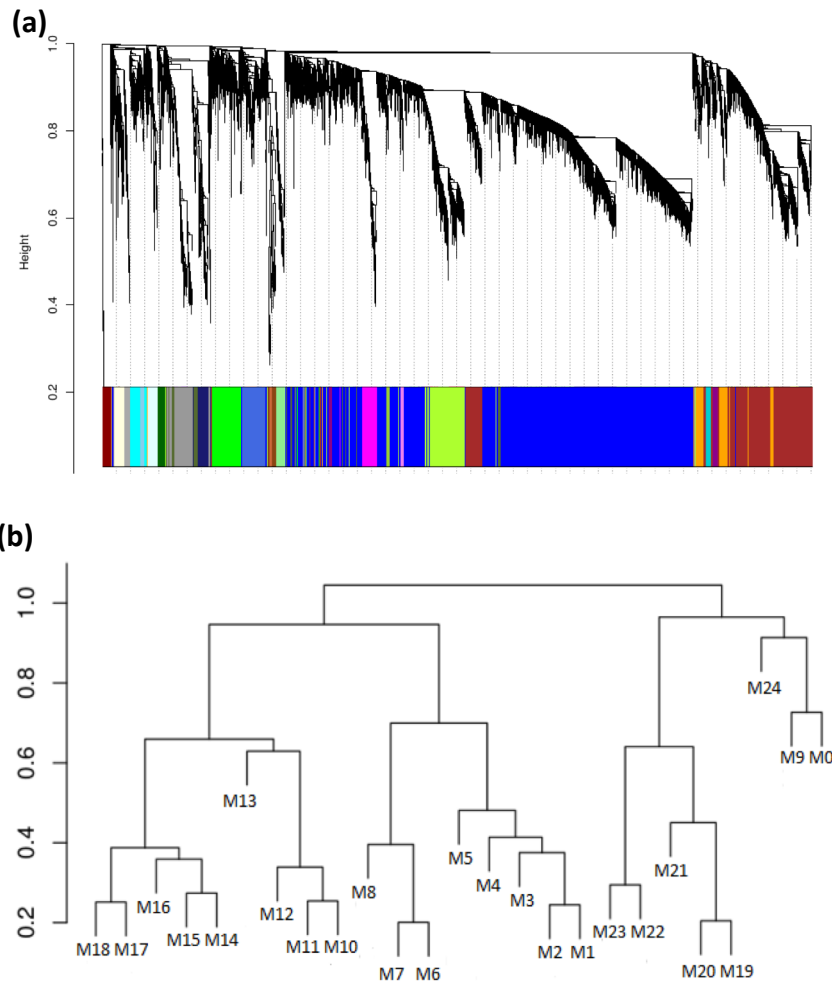

**Supplementary Figure 18.** Coexpression network analysis in chickpea. (a) Hierarchical clustering tree of transcripts based on coexpression network analysis in chickpea. The transcripts (each short vertical line represents individual transcript) were clustered on the basis of dissimilarity measure. The colored heatmap below the dendrogram indicates the module membership. (b) Dendrogram showing correlation between the identified modules.

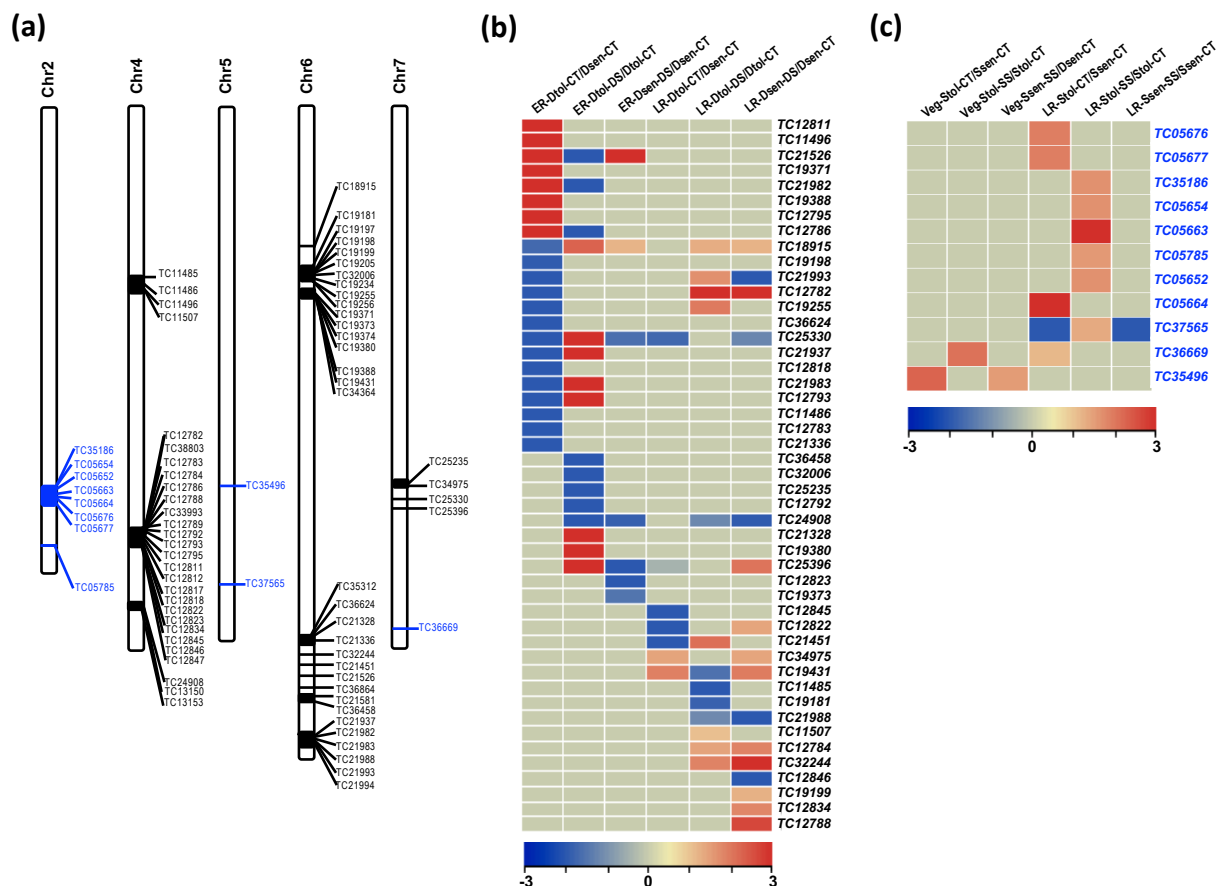

**Supplementary Figure 19. Transcripts located in the drought and salinity stress related QTL regions that are differentially expressed under drought and salinity stress conditions.** (a) Ideogram depicts the transcripts located in the drought (black) and salinity (blue) related known QTL regions on different chickpea chromosomes harboring DNA polymorphisms within the transcript and or promoter regions and show differential expression under drought and/or salinity stress conditions. (b, c) Heatmaps depict the differential expression of the transcripts harboring DNA polymorphisms within the transcript regions under drought (b) and salinity (c) stress conditions in the chickpea genotypes. Scales at the bottom represent log<sub>2</sub> fold-change differential expression. The differential expression in drought-tolerant (Dtol) and drought-sensitive (Dsen) chickpea genotypes under drought stress (DS) or control (CT) condition at early reproductive (ER) and late reproductive (LR) stages is shown in b. The differential expression in salinity-tolerant (Stol) and salinity-sensitive (Ssen) chickpea genotypes under salinity stress (SS) or control (CT) condition at vegetative (Veg) and late reproductive (LR) stages is shown in c.

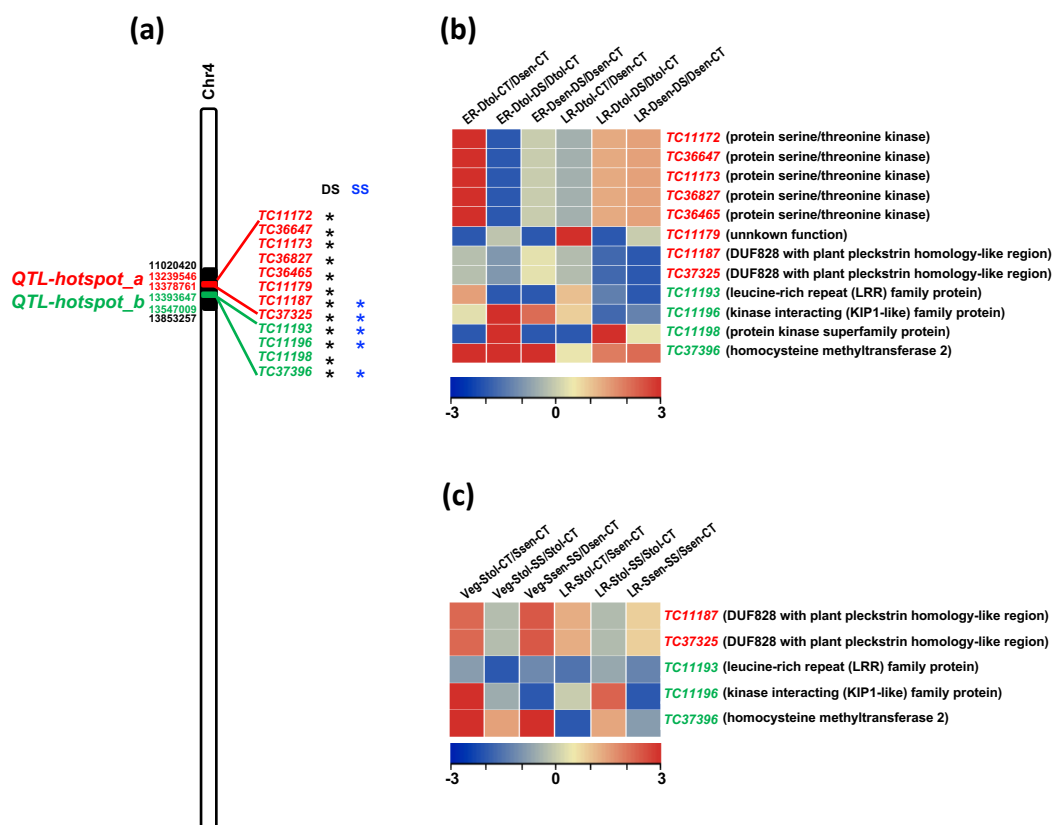

**Supplementary Figure 20. Transcripts located in the refined *QTL-hotspot* subregions that are differentially expressed under drought and salinity stress conditions.** (a) Ideogram depicts the transcripts located in the refined *QTL-hotspot* subregions (a and b indicated in red and green colors, respectively) on chromosome 4 that are differentially expressed under drought and/or salinity stress conditions. (b, c) Heatmaps depict differential expression of the transcripts given in a under drought (b) and salinity (c) stress conditions. Scales at the bottom represent  $\log_2$  fold-change differential expression. The differential expression in drought-tolerant (Dtol) and drought-sensitive (Dsen) chickpea genotypes under drought stress (DS) or control (CT) condition at early reproductive (ER) and late reproductive (LR) stages is shown in b. The differential expression in salinity-tolerant (Stol) and salinity-sensitive (Ssen) chickpea genotypes under salinity stress (SS) or control (CT) condition at vegetative (Veg) and late reproductive (LR) stages is shown in c.

# Supplementary material for: An integrated transcriptome mapping the regulatory network of coding and long non-coding RNAs provides a genomics resource in chickpea
**Source:** Commun Biol. 2022 Oct 19;5:1106. doi: 10.1038/s42003-022-04083-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Data

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Summary of RNA sequencing data generated for different tissue samples using Illumina platform and mapping to the final consensus reference transcriptome assembly.

**File name:** Supplementary Data 2

**Description:** The source data behind the graphs in different figures in the paper.

**File name:** Supplementary Data 3

**Description:** List of transcripts not aligned to the reference chickpea.

**File name:** Supplementary Data 4

**Description:** Functional annotation of protein-coding genes and lncRNAs.

**File name:** Supplementary Data 5

**Description:** FPKM matrix showing expression levels of all the protein-coding genes and lncRNAs in different tissues/organs.

**File name:** Supplementary Data 6

**Description:** Tissue-specificity of protein-coding genes and lncRNAs.

**File name:** Supplementary Data 7

**Description:** Coexpression module membership of protein-coding genes and lncRNAs.

**File name:** Supplementary Data 8

**Description:** List of candidate transcripts showing tissue-specific expression located within QTLs associated with different traits.

**File name:** Supplementary Data 9

**Description:** Transcripts harboring DNA polymorphisms (within transcript and/or promoter regions).

**File name:** Supplementary Data 10

**Description:** List of candidate transcripts showing differential expression under the drought stress harboring DNA polymorphisms within the transcript and/or their promoter regions.

**File name:** Supplementary Data 11

**Description:** Differential expression of transcripts harboring DNA polymorphisms.

# Supplementary material for: An integrated transcriptome mapping the regulatory network of coding and long non-coding RNAs provides a genomics resource in chickpea
**Source:** Commun Biol. 2022 Oct 19;5:1106. doi: 10.1038/s42003-022-04083-4
**Supplement:** Supplementary file 15 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data was obtained after sequencing of the total RNA samples.

Data analysis

Only open source software were used. All softwares used are listed along with their versions in the Methods section. For example, The raw reads were processed to remove reads with adaptor sequences and low-quality reads using NGSQC Toolkit (v2.3). The high-quality filtered reads were mapped to chickpea transcriptome assembly using Bowtie (v2.3.4.1) and gene expression was quantified using RSEM (v1.2.28). Enrichment of GO terms was carried out using BiNGO tool at Cytoscape (v3.7). Gene coexpression network analysis was performed using weighted gene co-expression network analysis (WGCNA v1.61) package. Enrichment of sequence motifs was performed using HOMER (v4.9.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The PacBio sequencing data generated in this study are available in the SRA public repository under the bioproject accession number PRJNA613159. Illumina RNA sequencing data and the reference transcriptome assembly generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under the series accession number GSE147831. Different datasets generated in this study, including reference transcriptome assembly, annotation and expression data are available for bulk download via the webpage <http://ccbb.jnu.ac.in/CaGEA>. The different annotation and expression data are provided in the Supplemental Data files too.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed. For each tissue/developmental stage, samples from different plants were pooled to make each biological replicate.                   |
| Data exclusions | No data exclusions were done.                                                                                                                                                 |
| Replication     | Three biological replicates of most of the samples were used for sequencing (RNA sequencing) for each tissue/stage of development analyzed.                                   |
| Randomization   | Different samples were grouped according to the pre-defined tissue/development stage.                                                                                         |
| Blinding        | Blinding was not relevant with the data present in this study. Sequencing data for each pre-defined tissue/developmental stage sample were collected and analyzed separately. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                      |
|-------------------------------------|------------------------------------------------------|
| n/a                                 | Involved in the study                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

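Gene expression was measured by RNA-seq in 32 tissues/organs of chickpea, in 94 libraries. Each tissue/organ had 3 biological replicates, except 20DAP and 30DAP seeds, which had 2. The authors filtered the 100-nt paired-end reads with NGS QC Toolkit, aligned them with bowtie2 to their own transcriptome assembly of 38818 transcripts, quantified them with RSEM and averaged the replicates of each tissue/organ. The authors deposited the averages as FPKM, which are divided by transcript length and by the number of mapped fragments, for 31 of the tissues/organs. For 20DAP, the deposited values carry the same heading but are estimated counts, divided by neither. This was read from the values: they sum to 29579443.3, the 20DAP libraries have a mean of 29579762 mapped read pairs in the paper's Supplementary Data 1, and 22.2% of the values above 0 are whole numbers.

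The design fixed before the data were examined took all values as FPKM. The 20DAP column of Supplementary Data 5, which holds the same kind of values, had been seen by then and had raised the question of its unit. The values as deposited were kept as the main setting, as the design had them. Each tissue/organ scaled to a common sum, quantile normalization and 20DAP left out had been listed as alternatives before the data were examined, and values under 1 or more of them are given where 20DAP matters. Transcript lengths were not used here, so the 20DAP counts were not turned into FPKM.

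Sample labels were mapped to tissues/organs by their titles, the paper's text and Supplementary Data 1. Sources differ for the age of seedlings from which root tip and root hair were taken, and the paper's methods were followed. The depth per library is the number of mapped reads in Supplementary Data 1, from 27875671 to 102684657. With 1 averaged value per tissue/organ, the spread between replicates is not in the data, so precision cannot be stated for a single value, and no test between single tissues/organs was made. Wilson intervals at the 95% level were calculated for shares of transcripts. They cover random sampling of transcripts only, and the listed transcripts are the first parts of longer lists and not random samples.

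A transcript was counted as expressed at an FPKM of at least 0.5. TSI was calculated on log2(FPKM + 1), the scale that gives the TSI of Supplementary Data 6 from the values of Supplementary Data 5, with a threshold of 0.9. The tissue specificity of lncRNAs and PCGs, their levels and the coexpression of neighbouring loci were computed on the 1808 transcripts for which the part of Supplementary Data 5 used here lists a type, 186 lncRNAs and 1622 PCGs. Lists and sets were compared with 10000 random ones, matched in 10 bins of mean log2(FPKM + 1) where stated. TF families and the lncRNA share per tissue come from the part of Supplementary Data 6 used here. Tissues/organs were correlated over FPKM and over log2(FPKM + 1), and the 5 organ groups were compared by a permutation test with 100000 permutations of the labels, whose smallest p is 1e-05. The eigengene of each of the 5 modules used with full membership was correlated with each tissue/organ over the 32 tissues/organs. A tissue/organ was represented by its profile of correlations with all tissues/organs, a coding that was taken from the shape of Fig. 4b before the data were examined. Which transcripts the profiles cover was not written down then. Profiles over all transcripts, over those that pass the variance filter and over those with an FPKM of at least 0.1 were computed, and all transcripts are the main setting because the design names no filter. The tests were permutation tests, adjusted by the Benjamini-Hochberg method over 160 correlations. Network construction was not repeated, and modules other than M1, M10, M11, M12 and M13 were not analysed here. Libraries of other experiments in the paper were not analysed here either.

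The rule, set before the data were examined, was to name each transcript that the paper names for the atlas. It also covers the tissue-specific transcripts with the highest values in 20DAP, nodule, endosperm, androecium, 5DAP and root hair. The transcript closest to each eigengene and the highest transcripts of tissues that stand apart fall under it too. Identifiers that stand only in the paper's figures are named in part, and those of Fig. 5a could not be read. Gene names come from the paper's supplementary tables. The list of RefSeq genes was not used, because it has no identifier in common with the transcripts.

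The alternatives covered the expression threshold (0.1 and 1), the pseudocount (0.1), the TSI threshold (0.85 and 0.95), the scale of TSI, the correlation measure, the distance between loci (5 and 50 kb), the filter on low values, the coding of tissues/organs and the normalization. Another 3, of which 2 concern the transcripts behind the tissue profiles and 1 concerns overlapping loci, were added after the data had been seen. Calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The code was tested on simulated data: all 200 planted tissue-specific transcripts were called in the right tissue and 0 of 1800 others were called. With 20DAP left out and 10DAP turned into simulated counts, the 209 tissue-specific transcripts of 10DAP became 4830, and 206 after scaling to a common sum.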

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

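All tests in this part were chosen after the results they bear on had been seen. A tissue/organ was singled out when its gap to the nearest other member of its group exceeded a critical value that 1 in 20 groups passes by chance. Of 40 groups, 11 had such a tissue/organ, where chance gives 2.

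The sum of the 20DAP values (29579443.3), their median (25.5) and the number of 20DAP-specific transcripts (2456) stood far above the other seed tissues. A candidate explanation for the number of specific transcripts is that the 20DAP values are estimated counts: with each tissue/organ on a common sum, 87 remained. When each of the other 31 tissues/organs was given the sum of 20DAP in turn, the median number of specific transcripts was 3695, and 29 of the 31 exceeded 2456. The number of reads is not a likely source, since 20DAP ranks 19 among the 32 tissues/organs by mapped reads per library. Counts rise with transcript length, and the ratio of 20DAP to 10DAP values rose with the genomic span of the transcript (rho = 0.356 across 1267 transcripts, which are not independent replicates). The same ratio for 5DAP, 30DAP, seed coat, embryo and endosperm had a rho between -0.0926 and 0.0663. As a biological explanation, 20DAP seeds may express the most tissue-specific transcripts, but 20DAP ranked 14 on the common sum and 9 after quantile normalization. Since transcript length is still in those values, the rank in FPKM remains open.

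In nodule, 56.2% of the sum of FPKM lay in 1998 transcripts that the paper lists as not aligned to the chickpea genome, far above root, root tip and root hair. These are the transcripts in the part of Supplementary Data 3 used here. The paper's list is longer, so each value on them covers a part of it. The paper does not discuss these transcripts by tissue, and 197 of them were nodule-specific. Reads from another organism in the nodule are a candidate source. Of the listed transcripts, 1291 reached an FPKM of at least 0.5 in at least 1 tissue/organ. Of the 201 among these that are highest in nodule, 36.3% had no Arabidopsis match, against 8.44% of the 1090 that are highest in another tissue/organ. Most of the 201 do have a match, so chickpea transcripts missing from the genome assembly could also be the source. Sequences were not used here, and neither explanation is excluded.

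The share in these listed transcripts was 3.16% in 30DAP, above the other seed tissues. Mixing of nodule RNA into the 30DAP libraries is unlikely: across the 201 transcripts, the values of nodule and 30DAP had a rho of 0.215, and among the 10 highest in nodule the 30DAP value was between 0% and 62.1% of the nodule value. Of the 30DAP share, 63.9% lay in transcripts that are highest in nodule, so a source common to both tissues is possible and was not separated from chickpea transcripts outside the assembly. No biological explanation was tested.

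Androecium had the most tissue-specific transcripts of the floral organs (651) and the lowest median correlation with other tissues/organs on log2(FPKM + 1) (0.727). The sum of its values is an unlikely cause of the number, which was 689 on a common sum, and so is read depth, since androecium ranks 5 of 5 floral organs by mapped reads. FB1 had the most among the flower stages, 180 as deposited and 191 on the common sum, and ranks 8 of 9 by mapped reads. Endosperm stood apart among the seed tissues only on the common sum, with 1192 transcripts. The sum is thus an unlikely cause. Endosperm ranks 2 of 8 by mapped reads, which by itself leaves read depth open. Embryo, with the most mapped reads of the seed tissues, had 57 on the common sum, so depth alone is an unlikely cause too. Expression of transcripts of their own in these tissues/organs is a hypothesis for all 3, but contamination and sample mixing were not tested for them.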

How the results depend on the processing

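Results were recomputed under alternatives that were set before the data were examined, apart from 3 added later. Over 32 results this gave 216 values, of which 138 were labelled the same, 64 moved, 11 weaker and 3 reversed. A label does not give the size of a change. Values labelled the same include a group difference in correlation of 0.0694 against 0.205 and a close-pair median r of 0.0330 against 0.170. Those labelled moved include a podshell difference of 0.162 against 0.161. With 1 value per tissue/organ, moves were judged against intervals over transcripts or factors of 1.5, and not against replicates. Where no value below shows the cause, the cause was not tested. No paired analysis was possible because each tissue/organ has 1 averaged value, without replicate numbers.

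Scaling each tissue/organ to a common sum gave percentages expressed of 47.0 (lowest), 64.3 (highest) and 59.4 (mean), 87 transcripts specific to 20DAP, 7.89% of PCGs tissue-specific, and a median lncRNA difference of -3.06. It left 7951 transcripts past the variance filter, and r = 0.309 between M1 and 20DAP (adjusted permutation p = 0.177). Of the transcripts in 100 SDW QTLs, 30 were tissue-specific and 7 specific to 20DAP, as was 1 in QTLs of other traits. Among tissue-specific transcripts the change lay mostly in 20DAP: the other tissues/organs kept 5257 of their 5417 calls.

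Quantile normalization gave 60.8%, 61.0% and 61.0% for the lowest, highest and mean percentage expressed, 182 transcripts specific to 20DAP and 594 to root hair. The median lncRNA difference was -3.44 and r between M1 and 20DAP was 0.282 (adjusted permutation p = 0.283). In the 100 SDW set 39 transcripts were tissue-specific and 9 specific to 20DAP, and in the other set 1 was. Without 20DAP, the highest and mean percentages expressed were 62.7% and 58.1%, 8.20% of PCGs were tissue-specific, the median lncRNA difference was -2.85, 7124 transcripts passed the variance filter and 30 of the 100 SDW set were tissue-specific.

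Thresholds moved percentages and counts. At an FPKM of at least 1, the lowest, highest and mean percentages expressed were 39.8, 70.0 and 53.4, and at 0.1 the lowest and the mean were 57.7 and 69.0. A TSI of at least 0.85 gave 48.9% of lncRNAs and 15.2% of PCGs. A TSI of at least 0.95 gave 20.4% and 4.56%, 4687 transcripts in all, 1243 in 20DAP, 316 in androecium and 188 in root hair. It left 34 of the 100 SDW set, 27 of them in 20DAP, and 9 of the other set, 3 of them in 20DAP.

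The scale of TSI moved it further. With a pseudocount of 0.1 there were 11955 tissue-specific transcripts, 4518 in 20DAP, with 52.7% of lncRNAs and 19.9% of PCGs. On untransformed values there were 27130, with 18720 in 20DAP, 1224 in androecium and 664 in root hair. There, 61.3% of lncRNAs and 78.5% of PCGs were called, so PCGs had the larger share. A pseudocount of 0.1 also gave a median lncRNA difference of -5.05 and 23002 transcripts past the variance filter.

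The difference between the mean correlation with green tissues and with the own group depended on the scale. On log2(FPKM + 1) it was 0.0758 for podshell, 0.0404 for pedicel and 0.0527 for calyx. With a pseudocount of 0.1 these were 0.0724, 0.0452 and 0.0412, and with Spearman's correlation 0.0615, 0.0426 and 0.0333. For pedicel the direction reversed under all 3, from -0.117 on FPKM. Limiting the transcripts to those with an FPKM of at least 0.5 gave 0.162, -0.116 and 0.474, and a median lncRNA difference of -2.80.

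Coding a tissue as 1 and all others as 0 gave r = 0.233 for M1 and embryo, 0.589 for M1 and 20DAP, 0.623 for M10 and androecium, 0.466 for M11 and androecium, 0.380 for M12 and androecium, 0.351 for M12 and FB4 and 0.30 for M13 and FB2. Every adjusted p was 1, and this coding allows no p below 0.03125, so the loss of significance shows no weaker relation. The median r of lncRNAs and PCGs fell to 0.112 within 50 kb and to 0.131 with overlapping loci left out, an alternative chosen after seeing the data.

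The group difference in correlation kept its direction and a permutation p below 0.05 under each of its alternatives, from 0.0694 to 0.217. The lncRNA median was lower in each tissue/organ analysed under each alternative. The correlations of M1 with embryo and of M10, M11 and M12 with androecium kept their direction and an adjusted permutation p below 0.05. So did those of M12 with FB4 and M13 with FB2. The coding as 1 and 0 was the exception for all of them. After quantile normalization, the r of M13 with FB2 was 0.650, below 0.7. With profiles over the transcripts that pass the variance filter, chosen after seeing the data, M1 was nearest to embryo (0.707) and not to 20DAP (0.631). With profiles over transcripts with an FPKM of at least 0.1, also chosen then, M1 had 0.724 with embryo and 0.728 with 20DAP. The replicate spread and the depth of single values are not in the averaged values, which limits each comparison between single tissues/organs.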

Differences from the paper's values

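The correlations of module eigengenes with tissues/organs differed from the paper's. For M1 and embryo the paper gives 0.71, and the value here was 0.726. The paper's other values are from Fig. 4b, read by eye. For M10 and androecium r was 0.804 here and about 0.84 in Fig. 4b, read by eye. For M11 and androecium it was 0.610 here and about 0.59 in Fig. 4b. M12 and androecium had 0.827 here and about 0.85 in Fig. 4b. M12 and FB4 had 0.706 here and about 0.77 in Fig. 4b. M13 and FB2 had 0.732 here and about 0.76 in Fig. 4b. M1 and 20DAP had 0.734 here and about 0.63 in Fig. 4b. Of the alternatives set before the data were examined, log2(FPKM + 0.1) closed the gap for M10 and androecium (0.837) and the common sum for M12 and androecium (0.854), and none closed it for the other 5. With the tissue profiles taken over the transcripts that pass the variance filter, all 7 values fell within the rounding of the paper's (0.707, 0.843, 0.589, 0.848, 0.767, 0.761 and 0.631 in the order above), but that alternative was chosen after seeing the values, and its match with Fig. 4b was known when it was chosen. The paper names embryo for M1, whereas the highest r of M1 was with 20DAP, at 0.734 against 0.726 with embryo. Embryo was highest on log2(FPKM + 0.1), on the common sum, after quantile normalization and without 20DAP, all set before the data were examined, and with the profiles over the variance-filtered transcripts, chosen after seeing the values.

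The paper states that 16.7% of PCGs and 43.3% of lncRNAs are tissue-specific, over all transcripts. Over the 1622 PCGs and 186 lncRNAs listed with a type in the part of Supplementary Data 5 used here, the percentages were 9.68% and 36.6%. That part is the first of the list and not a random sample, so the percentages cover unlike sets of transcripts. For PCGs, TSI on log2(FPKM + 0.1) gave 19.9% and a TSI of at least 0.85 gave 15.2%. Both are within 1.5 times the paper's value, and both were set before the data were examined. Over all transcripts, these alternatives gave 11955 and 10353 tissue-specific transcripts. The main setting gave 7873, nearer to the paper's total, so the alternatives are unlikely to account for the gap in PCGs. It also called 1991 of the 1998 transcripts in the part of Supplementary Data 6 used here. The unlike set of transcripts thus remains a possible source of the gap, which was not tested. The other counts and percentages compared were within 1.5 times the paper's under the main setting. The paper's count of transcripts expressed in at least 1 tissue/organ is 36600, and its lowest, highest and mean percentages are 57.8%, 74.2% and 69%. At the threshold of 0.5 that the paper names, these were 35225, 45.9%, 73.9% and 58.6%. At an FPKM of at least 0.1, set as an alternative before the data were examined, they were 36600, 57.7%, 74.2% and 69.0%, and the percentages of the 32 tissues/organs were within 0.00577 percentage points of the paper's supplementary values.

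The paper's supplementary numbers of tissue-specific transcripts sum to 7901, against 7873 here, with 2472 against 2456 in 20DAP. For 100 SDW QTLs the paper counts 74 transcripts as specific to a stage of seed development and 65 as specific to 20DAP, against 73 and 64 at a TSI of at least 0.9. Under the alternatives with TSI on log2(FPKM + 0.1) or on untransformed values the numbers were 74 and 65.

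The paper places nodule with the root tissues. On FPKM its mean r with root, root tip and root hair was 0.0137. On log2(FPKM + 1) that mean was 0.707 and nodule was nearest to root (0.728). With Spearman's correlation nodule was nearest to root tip (0.804). The paper states that pedicel is closer to the green tissues than to flower parts. On FPKM its mean r was 0.241 with green tissues and 0.357 with floral organs, and the paper's order was reached on log2(FPKM + 1), on log2(FPKM + 0.1) and with Spearman's correlation. The paper gives 20DAP seeds the largest number of tissue-specific PCGs. For PCGs and lncRNAs together, 20DAP ranked 14 among the tissues/organs on a common sum and 9 after quantile normalization. The paper gives M12 and M13 an r of 0.71 to 0.76 with stages of flower bud and flower development. Over the 9 stages it was 0.446 to 0.706 for M12, with 1 stage at 0.7 or above, and 0.687 to 0.732 for M13, with 7. In Fig. 6b the panels for M10 and M12 appear to carry each other's labels when compared with the module lists and Fig. 5b, by eye.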

Other observations

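All tests in this part were chosen after the results they bear on had been seen.

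Most transcripts of the coexpression analysis (9221 of 13176) were highest in 20DAP. The unit of the 20DAP values is a candidate explanation, since 231 of the transcripts that pass the filter on a common sum were highest in 20DAP. The same holds for the pairs of lncRNAs and PCGs with an absolute r of at least 0.97. Such pairs numbered 7056 as deposited and 307 on a common sum. The paper shortlisted the transcripts in 100 SDW QTLs for tissue-specific expression and reports that all are specific to stages of seed development. Of those called here, 87.7% were specific to 20DAP. Among all transcripts specific to 5DAP, 10DAP, 20DAP or 30DAP, 74.7% were. The high share in the list may come from the unit, since 7 transcripts were specific to 20DAP on the common sum. Among the typed transcripts with coordinates in the part of Supplementary Data 5 used here, 51 were 20DAP-specific as deposited. For these transcripts the common sum was taken over them alone and not over all transcripts. After that scaling 0 were 20DAP-specific, and 1 was when the 20DAP values had first been divided by genomic span. Genomic span includes introns, so it stands in only roughly for transcript length.

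M11 had an r of 0.610 with androecium on the deposited values, 0.924 on a common sum and 0.935 without 20DAP. Of its 270 members, 191 are highest in 20DAP, among them Ca_TC04037, which followed the eigengene most closely (r = 0.954). The lower value as deposited thus depends on the 20DAP values.

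On FPKM, nodule had a mean r of 0.0137 with root, root tip and root hair. A candidate explanation is that few transcripts take a large part of its values, since its 10 highest transcripts hold 42.1% of the sum. Leaving out only these gave a mean r of 0.0545, and leaving out only the listed transcripts that did not align gave 0.0676. Without the latter and the 10 highest of the rest, it was 0.270. The other root tissues had 0.289 with each other over the same transcripts, but their own highest transcripts were kept. The 10 were chosen by their nodule values, which by itself favours a rise. The nearness of these values therefore does not show that few transcripts explain the separation. On log2(FPKM + 1) with the same transcripts left out, the mean r of nodule was 0.745, below the 0.816 of the others, so nodule may also differ in many transcripts. This cannot be told apart from an effect of any values from another organism that remain.

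The lowest percentages of transcripts expressed were in 30DAP and nodule. The highest FPKM in 30DAP were those of Ca_TC02019 (161915, or 18.8% of the sum), Ca_TC29921 (34756) and Ca_TC07493 (33774). Of the 3 highest values in 20DAP, that of Ca_TC08430 (825419) belongs to a transcript below the TSI threshold. For nodule, values taken by the listed transcripts that did not align could account for this: with those left out and the rest brought to the median sum of other tissues/organs, 55.9% were expressed, against 49.0% in root hair, the lowest of the other 29 tissues/organs after the same step. For 30DAP, values taken by the 10 highest transcripts may account for a part but are unlikely to account for all of it. With those left out and the rest brought to that sum, 49.0% were expressed, up from 45.9%. Root hair, the lowest of the other 29, had 50.5% after its own 10 highest were left out in the same way, and 49.1% as deposited. In 30DAP 70.6% of transcripts had a value above 0, against 70.7% in root, the lowest of the others, and a median of 80.0%. 30DAP has 2 libraries where most tissues/organs have 3, but a lack of reads is an unlikely cause. With 20DAP and nodule set aside, 6 tissues/organs with fewer mapped reads over all their libraries had a higher percentage expressed, at 57.2% or more. Nodule and 20DAP also had fewer mapped reads, and their percentages were 47.7% and 73.9%, the latter from estimated counts. Fewer transcripts may be expressed in seeds at 30DAP, and other differences between libraries were not tested.

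A larger share of lncRNAs than of PCGs was tissue-specific. Low expression of lncRNAs may account for it, since random lists matched on mean log2(FPKM + 1) had a median of 44.9%. The lncRNAs stood at percentile 2.64 of these lists, so they were not more tissue-specific than transcripts of the same mean level. A mean over tissues/organs is itself low for tissue-specific transcripts, which limits this comparison.

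lncRNAs and PCGs within 10 kb were more coexpressed than distant pairs. Reads shared between overlapping loci are a candidate explanation, since the pairs that do not overlap stood at percentile 89.56 of random sets. Their median r of 0.131 was above the 0.104 of distant pairs, so shared regulation of neighbouring loci remains possible and was not separated from chance.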
